# Mechanism for DPY30 and ASH2L intrinsically disordered regions to modulate the MLL/SET1 activity on chromatin

**DOI:** 10.1038/s41467-021-23268-9

**Published:** 2021-05-19

**Authors:** Young-Tae Lee, Alex Ayoub, Sang-Ho Park, Liang Sha, Jing Xu, Fengbiao Mao, Wei Zheng, Yang Zhang, Uhn-Soo Cho, Yali Dou

**Keywords:** Biochemistry, Enzyme mechanisms, Structural biology, Electron microscopy, NMR spectroscopy

## Abstract

Recent cryo-EM structures show the highly dynamic nature of the MLL1-NCP (nucleosome core particle) interaction. Functional implication and regulation of such dynamics remain unclear. Here we show that DPY30 and the intrinsically disordered regions (IDRs) of ASH2L work together in restricting the rotational dynamics of the MLL1 complex on the NCP. We show that DPY30 binding to ASH2L leads to stabilization and integration of ASH2L IDRs into the MLL1 complex and establishes new ASH2L-NCP contacts. The significance of ASH2L-DPY30 interactions is demonstrated by requirement of both ASH2L IDRs and DPY30 for dramatic increase of processivity and activity of the MLL1 complex. This DPY30 and ASH2L-IDR dependent regulation is NCP-specific and applies to all members of the MLL/SET1 family of enzymes. We further show that DPY30 is causal for de novo establishment of H3K4me3 in ESCs. Our study provides a paradigm of how H3K4me3 is regulated on chromatin and how H3K4me3 heterogeneity can be modulated by ASH2L IDR interacting proteins.

## Abstract (web summary)

Regulation of the MLL family of histone H3K4 methyltransferases on the nucleosome core particle (NCP) remains largely unknown. Here the authors show that intrinsically disordered regions of ASH2L and DPY30 restrict the rotational dynamics of MLL1 on the NCP, allowing more efficient enzyme-substrate engagement and higher H3K4 trimethylation activity.

## Introduction

Cells are complex, information-processing centers that handle an immense flow of signals often leading to fine tuning the expression of genes. To achieve exquisite regulation, chromatin post-translational modifications (PTMs) have evolved to demarcate, among a mosaic of functions, actively transcribed genes from the inactive ones^1^. The mixed-lineage leukemia (MLL) family of histone methyltransferases (HMTs) catalyzes the deposition of histone H3 lysine 4 methylation (H3K4me) associated with active transcription^2,3^. H3K4 methylation is highly enriched at gene promoters and distal regulatory enhancers, and plays a pivotal role in the recruitment of basal transcription machinery^4–6^ and chromatin remodeling complexes^7–9^. It also promotes long-range chromatin interactions and higher-order chromatin organization^10–12^. The dynamic interplay between H3K4me and co-transcriptional processes has also been reported^13,14^. Human genetic studies have corroborated the functional importance of the MLL family enzymes: heterozygous mutations in MLLs are reported in congenital human Kabuki^15–20^, Wiedemann-Steiner, and Kleefstra spectrum syndromes^21–23^. Furthermore, MLL family proteins are among the most frequently mutated genes in human malignancies^24^.

The MLL/SET1 family enzymes interact with several evolutionarily conserved proteins, WDR5, ASH2L, RbBP5, and DPY30, through the C-terminal catalytic SET domain^25–27^. We and others have previously shown that these core components are essential for MLL1 catalytic activity on histone H3^27–29^. In particular, WDR5 is required to stabilize the trimeric RbBP5-ASH2L-MLL1 complex^30,31^, a role exploited for the development of MLL1-specific inhibitors^32,33^. In-depth biochemical studies also show that these core components have multiple relatively weak interactions amongst themselves^34–36^. Recently, a co-crystal structure of the minimal trimeric complex (ASH2L^276–500,Δ400–440^-RbBP5^330–375^-MLL1/3^SET^)^30^ and cryo-EM structures of the MLL1-NCP (nucleosome core particle) complex^37,38^ have revealed the overall architecture of the MLL1 core complex as well as its engagement with a physiological substrate (i.e., NCP). These studies, together with solution structures of MLL1^35^, show a surprisingly dynamic nature of the MLL1 core complex, especially the MLL1^SET^ domain and the RbBP5-NCP interface. Despite these studies, regulation of structural dynamics of the MLL1 complex on the NCP and its functional implication remain largely unknown.

Compared to the well-studied WDR5, RbBP5, and ASH2L^SPRY^ proteins, the function of DPY30 and the extended intrinsically disordered regions (IDRs) of ASH2L in the MLL1 complex remains a mystery. The biochemically defined minimal core complex showed negligible DPY30 contribution to the activity of the MLL/SET1 family of enzymes using recombinant histone H3 or peptidic H3 as substrates^36,39,40^. On the other hand, DPY30 is capable of regulating global H3K4 methylation in cells^41^ and DPY30 knockdown or knockout leads to global reduction of H3K4me3 in embryonic stem cells (ESCs) and hematopoietic stem cells^42,43^. It is proposed as a potential therapeutic target for MLL1-rearranged leukemia^44^. The conflicting reports of the minimal in vitro DPY30 activity versus its importance in regulating H3K4me3 in cells remain unresolved.

Here we show that DPY30 greatly stimulates MLL1 activity on the NCP. By combined NMR, SAXS, cryo-EM and biochemical approaches, we find that DPY30 functions through the extended IDRs of ASH2L to restrict the rotational dynamics of the MLL1 complex on the NCP, thereby promoting H3K4 methylation at higher methylation states. The NCP-specific regulation by DPY30 and ASH2L IDRs generally applies to all MLL/SET1 family enzymes. Cellular studies further confirm the importance of DPY30 in de novo establishment of H3K4me3 on chromatin. Taken together, we have established a paradigm of how the disordered regions in the chromatin-modifying complexes may exert loci-specific histone methylation and confer heterogeneity in the cellular epigenetic landscape.

## Results

### Activity of the MLL/SET1 family enzymes on the NCP requires DPY30

To examine the regulation of the MLL1 methyltransferase activity on the NCP in vitro, we performed the HMT assays using either recombinant histone H3 or NCP as substrates. The overall activity of the MLL1 core complex was much higher on the NCP as compared to recombinant histone H3 (Fig. 1a and Supplementary Fig. 1a). DPY30 was essential for the drastic increase of H3K4 methylation on the NCP (Fig. 1a), especially for higher H3K4 methylation states (i.e., H3K4me2 and H3K4me3) at the expense of H3K4me1 (Fig. 1a). In contrast, DPY30 had no effect on MLL1 activity or processivity when recombinant H3 was used as the substrate (Fig. 1a and Supplementary Fig. 1b), consistent with the previous studies^36,39,40^. To test whether DPY30-dependent regulation on the NCP is a general mechanism for all MLL/SET1 family enzymes, we examined H3K4 methylation by MLL2-4 and SET1A/1B in the presence or absence of DPY30. As shown in Fig. 1b and Supplementary Fig. 1b, DPY30 was able to significantly enhance methylation activity of all MLL/SET1 complexes in an NCP-specific manner. Domain mapping confirmed that the dimerization domain (DD, 45–90) of DPY30, which forms a hydrophobic groove that directly interacts with the ASH2L Sdc-DPY30-Interacting domain (SDI, 504–534)^45^, was sufficient to stimulate MLL1 activity on the NCP (Fig. 1c).

**Fig. 1:**
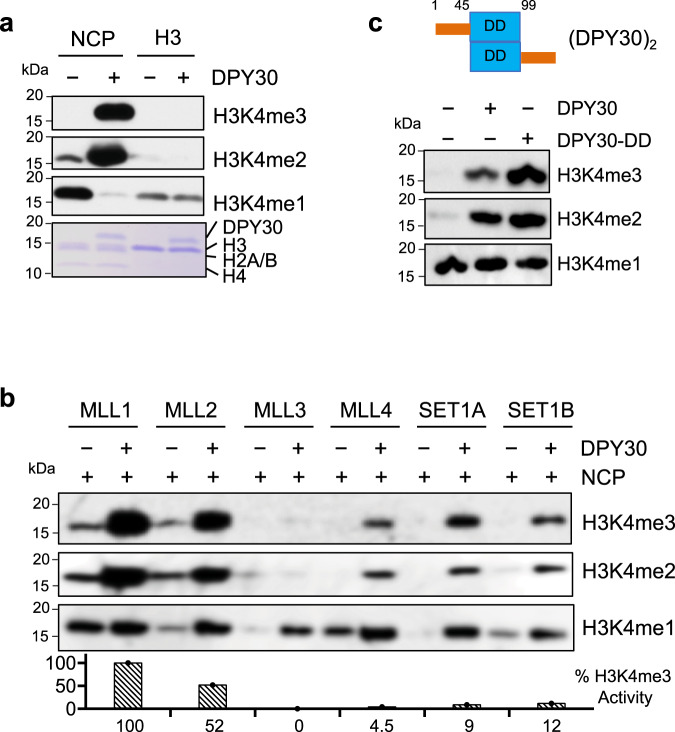
DPY30 specifically stimulates MLL1 activity on the NCP. **a** In vitro HMT assay for the MLL1 core complex using either the NCP (nucleosome core particle) or recombinant histone H3 as substrates, which were indicated on top. The MLL1 core complex (i.e., MLL1^SET^, WDR5, RbBP5, and ASH2L) was added with or without DPY30. Histones were run on 15% SDS-PAGE and blotted with anti-H3K4me1, H3K4me2, and H3K4me3 antibodies as indicated at right. The Coomassie gel was included as the loading control at bottom. **b** In vitro HMT assay for the core complexes of the MLL/SET1 family methyltransferases using the NCP as the substrate. The MLL/SET1 core complexes were added with or without DPY30 as indicated on top. **c** Top, Domain structure for the DPY30 dimers. DD, dimerization domain (blue). Bottom, in vitro HMT assay for the MLL1 core complex with no, dimerization domain only, or full-length DPY30. The NCP was used as the substrate in all reactions. Quantification completed using ImageJ^108^ with %activity calculated relative to wild-type ASH2L-containing complex^108^.

### DPY30-dependent stimulation requires IDR in ASH2L

The recent cryo-EM studies of the MLL1/3-NCP complexes show that DPY30 does not make direct contact with the NCP^37,38^. Consistently, when we tested the binding of the MLL1 complex to the NCP with or without DPY30, DPY30 did not alter MLL1-NCP interaction in a gel mobility shift assay (Supplementary Fig. 1c). We next tested whether DPY30-mediated stimulation is redundant with that of H2BK120 ubiquitylation (H2BK120ub), which enhances H3K4 methylation without altering the binding affinity of the ySET1 complex to the NCP^46^. As shown in Supplementary Fig. 1d, DPY30 was able to further enhance activities of SET1A and MLL1 on the H2BK120ub-containing NCP, suggesting that it functions through a distinct mechanism from that of H2BK120ub.

As ASH2L is only the direct binding partner of DPY30 in the MLL1 core complex, we examined the role of ASH2L in DPY30-dependent regulation. ASH2L contains the structurally defined N-terminal PHD/WH domain (aa 1–178)^47,48^ and C-terminal split SPRY domain^49^ as well as three IDRs (Fig. 2a), including Linker (aa 178–275), Loop (aa 400–440), and SDI (aa 504–534). The SDI of ASH2L directly interacts with DPY30^50,51^, while both Linker and Loop are IDRs have not been previously characterized. In fact, Loop IDR was removed in the previous structural studies, as it does not contribute to the structural integrity of ASH2L SPRY^30,52^. We made selective serial deletions for each of these domains or regions in ASH2L (Schematic in Fig. 2a) to test their respective contribution to DPY30-dependent stimulation in the in vitro HMT assays. As shown in Fig. 2b, while SDI deletion increased activity of the MLL1 complex, likely by reducing ASH2L aggregation through SDI dimerization^52^, it completely eliminated DPY30-dependent stimulation on the NCP (Fig. 2b, lane 2 versus lane 4). Deletion of PHD-WH-Linker or Loop, but not PHD-WH alone, also abolished DPY30-dependent regulation (Fig. 2c, d). Interestingly, both PHD-WH-Linker and Linker fragments were able to stimulate MLL1 activity in a DPY30-dependent manner in trans, albeit at a lower level compared to *cis*-regulation (Fig. 2e, f). This property was not shared by Loop IDR in the HMT assay (Fig. 2f). Furthermore, detailed mapping of ASH2L Linker IDRs (Fig. 3a) identified three highly conserved regions, 247–251, 252–263 and 275–285 (Supplementary Fig. 2a), that were critical for DPY30-dependent regulation (Fig. 3b–d). These results highlight a previously uncharacterized function of ASH2L IDRs in regulating MLL1 activity on the NCP.

**Fig. 2:**
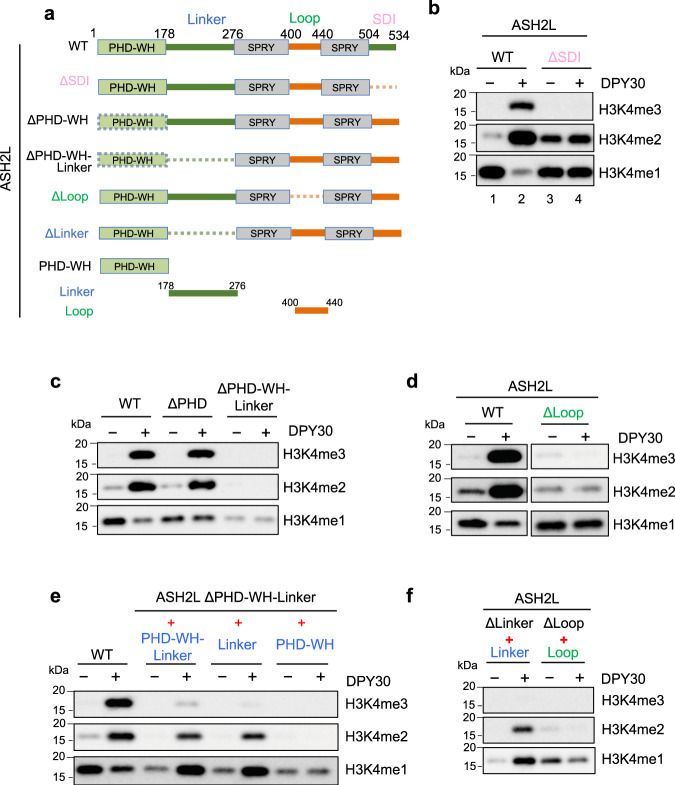
DPY30 requires ASH2L IDRs to stimulate MLL1 activity on chromatin. **a** Human ASH2L truncation and deletion mutants used in the in vitro HMT experiments. ASH2L contains two structural domains, the PHD-WH (plant homeotic-winged helix) domain on the N-terminus and a split-SPRY domain on the C-terminus. It also contains three IDRs, Linker (179-275), Loop (401–439), and SDI (504–534). **b** In vitro HMT assay for the MLL1 core complex with either wild type or ΔSDI ASH2L. **c** In vitro HMT assay for the MLL1 core complex with wild-type or ASH2L mutants as indicated on top. **d** In vitro HMT assay for the MLL1 core complex with wild type or ΔLoop ASH2L. **e** In vitro HMT assay for the MLL1 core complex with either wild-type ASH2L or a mixture of two stoichiometric ASH2L fragments as indicated on top. **f** Test the transactivation capability of Linker and Loop IDRs. In vitro HMT assay for the MLL1 core complex containing a mixture of Linker and ASH2L ΔLinker polypeptides or Loop and ASH2L ΔLoop polypeptides as indicated on top. For (**b**–**f**), in vitro HMT assays were performed with or without DPY30. An equal amount of the NCP was used in each reaction and histone methylation was detected by immunoblot using antibodies as indicated on right.

**Fig. 3:**
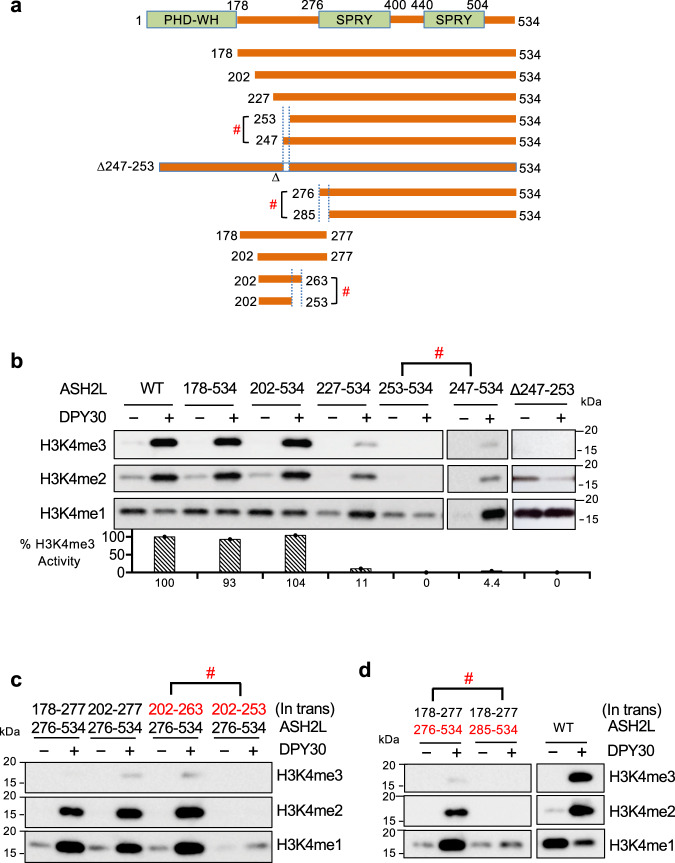
Identification of essential ASH2L IDRs in DPY30-mediated stimulation. **a** Human ASH2L deletion mutants used in (**b**–**d**) and transactivation peptides used in (**c**) and (**d**)**. b** Serial deletion to map essential ASH2L Linker IDRs for DPY30 function. In vitro HMT assay for the MLL1 core complex containing wild-type or various ASH2L mutants as indicated on top. The assays were performed in the presence or absence of DPY30. **c**–**d** Trans-activation experiments using two fragments of ASH2L in the in vitro HMT assay. The MLL1 core complexes containing a mixture of two stoichiometric ASH2L fragments were used with or without DPY30 as indicated on top. #, indicates abolishment of DPY30-dependent activity. Quantification completed using ImageJ^108^ with %activity calculated relative to wild-type ASH2L-containing complex.

We next examined whether IDRs in other complex subunits are important for DPY30-mediated HMT stimulation. The potential IDRs in the MLL1 core complex include the RbBP5 C-terminus (aa. 382–538) and a segment of the SET domain between the WIN motif and the catalytic domain (aa. 3767–3812)^30^. Sequential C-terminal RbBP5 truncations were tested and none of them abolished DPY30-mediated HMT stimulation (Supplementary Fig. 2b). Notably, larger deletion of RbBP5 C-terminus lowered the overall HMT activities (Supplementary Fig. 2b), consistent with previous studies for yeast homolog Swd1 in the SET1 complex^53,54^. To test the MLL1 SET IDR, MLL^SETIL (3813–3969)^ was used so that the MLL1 complex remains active in the absence of the WIN motif or WDR5^30^. Removal of the SET IDR did not affect DPY30-dependent stimulation (Supplementary Fig. 2b). Circumvention of WDR5 in the MLL1^SETIL (3813–3969)^-containing core complex also indicates that WDR5 is dispensable for DPY30-mediated stimulation. These results suggest that ASH2L IDRs are necessary and sufficient for DPY30-dependent HMT stimulation on the NCP.

### DPY30 induces widespread NMR spectra changes in ASH2L IDRs

To evaluate the effects of DPY30 binding on global ASH2L structure and to explore the mechanism by which DPY30 and ASH2L IDRs regulate MLL1 activity, we performed methyl-TROSY NMR on ^13^CH_3_-labeled Ile-Leu-Val (ILV) ASH2L^202–534^, in the presence of stoichiometric amount of unlabeled RbBP5 peptide (330–363), the minimal region for ASH2L binding (see Methods for details). We identified ~65% of the 100 anticipated peaks in ^13^CH_3_-labeled ILV ASH2L^202–534^ (Supplementary Fig. 3a, red). The majority of these peaks were also observed in the ^13^CH_3_-labeled ILV ASH2L^276–534^ (i.e., without Linker) sample (Supplementary Fig. 3a, black). Surprisingly, the addition of DPY30 triggered striking and widespread changes in the NMR spectrum, with the appearance of many new peaks with significantly dispersed chemical shifts (Fig. 4a and Supplementary Fig. 3b and 3c, red peaks). Chemical shift changes of some apo-state peaks were also observed (Fig. 4a). To further characterize these newly appeared peaks, we carried out residue-specific methyl-assignments by mutagenesis on the ASH2L^202–534^-DPY30 complex (Supplementary Fig. 4a–d)^55^. About 60% of total methyl peaks were unambiguously assigned (see Supplementary Table 1), owing to their dispersed chemical shifts. Interestingly, the majority of the DPY30-induced new peaks corresponded to residues in the ASH2L Linker and Loop IDRs (Fig. 4a, blue and orange, respectively). A number of peaks corresponding to residues in the SPRY domain (Fig. 4a, green) were also perturbed (e.g., I274, V287, I300, V322, I488) or newly appeared (e.g., L291, L350). Importantly, deletion of either Linker (blue) or Loop (orange) IDRs in ASH2L (modeled in Supplementary Figs. 5 and 6) abolished DPY30-induced changes in NMR spectra (Supplementary Fig. 6a–c, right). The NMR results suggest that DPY30 mainly affects ASH2L IDRs and the DPY30-dependent NMR changes require all ASH2L IDRs.

**Fig. 4:**
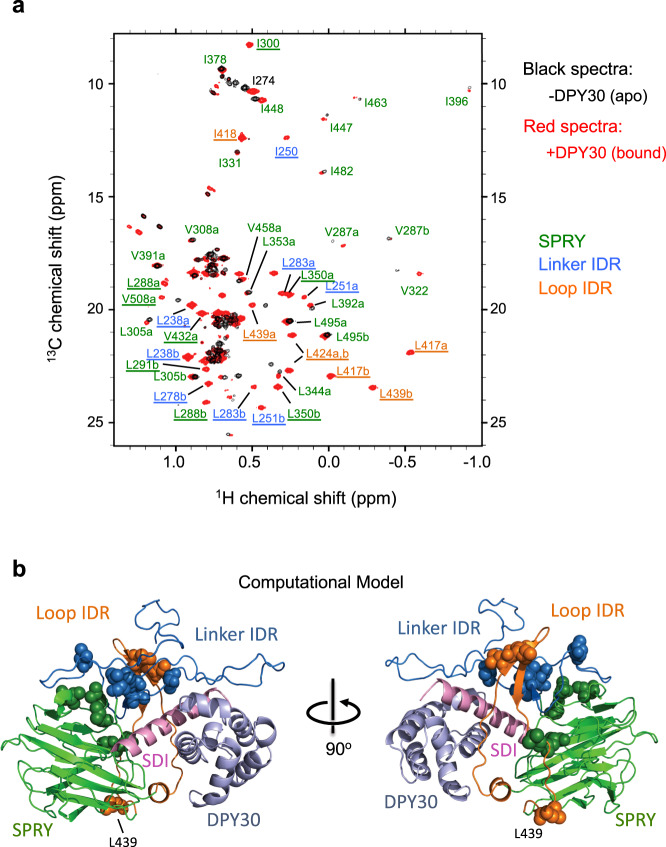
ASH2L IDRs undergo significant conformational changes upon DPY30 binding. **a** DPY30 binding induces drastic conformational change in ASH2L. Superimposed methyl-TROSY spectra of [^2^H, ^13^CH_3_-ILV] ASH2L^202–534^ in the absence (black) or presence (red) of DPY30. The labels indicate assigned residues in the DPY30-bound state. Underlined residues are newly appeared peaks upon DPY30 addition. **b** Computation model for ASH2L IDRs after DPY30 binding. Underlined residues in (**a**). are presented as spheres. These residues clustered together into a compact structure in this model. For both **a** and **b**, SPRY domain is shown in green, Linker IDR is shown in blue, Loop IDR is shown in orange.

### Small-angle X-ray scattering (SAXS) of ASH2L and ASH2L/DPY30

The DPY30-dependent changes of ASH2L IDRs in NMR spectra can be due to alterations of inter-or intra-molecular interactions or stabilization of a particular conformation. To gain more insights into these possibilities, we performed SAXS experiment for ASH2L, DPY30, and the ASH2L/DPY30 complex. The molecular weight for ASH2L was estimated to be 65 KDa by the SAXS experiment. Since the combined mass of ASH2L (60.12 KDa) and RbBP5^330–363^ (4.07 KDa), which was included in all ASH2L SAXS samples (see “Methods”), is ~64 kDa, ASH2L is likely monomeric in solution. This excludes the possibility that DPY30 functions through resolving intermolecular interactions of ASH2L IDRs. Furthermore, SAXS data show that pair distance distribution function of ASH2L had a peak around 30 Å and decreased smoothly (Supplementary Fig. 7a), suggesting that the structural domains in ASH2L were probably not locked in a rigid configuration. As shown in Supplementary Fig. 7a, ASH2L/DPY30 had a similar D_max_ (~140 Å) as compared to ASH2L despite a 30% increase in size (Supplementary Fig. 7a). It suggests that ASH2L in the DPY30/ASH2L complex is probably in a more compact conformation. Interestingly, analysis using ensemble-optimized method (EOM)^56^ identified two distinguishable ASH2L populations in both the *D*_max_ and *R*_g_ plots (Supplementary Fig. 7b), suggesting that ASH2L is likely in a structural equilibrium between two largely different conformations, with one more extended than the other (Supplementary Fig. 7b). We were not able to perform EOM analysis for ASH2L/DPY30 due to method limitation^56^. Taken together, we speculate that DPY30 binding may shift the structural equilibrium of ASH2L and stabilize ASH2L IDRs in a more compact conformation. This is consistent with the DPY30-dependent appearance of ASH2L NMR peaks with well-dispersed chemical shifts (Fig. 4a).

### Molecular modeling of the DPY30-ASH2L complex

While it is challenging to determine the exact conformation(s) of the dynamic ASH2L IDRs in the apo-state, we were able to build a structural model to visualize ASH2L IDRs in the DPY30-bound state. The molecular model of the human ASH2L-DPY30 is based on the co-crystal structure of the ySET1 complex subunits Bre2-Sdc1 (PDB code: 6CHG)^53^ as well as crystal structures of the human ASH2L SPRY domain (without Loop IDR, PDB code: 3TOJ)^47^ (Fig. 4b, see “Methods”). When we mapped the residues that showed DPY30-dependent chemical shift in the NMR spectra onto this structural model, the close spatial proximity of these residues was apparent (Fig. 4b). They clustered together in the IDRs (Supplementary Fig. 5a) and SPRY regions (Supplementary Fig. 5b). In this model, ASH2L IDRs, the SPRY domain, and SDI adopt a compact triangular structural arrangement upon interacting with DPY30 (Fig. 4b). ASH2L IDRs form an ordered three-strand β-sheet, comprised of highly conserved residues 247–252 from Linker IDR and residues 416–428 from Loop IDR (Supplementary Fig. 8a, red box). In addition to the β-sheet structure, residues 252–263 and 275–286 of the Linker IDR also adopt a β-sheet-like conformation next to SDI (Supplementary Fig. 8a, blue box), enclosing a binding interface for the α-helical SDI (orange) and DPY30 (Supplementary Fig. 8b). Although this is only a computational model, many highlighted structural elements are essential for DPY30-dependent stimulation in the in vitro HMT assays. Removal of residues 247–253 or 400–440 completely abolished DPY30-dependent MLL1 regulation in vitro (Fig. 3b, d). Similarly, deletion of residues 252–263 or 275–285 in ASH2L also reduced DPY30-dependent activity (Fig. 3c, d) as well as the DPY30-dependent changes in NMR spectrum (Supplementary Fig. 6a–c).

### DPY30/ASH2L IDRs restrict the rotational dynamics of the MLL1 complex on the NCP

Recently, we and others have solved the cryo-EM structure of the MLL1-NCP complex^37,38^. It reveals the overall architecture of the five component MLL1 core complex with the NCP. In the MLL1-NCP structure, ASH2L binds to the NCP at DNA superhelical loop (SHL) 7 (Fig. 5a), which together with RbBP5 at SHL 1.5, allows MLL1^SET^ to bind above the nucleosome dyad^37^. To understand the molecular mechanism by which DPY30 regulates MLL1 activity on the NCP, we determined the single-particle cryo-EM structure of the human recombinant MLL1^RWSA^ complex (4-MLL1), containing four of the five core proteins, i.e. RbBP5 (aa 1–538); WDR5 (aa 22–334); MLL1^SET^ (aa 3762–3969); and ASH2L^ΔSDI^ (aa 1–504), bound to the NCP (4-MLL1-NCP). Overall, a total of 1288 K particles were picked from 6242 micrographs collected from 300 keV Titan Krios equipped with the K2 summit direct director (Supplementary Fig. 9). After several rounds of heterogeneous refinement using cryoSPARC^57^, we isolated four different subclasses of 4-MLL1-NCP (Class01, 02, 03, and 05). The best behaving particles were further selected from each subset of the 4-MLL1-NCP images after focused refinement and subsequent 3D classification in RELION (Supplementary Fig. 9)^58^. In the end, we obtained three different subclasses of 4-MLL1-NCP structures (Class 01, 02, and 05, Fig. 5b–d and Supplementary Fig. 9). The overall resolution of these structures ranged from 4.6 Å to 6.9 Å (Supplementary Fig. 10), which were sufficient to dock coordinates of the MLL1 core components and the NCP from our previous MLL1^RWSAD^-NCP structure (PDB ID: 6PWV [10.2210/pdb6pwv/pdb])^37^. In comparison to the MLL1^RWSAD^-NCP complex (or 5-MLL1-NCP, Fig. 5a)^37^, the 4-MLL1-NCP complexes displayed much higher dynamics at the ASH2L-NCP interface (Fig. 5b, c). While the majority of the 5-MLL1-NCP complexes anchored on the NCP with RbBP5 and ASH2L at DNA SHL 1.5 and 7, respectively, the 4-MLL1-NCP complex adopted multiple modes of interaction. With RbBP5 anchoring near SHL 1.5, ASH2L binding sites varied from SHL 7 to SHL 4.5 among different subclasses (Fig. 5b, d). Furthermore, local ASH2L binding dynamics on the NCP also increased significantly in the absence of DPY30, as demonstrated by extremely low or complete loss of ASH2L IDR density in a significant subset of the structures (Fig. 5c, d).

**Fig. 5:**
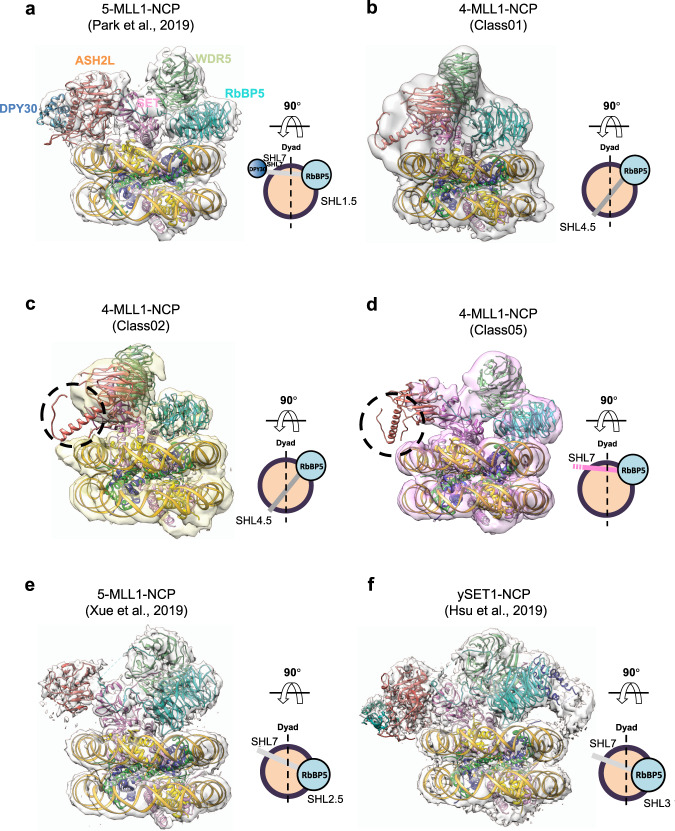
Cryo-EM structure of the 4-MLL1-NCP complexes. **a** Front views of the MLL1^RWSAD^-NCP (PDB ID: 6PWV [https://doi.org/10.2210/pdb6pwv/pdb] and EMDB: EMD-20512)^37^. The 90**°** top view, on right, shows the relative position of the anchoring points. DNA, yellow; DPY30, blue; ASH2L, orange; WDR5, light green; RbBP5, cyan. The NCP (histone octamer core, orange circle; DNA, black), RbBP5 (cyan circle), and DPY30 (blue circle), and the remaining MLL components were displayed as a gray bar indicating the orientation of the MLL1 complex. **b**–**d** Front view of the 4-MLL1-NCP structures. The 90**°** top view shows its anchoring points on the NCP. The missing EM density of ASH2L IDRs and DPY30 were indicated as black dash-circle in (**c**–**d**) and as a dashed line end in the accompanying cartoons. **e**–**f** Alternative conformation for the human 5-MLL1-NCP structure^38^ and ySET1-NCP^46^ as well as their respective top view. ASH2L/Bre2 in both structures interact with the NCP near SHL 7 with slight rotational dynamics at the RbBP5/Swd1-NCP contact points.

The molecular modeling using the iterative template-based fragment assembly refinement (I-TASSER) method^59,60^ showed that ASH2L IDRs make multiple contacts with nucleosomal DNA (Supplementary Fig. 11a). In addition to the conserved basic residues (_205_-KRK-_207_) that contributes to overall MLL1 activity on the NCP^37^, DPY30-induced ASH2L changes appear to enable ASH2L residues 419–421, which reside on a short loop between the newly formed three-stranded β-sheet, to provide another contact with DNA (Supplementary Fig. 11a). Consistent with the modeling, K419A/K421A mutation or deletion of 419–421 significantly reduced or abolished DPY30-dependent regulation of MLL1 activity, respectively (Supplementary Fig. 11b). These results are consistent with a model that DPY30 functions through ASH2L IDRs to restrict rotational dynamics of the MLL1 complex on the NCP and promote productive H3K4 methylation (see “Discussion”).

### DPY30 is essential for establishing de novo H3K4me3 in E14 ESCs

To investigate the function of DPY30 in establishing H3K4me3 in cells, we first examined the correlation of DPY30 binding and H3K4me3 at MLL1 binding sites in E14 ESCs^41,60^. 

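H3K4me3 and HA-tagged ASH2L were mapped by CUT&RUN in E14 cells, a mouse embryonic stem cell line. In CUT&RUN, an antibody directs protein A-MNase to its target in permeabilized cells, and the DNA fragments released by the nuclease are sequenced. The experiment comprised 6 samples in 3 conditions with 2 biological duplicates each. The conditions were anti-HA in HA-ASH2L E14 cells, anti-H3K4me3 in HA-ASH2L E14 cells and anti-HA in the parental E14 cells. Cells were cultured with 1 μg/mL doxycycline for 2 days, which the sample labels give as 48 h. The paper states 1000000 cells per experiment, whereas the sample labels give 100000 cells for the H3K4me3 samples. According to the methods, the authors mapped the trimmed reads to mouse mm10 with Bowtie2, kept fragments under a size limit, merged the duplicates and called peaks with MACS at a p-value cutoff of 1e-05. The headers of both peak lists name no control library, and the tag sizes they give are longer than that limit. After removal of redundant tags, 25677963 of 26545897 tags entered the ASH2L peak calling and 27328071 of 39669806 tags entered the H3K4me3 peak calling. The ASH2L list held 2464 peaks with a median width of 717 bp and a median of 32 tags per peak. Peaks contained 0.398% of the ASH2L tags. The H3K4me3 list held 59927 peaks with a median width of 1453 bp and a median of 113 tags per peak, and these contained 45.7% of the H3K4me3 tags. For each peak, MACS gave the number of tags, the fold enrichment over the local background and a p-value score, which is −log10 p multiplied by 10, and these are the authors' values. Peaks were called on merged duplicates, so the lists carry no values for single samples and the spread between duplicates could not be computed. Comparisons are therefore across peaks, which are not replicates. An overlap of at least 1 bp counted as shared, and shares are given with 95% Wilson intervals, which cover counting error only. Peaks were placed relative to the GENCODE vM21 transcripts of GRCm38, the assembly also called mm10. MLL1, DPY30 and the HA signal of the parental cells were not analysed here.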

We identified 4009 MLL1 peaks in ESCs^61^ and among them, 1070 (26.69%) MLL1 peaks overlapped with those of DPY30 (Fig. 6a)^41^. Selected loci were shown in Supplementary Fig. 12a. 

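At the promoters of 4 genes drawn in Supplementary Fig. 12a, the H3K4me3 CUT&RUN list of HA-ASH2L E14 cells held 1 peak each. The start sites of B3galt6 and Sdf4 on chromosome 4 shared a single peak from 155989688 to 155995039, which was 5352 bp wide and had 971 tags and a fold enrichment of 4.46. At Csrnp2 on chromosome 15, the peak extended from 100493777 to 100496188 and had 326 tags and a fold enrichment of 7.26. At Txndc15 on chromosome 13, it extended from 55713875 to 55716082 with 324 tags and a fold enrichment of 7.77. No ASH2L peak overlapped the promoters of these 4 genes. The nearest ASH2L peak was 12339 bp away from a start site at Txndc15 and 240514 bp away at Csrnp2, the shortest and the longest of these 4 distances.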

Strikingly, H3K4me3 was highly correlated with DPY30 binding at the MLL1 targets (Fig. 6a). 

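Among the 2464 ASH2L peaks, 1820 overlapped an H3K4me3 peak (73.9%, interval 72.1% to 75.6%). When each ASH2L peak was moved to a random position of its chromosome, 6.60% overlapped an H3K4me3 peak on average, and the highest share in 1000 placements was 8.32%. The observed share was 11.2-fold higher than the random mean (one-sided permutation of positions, p = 0.001, the smallest that 1000 placements can give). Random positions within 10000 bp of a start site gave 18.5%, so that the excess over placements near genes was 3.99-fold. The share changed most when only H3K4me3 peaks with a fold enrichment at or above the median of 6.46 were used, which left 32.5% of ASH2L peaks with H3K4me3 and an excess of 11.6-fold over random placement. This limit also leaves out wide H3K4me3 peaks with many tags but a modest fold enrichment, so that it is not a limit on the p-value score. The share with H3K4me3 was higher at ASH2L peaks with a higher p-value score. It was 57.3% in the lowest of 10 equal groups of ASH2L peaks by p-value score and 89.5% in the highest. By fold enrichment this was not seen, since 70.2% of the 1246 ASH2L peaks at or above the median had H3K4me3.

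**Figure D1:**
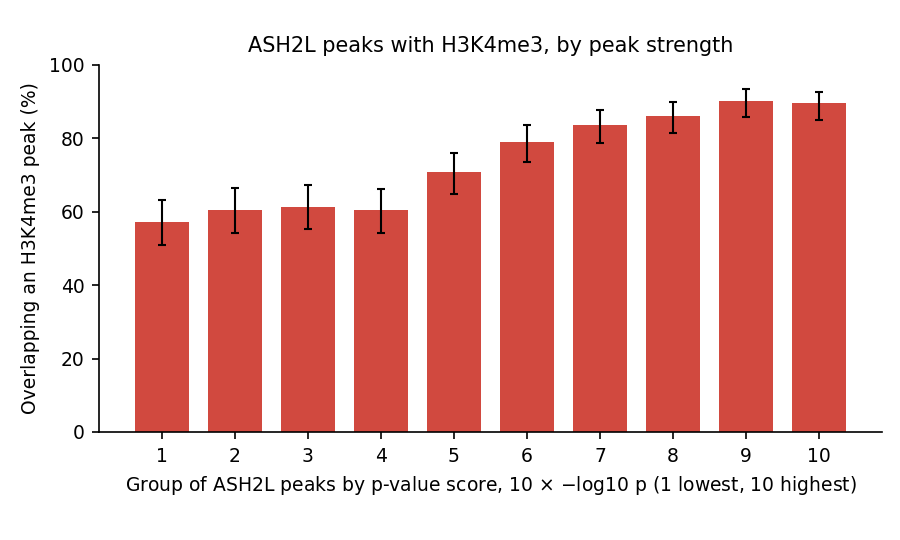
Share of ASH2L peaks that overlap an H3K4me3 peak, in percent, for ASH2L peaks sorted by p-value score into 10 groups of equal size. Bars are shares and error bars are 95% Wilson intervals, and the lowest group is at 57.3% and the highest at 89.5%.

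Conversely, 1817 H3K4me3 peaks (3.03%) overlapped an ASH2L peak and 58110 did not. H3K4me3 peaks that overlapped ASH2L were wider, with a median of 3105 bp against 1420 bp for the others (difference 1685 bp, two-sided permutation test across peaks, p = 1e-05, the smallest that 100000 permutations can give). This test compares with a difference of 0, but a wide peak is hit more often by chance. In a check chosen after seeing the data, the ASH2L peaks were placed at random 1000 times and the H3K4me3 peaks grouped again. The mean difference was 650 bp with random positions on the chromosome, with a highest of 1249 bp (two-sided permutation of positions, p = 0.002, the smallest possible). With random positions within 10000 bp of a start site it was 1534 bp, with a highest of 1810 bp (permutation p = 0.0919), so that most of the difference of 1685 bp is also obtained without ASH2L, from overlap near start sites. The comparison of their strength depended on the score. Their median fold enrichment was 6.10 against 6.46 (difference −0.36, permutation p = 2e-05), whereas their median p-value score was 674.04 against 191.51 (difference 482.53, permutation p = 1e-05). Random placements gave mean differences in fold enrichment of −0.46 on the chromosome and −0.89 near start sites, so that the lower fold enrichment is not specific to ASH2L, and 65.65 and 197.23 for the p-value score.

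**Figure D2:**
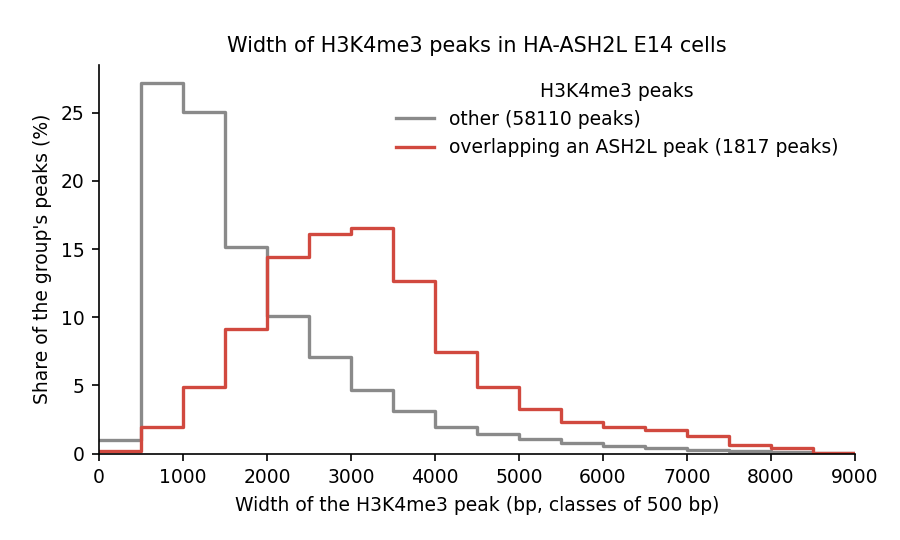
Widths of H3K4me3 peaks in HA-ASH2L E14 cells, in classes of 500 bp, as the share of each group in percent. The red line shows the 1817 peaks that overlap an ASH2L peak, with a median of 3105 bp, and the grey line the 58110 other peaks, with a median of 1420 bp.

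Of all ASH2L peaks, 1178 had their midpoint in a promoter, from 1000 bp upstream to 100 bp downstream of a start site (47.8%, interval 45.8% to 49.8%). Random placement gave 3.75%, a 12.7-fold difference (one-sided permutation of positions, p = 0.001, the smallest possible). A window of 2500 bp on both sides moved the promoter share most, to 71.5%, with an excess of 5.19-fold over random placement. With RefSeq transcripts, chosen after seeing the data, the share was 34.0% and the excess 26.6-fold. H3K4me3 overlapped 95.0% of the ASH2L peaks at promoters and 54.5% of the 1286 ASH2L peaks elsewhere. Elsewhere includes positions just past 100 bp downstream of a start site. With the window of 2500 bp on both sides, 1604 of 1820 ASH2L peaks with H3K4me3 were at promoters, against 158 of 644 without it. Many of the peaks elsewhere with H3K4me3 are therefore still near start sites. Many promoters have H3K4me3 in any case. Of the promoter windows of protein-coding transcripts, 63.4% overlapped an H3K4me3 peak, against 96.7% of those with an ASH2L peak. The excess at promoters is therefore much smaller than that over random placement. DPY30 binding at the ASH2L peaks was not analysed here.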

A similar close correlation of DPY30 and H3K4me3 was also found at the 2431 ASH2L binding sites, 67% of which colocalized with DPY30 at gene regulatory regions in the E14 ESCs (Fig. 6b and Supplementary Figs. 12b and 13). These results showed that MLL1/ASH2L alone was ineffective for depositing H3K4me3 on chromatin. Instead, DPY30 was required for promoting high levels of H3K4me3 on chromatin. 

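The remaining 644 ASH2L peaks had no overlapping H3K4me3 peak. Their median fold enrichment was 5.39, against 5.28 for ASH2L peaks with H3K4me3 (difference −0.11, two-sided permutation test across peaks, p = 0.0556). The direction depended on the score, since the median p-value score was 56.25 without and 64.83 with H3K4me3 (difference 8.58, permutation p = 1e-05). ASH2L peaks without H3K4me3 were narrower, with a median width of 573.5 bp against 770 bp, and had a median of 24 tags against 35. Wider peaks also overlap more by chance, but random placements of the ASH2L peaks on their chromosome, a check chosen after seeing the data, gave mean differences of only 29.5 bp and 0.90 in p-value score. Their median distance to a start site was 8119 bp, compared with 137 bp for those with H3K4me3. Only 59 of the 644 were at promoters (9.16%), against 1119 of 1820 (61.5%), a difference of 52.3 percentage points (two-sided Fisher's exact test on peaks, p = 8.21e-130). With only the H3K4me3 peaks at or above the median fold enrichment, which leaves out some wide peaks with many tags, this difference was 17.7 points. The ASH2L peaks without H3K4me3 were mainly in introns (43.3%) and between genes (31.1%). The highest fold enrichments among them were 35.32 at chromosome 6, 103649064 to 103649584, in an intron nearest to the start site of Gm44436, 18.43 at chromosome 9, 3035710 to 3036505, at the promoter of Gm10715, and 15.64 at chromosome 9, 3025371 to 3025971, at the promoter of Gm10717. Soft-masked repeats covered 96.5% and 96.8% of the latter pair. Among ASH2L peaks with H3K4me3, the highest were 28.98 at chromosome 16, 11143727 to 11144593, at the promoter of Gm23935, 28.77 at chromosome X, 112370720 to 112371448, in an intron nearest to Satl1, and 24.19 at chromosome 16, 57391174 to 57391985, in an intron nearest to Filip1l. In the H3K4me3 list, the highest were 30.22 at chromosome 9, 123461789 to 123462418, at a transcription termination site with Lars2 as the gene of the nearest start site, 25.47 at chromosome 1, 171064420 to 171064794, at the promoter of Mir6546, and 24.57 at chromosome X, 170004923 to 170005621, in an intron nearest to Gm21887. From the heat maps in Fig. 6a, in which H3K4me3 follows DPY30 at MLL1 and ASH2L peaks, the paper concludes that MLL1 and ASH2L without DPY30 deposit little H3K4me3.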

Next, we tested whether DPY30 plays a causal role in establishing de novo H3K4me3 on chromatin. To this end, we expressed catalytically inactive HA-dCas9 or HA-dCas9-DPY30 in E14 cells and targeted the fusion proteins to randomly selected genomic regions by gRNAs (Fig. 6b, left). 

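The 6 gRNAs of Supplementary Table 4 were matched to GRCm38, and each had 1 exact match followed by an NGG PAM. The gRNAs for region 1 lie on chromosome 4. AGCTGGGTGGTGGACAATGC matches the forward strand from 6093802 to 6093821 with the PAM AGG. CCCTCTGATCTGTAGCGCAG matches the reverse strand from 6093979 to 6093998 and AAGTGCCCAGGGATGATTGA the reverse strand from 6094103 to 6094122, both with the PAM TGG. The qPCR primers for this region, AGGTCTAACTCAGGCTCCCG and ACTGAAGTGACATGTGCGTGTG, enclose 341 bp from 6093830 to 6094170. The region is in the protein-coding gene Fam110b, which extends from 5644090 to 6108223. It lies in intron 4, from 5892439 to 6107799, and the nearest annotated exon of the gene is 13630 bp away. An ASH2L peak spans it from 6093666 to 6094236 with 22 tags, a p-value score of 50.79 and a fold enrichment of 4.50. The gRNAs for region 2 lie on chromosome 2. TCCTGTGAGGTCCTGCGAAA matches the reverse strand from 153705359 to 153705378, TGAGGCTAAGGTAATTCAGC the forward strand from 153705546 to 153705565, and CATCTCTGCGTATAGACCAC the forward strand from 153705637 to 153705656, each with the PAM AGG. The primers TGCTGCATTGCCTGTCTTGCT and GGTTGCTTACACCTGCCTGTAAC enclose 406 bp from 153705328 to 153705733. This region includes exon 3 of the 19 exons of Dnmt3c, a coding exon from 153705367 to 153705486, and part of the introns on both sides. An ASH2L peak spans it from 153705326 to 153706026 with 27 tags, a p-value score of 54.85 and a fold enrichment of 6.29. All 3 gRNAs of each region are inside the ASH2L peak. Both peaks are close to the threshold of 50 for the p-value score, at percentiles 4.91 and 27.0 of the ASH2L list. The peaks at regions 1 and 2 are at percentiles 9.94 and 32.8 by tags and at 17.1 and 77.8 by fold enrichment.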

The loci were selected from MLL1/ASH2L joint targets that had no prior DPY30 binding (Fig. 6b, right top). Upon HA-dCas9-DPY30 recruitment, there was a significant increase of H3K4me3 at these loci (Fig. 6b, bottom right). In contrast, no increase of H3K4me3 was observed for the no gRNA controls (Fig. 6b) or in cells expressing HA-dCas9 (Supplementary Fig. 12c). These results confirmed that DPY30 is required for de novo establishment of H3K4me3 in cells.

**Fig. 6:**
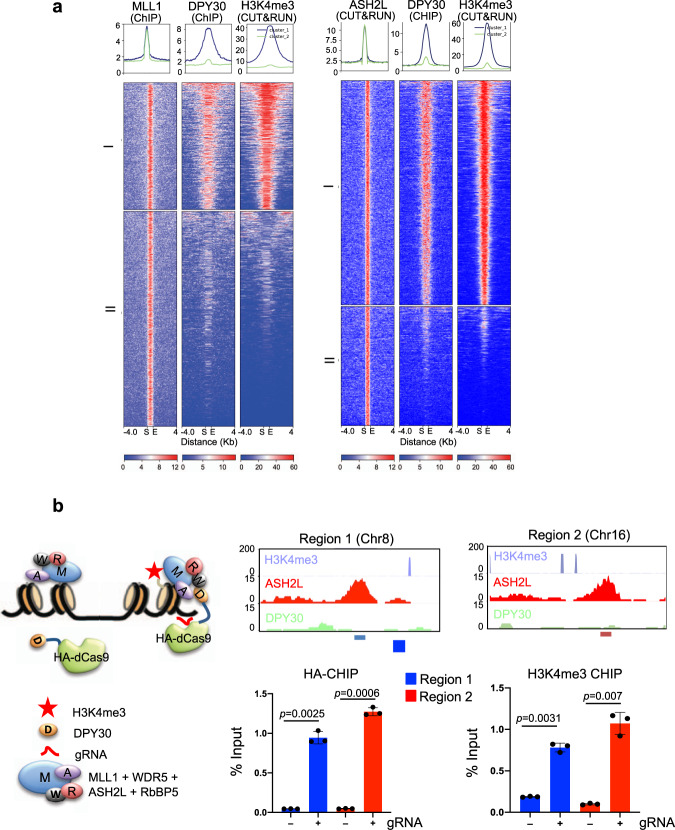
DPY30 regulates de novo establishment of H3K4me3 on chromatin. **a** DPY30 binding is highly correlated with H3K4me3 at the MLL1 binding sites. Heat map for 4009 MLL1 (left) and 2431 ASH2L (right) peaks and the corresponding DPY30 and H3K4me3 signals in ESCs. The signal as from merged biological duplicates. MLL1 or ASH2L peaks were clustered with *K*-means (*K* = 2) using normalized read counts at each peak. Two clusters were highlighted on left. Each row represents an 4 kb region up- and down-stream of the peak center. Peaks were sorted based on normalized read counts in each cluster. **b** DPY30 is able to establish de novo H3K4me3 on chromatin. Left, Experimental design for gRNA-mediated recruitment of dCas9-DPY30. The dCas9-DPY30 is recruited by gRNA to chromatin loci with prior binding of ASH2L and MLL1 and promotes H3K4me3 on chromatin. In the absence of gRNAs, dCas9-DPY30 is not recruited to target loci. W, WDR5; R, RbBP5; A, ASH2L; M, MLL1; D, DPY30. Right top, UCSC browser views of two randomly selected genomic regions are bound by ASH2L, but not DPY30. These regions do not have prior H3K4me3. Regions for gRNAs were highlighted on bottom. Right bottom, ChIP assay for HA-dCas9-DPY30 (left) or H3K4me3 (right) in cells transfected with or without the pooled gRNAs. ChIP signals were normalized against input and presented as %Input. Means and standard deviations (error bars) from at least three independent experiments were presented. Two-sided student *t* test was performed to calculate *p*-value.

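In HA-ASH2L E14 cells, the H3K4me3 CUT&RUN list held a peak at region 1, on chromosome 4 from 6093297 to 6094134, which shared 469 bp with the ASH2L peak there. This H3K4me3 peak was called from 35 tags, with a p-value score of 75.49 and a fold enrichment of 5.70. It ranked at percentile 10.7 of the list by tags, 15.1 by p-value score and 35.0 by fold enrichment. It contained the 3 gRNA sites and 305 bp of the qPCR product. At region 2, no H3K4me3 peak overlapped the ASH2L peak. The nearest, on chromosome 2 from 153712580 to 153713473, was 6554 bp away and had 39 tags. With H3K4me3 peaks restricted to those at or above the median fold enrichment, a setting chosen after seeing the data, 0 of the 2 regions had an overlapping peak instead of 1. The lists merge duplicates, so that the peak at region 1 could not be compared between samples. The browser views of Fig. 6b name other chromosomes than those where the listed gRNAs match. The positions given here may therefore not be the ones shown there.

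**Figure D3:**
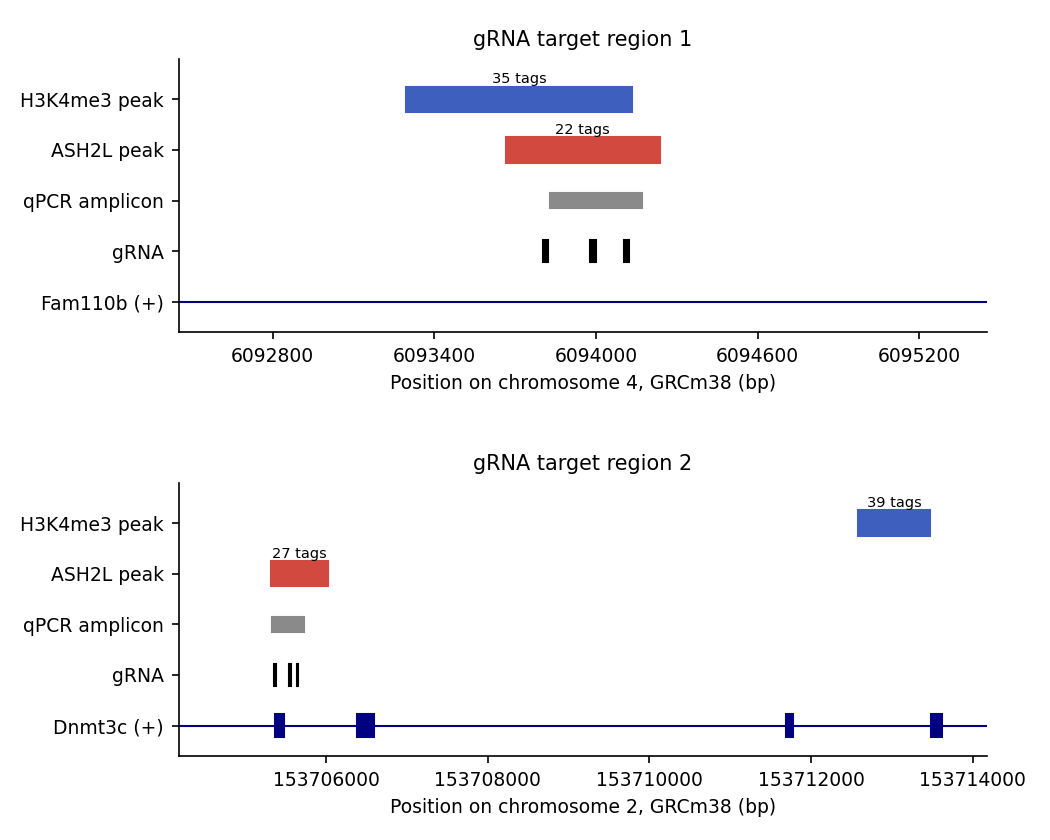
Positions in bp on GRCm38 of the H3K4me3 and ASH2L peaks, the qPCR amplicon, the 3 gRNAs and the exons (boxes) and introns (line) of the gene at each gRNA target region. At region 1 the H3K4me3 peak of 35 tags covers all gRNAs, and at region 2 the nearest H3K4me3 peak is 6554 bp from the ASH2L peak.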

## Discussion

Using the biochemical, structural, and cellular approaches, we have revealed the mechanism by which DPY30 regulates MLL//SET1 activity on chromatin. We show that DPY30 functions through ASH2L IDRs and DPY30-induced changes stabilize ASH2L-NCP interactions and restrict the rotational dynamics of the MLL1 complex on the NCP. Consequently, it promotes productive H3K4 methylation, especially at higher methylation states (i.e., H3K4me3 and H3K4me2). Our study has established a paradigm by which IDRs, the often-ignored segments in chromatin-interacting proteins, contribute to the heterogeneity of the epigenetic landscape in eukaryotic cells.

Previous studies have shown that DPY30 has negligible effects on H3 methylation in vitro^36,39,40^, yet its deletion leads to global downregulation of H3K4me3 in cells^41^. Our study shows that DPY30 confers NCP-specific regulation of MLL1 activity by regulating ASH2L-NCP interactions. Combining complementary biophysical, structural, and biochemical experiments with computational modeling, we show that upon DPY30 binding, ASH2L IDRs converge to adopt a compact structural unit at the MLL1-NCP interface, enabling new contacts with the NCP. In support, deletion or mutating ASH2L IDRs greatly impaired DPY30-dependent methyltransferase activity in vitro (Fig. 3 and Supplementary Fig. 11b). The cryo-EM structure of the 4-MLL1-NCP complex shows significant rotational dynamics on the NCP as compared to the 5-MLL1-NCP, 5-MLL3-NCP (Fig. 5e) or ySET1-NCP complexes (Fig. 5f)^37,38,46,62^. The 4-MLL1 complex is able to swing across the nucleosome disc with ASH2L binding near SHL4 in a subset of the cryo-EM structures (Fig. 5). Furthermore, ASH2L also exhibits higher local binding dynamics in the absence of DPY30. We envision that increased rotational dynamics of the 4-MLL1 complex or local ASH2L dynamics reduces the probability of the MLL1 SET domain positioning near nucleosome dyad. In this scenario, the MLL1^SET^ domain has to go through multiple spatial arrangements to optimally engage both H3 substrates in the NCP, which negatively affect MLL1 processivity^37^. By limiting rotational dynamics of the MLL1 complex on the NCP, DPY30 as well as ASH2L IDRs promote productive enzyme-substrate engagement, which has a specific impact on higher methylation states.

Notably, DPY30/ASH2L IDRs regulate all MLL/SET1 family enzymes, regardless of their respective intrinsic activity and processivity (Fig. 1b). We find that despite its selective impact on global H3K4me3 in cells^41^, DPY30 is able to stimulate H3K4me1 by the MLL3 complex in vitro. The global reduction of H3K4me3, but not H3K4me1 or H3K4me2, after DPY30 deletion/depletion in cells is probably due to compounding effects of relative abundance and activity of different MLL family enzymes as well as the offset of H3K4me1 inhibition by blocking its conversion to higher methylation states. We also would like to point out that DPY30 is able to enhance human SET1 activity on the H2BK120ub-containing NCP (Supplementary Fig. 1d). Thus, it can probably cooperate with H2BK120ub in H3K4me3 regulation in vivo, which awaits future studies.

It is well established that intrinsically disordered proteins (IDPs), or proteins containing extensive IDRs, have unique biophysical properties^63,64^. The undefined structures in the solution enable IDRs to adopt many possible conformations and meaningfully engage in versatile protein-protein interactions^65–67^. As a result, IDRs or IDPs are often found at hubs of protein interaction networks and enable functional diversification and environmental responsiveness during the complex developmental processes^66,68^. Recent studies also show that IDRs are able to facilitate phase transition and heterochromatin functions in cells^69^. Our study here provides a paradigm for how IDRs in histone-modifying enzymes may regulate chromatin functions. We show that ASH2L IDRs and their interacting protein DPY30 can exert locus- and context-specific regulation of H3K4me3 in cells. While the exact conformation(s) of apo-state ASH2L IDRs remain to be determined, our study suggests that ASH2L IDRs are probably in a highly dynamic conformational equilibrium and DPY30 binding leads to stabilization of ASH2L IDRs in one of the more structurally organized conformations. Our study also raises the question of whether ASH2L IDRs can be modulated by other proteins beyond DPY30. We envision that proteins that are able to induce perturbations in ASH2L IDRs and/or stabilize ASH2L IDRs could potentially modulate MLL/SET1-NCP interactions, thereby regulating H3K4 methylation activity on chromatin. Aberrant expression of ASH2L has been reported in a wide spectrum of human tumors, and contributes to disease progression and prognosis^24,70–72^. Notably, ASH2L cooperates with activating mutations of Ras in cellular transformation^73^, recruits the oncogene MYC to target genes in conjunction with WDR5^74,75^, and regulates p53 targeting gene expression^76^. Future studies on ASH2L IDR and IDR interacting proteins will provide insights into the regulation of H3K4me3 heterogeneity in cells, and potentially shed light on human pathogenesis.

Finally, histone-modifying enzyme complexes usually contain multiple IDRs in both catalytic and non-catalytic subunits. Our survey indicates that IDR content can go up to 70–90% for some histone-modifying enzymes (Supplementary Table 3). Furthermore, 60% of lysine HMTs (HKMTs) contain IDRs of 80 residues or more, whereas only 20% of other annotated proteins have IDRs of similar length^77^. It suggests that IDRs in the histone-modifying enzymes may have especially important regulatory roles, which may constitute a layer of complexity in epigenetic regulations. Inclusion of the IDRs in enzymes or enzyme complexes may be necessary to discover their regulation to the fullest extent.

## Methods

### Mouse and human ES cell lines

E14tg2a (E14) (ATCC, #30-2002) cell line was used for all cellular experiments. To generate the E14 cell line stably expressing HA-ASH2L, the plasmid expressing ASH2L from the pPiggybac-HA vector as well as plasmids carrying PBase transposase and rTTA element were co-transfected into E14 cells by electroporation. Geneticin was added one day after transfection and selection was carried out for 10 days. Single colonies were picked and screened for stable expression of HA-ASH2L in the presence of Doxycycline.

### General protein expression and purification

All MLL1 complex subunits and their mutants were expressed using the pET-28a expression vector with N-terminal 6-histidine and SUMO tag^29^. To make ASH2L mutants for methyl assignments, codon-optimized ASH2L^202–534^ DNA (Integrated DNA Technologies) was used as a template for mutagenesis. Each Ile was changed to Leu, and each Leu or Val was changed to Ile. NEBaseChanger web tool (New England Biolabs) was used to design primers for single residue substitution. Mutant plasmids were constructed using Q5 Site-Directed Mutagenesis Kit (NEB, Cat#E0554S). All proteins were expressed in BL21(DE3) *E. coli* strain in LB media. Cells were grown initially at 37 °C till OD_600_ reached 0.6–0.8 and shifted to 20 °C after IPTG was added at a final concentration of 0.2–0.4 mM. Cells were lysed by sonication and lysates were collected after centrifugation at 32,000 × *g* for 30 min at 4 °C. The supernatant was filtered through 0.45 μm syringe filter and purified through a Ni-NTA metal-affinity column (Qiagen and Goldbio). After extensive washing with 20 mM Tris (pH 8.0), 300–500 mM NaCl, 2 mM β-mercaptoethanol, and 10 mM imidazole (washing buffer), protein was eluted stepwise at 30, 60, 90, 120, 150, 210, and 300 mM imidazole. SUMO protease was added to the pooled fractions during dialysis at 4 °C overnight. Ni-NTA purification was repeated to remove 6-histidine tag and other bacterial impurities. Proteins were further purified on a HiLoad 16/60 Superdex 75 pg or 200 pg columns (GE Healthcare Life Sciences). All MLL complex subunits and their mutants are nicely expressed and well-behaved in solution with no noticeable differences in protein stability.

### GST-fusion MLL and SET1 proteins

GST-tagged MLL (MLL1^3745^, MLL2^2490^, MLL3^4689^, MLL4^5319^) and SET1 (SET1A^1474^ and SET1B^1684^) proteins were expressed using a pGEX-parallel 1 expression vector with N-terminal GST tag and TEV cleavage sequence^31^. Plasmids were transformed and expressed in BL21(DE3) *E. coli* in LB media. Cells were grown until OD_600_ reached 0.6–0.8 when the temperature was reduced to 20 °C and, after temperature equilibration, protein expression was induced using 0.4 mM IPTG and grown for 16 h. Cells were harvested and lysed using sonication and the supernatant was collected by centrifugation at 32,000 × *g*, filtered through a 0.45 µm syringe, and loaded onto a pre-equilibrated Glutathione Sepharose 4B column (GE Healthcare Life Sciences). After several washes with 20 mM Tris HCl (pH 7.5), 300 mM NaCl, 2 mM DTT, 10% v/v glycerol (GST wash buffer), the protein was eluted off of the column using GST wash buffer with 10 mM reduced glutathione. Proteins were further purified over a HiLoad 16/60 Superdex 200 pg column (GE Healthcare Life Sciences). The purified SET domains remain soluble and stable for the in vitro assays.

### In vitro HMT assay

Mixture of stoichiometric amounts of MLL1 core proteins was used for the in vitro HMT assay. Recombinant mono-nucleosome was prepared by salt dialysis of equal molar histone octamer^78^ and 146 bp 601 DNA. The reaction was carried out in 20 μL of the HMT buffer of 20 mM Tris (pH 8.0), 50 mM NaCl, 5 mM Mg^2+^, 1 mM DTT and 10% v/v glycerol^79^. The reaction was initiated by adding 1 μL of 100 μM S-adenosyl-L-methionine and incubated at room temperature for 1 h for the NCP substrates or 4 h for the recombinant H3 substrate. The 2× SDS-PAGE sample buffer was added to quench the reaction.

### Western blotting

The histones were separated on a 10–15% polyacrylamide gel and transferred onto polyvinylidene difluoride membrane (Millipore). The membrane was blocked in blocking solution, consisting of 5% milk in 0.1% 1× Tween 20/TBS (TBST), followed by incubation at 4 ^o^C overnight with the primary antibody in blocking solution. Membranes were washed three times in TBST and incubated with the HRP-conjugated anti-mouse/rabbit secondary antibodies at room temperature for 1 h. The membrane was developed using Pierce^TM^ ECL Western Blotting Substrate (Thermo Fisher Scientific, #32106), and images were captured by ChemiDoc^TM^ Touch Imaging System (Bio-rad).

### Antibodies

The primary and secondary antibodies included: Rabbit anti-H3K4me1 (Abcam, cat # ab8895, 1:20,000), Rabbit anti-H3K4me2 (Millipore, cat # 07-030, 1:20,000), Rabbit-anti H3K4me3 (Millipore, cat # 07-473, 1:10,000), Rabbit anti-Histone H3 (Abcam, cat #ab1791, 1:20,000) and anti-Rabbit IgG Horseradish Peroxidase-linked whole antibody (GE Healthcare, cat #NA934, 1:10,000). Anti-HA (clone C29F4) rabbit monoclonal antibody (Cell signaling technology, cat #3724, 1:1000).

### Preparation of ILV ^13^CH_3_-labeled ASH2L NMR samples

The U-[^2^H] Ileδ1-[^13^CH_3_] Leu, Val-[^13^CH_3_, ^13^CH_3_] ASH2L samples were produced using a previously developed protocol^80^ with modifications. Freshly transformed single colony was inoculated into H_2_O minimal media containing 6.5 g/L Na_2_HPO_4_, 3 g/L KH_2_PO_4_, 0.5 g/L NaCl, 120 mg/L MgSO_4_, 11 mg/L CaCl_2_, 10 mg/L biotin, 10 mg/L thiamine, 30 mg/L kanamycin, 2 g/L D-glucose and 1 g/L NH_4_Cl. Cells were cultured at 37 °C until OD_600_ reaches 0.25 and harvested to remove H_2_O media. Then cells were resuspended in D_2_O (99.9%, CIL, DLM-4-1000) minimal media containing the same salts in H_2_O media in which plain glucose was replaced by D-[^2^H]-glucose (CIL, DLM-2062). Cells were cultured at 37 °C until OD_600_ reaches 0.7–0.8. The temperature was lowered to 20 °C and 70 mg/L [^13^CH_3_, 3,3-^2^H] α-ketobutyrate (Cambridge Isotope Laboratory, CDLM-7318) and 120 mg/L [3-^13^CH_3_, 3,4,4,4-^2^H] α-ketoisovalerate (CIL, CDLM-73170) were added to the culture. After 1 h, IPTG dissolved in D_2_O was added to the final concentration of 0.4 mM. Cells were cultured for another 24 h before harvesting. The labeled ASH2L proteins were purified through Ni-NTA column as described above. To prevent potential aggregation of ASH2L at high concentration^52,82^, we added 1.5 molar excess of unlabeled RbBP5 (330–363) to all ASH2L samples. Acidic residue-rich RbBP5 (330–363) alleviates potential aggregation by masking the congregated basic residues in the ASH2L SPRY domain^52^. For simplicity, we use ASH2L to refer to ASH2L/RbBP5 (330–363) since only ASH2L was labeled and examined. To examine the effect of DPY30, additional 1.2 molar excess of unlabeled dimeric DPY30 was added. All the NMR samples were concentrated and buffer exchanged into 25 mM sodium phosphate, pH 6.5, 10 mM NaCl, 0.25 mM d_10_-dithiothreitol (CIL, DLM-2622), and 1 mM NaN_3_ in 99.99% D_2_O (Aldrich Cat#151882).

### NMR spectroscopy

NMR experiments were carried out on 800 MHz Bruker Ascend spectrometer equipped with pulsed-filed gradient 5 mm inverse triple resonance TXI probe and SampleCASE with 24 sample slots. IconNMR software was used for the automated collection of mutant samples for assignment. All HMQC experiments were acquired at 25 °C. Complex points of 2048 and 256 (^1^H, ^13^C) were used for most of the experiments except for Ile mutants for assignment, for which 128 complex points in ^13^C dimension were used. The ^1^H and ^13^C carrier frequencies were placed at 4.7 and 17 ppm, respectively. Spectral width was set to 12 and 20 ppm for ^1^H and ^13^C dimensions, respectively. A recycle delay of 0.5 s was used with 32–256 scans depending on protein concentration. Residual water was suppressed by the WATERGATE method. ^13^C WALTZ-16 decoupling was employed during acquisition in the direct dimension. All spectra were processed using the NMRPipe program^81^. Gaussian broaden window and sine bell window functions were applied in ^1^H and ^13^C dimensions. NMRFAM-Sparky was used to visualize NMR spectra^78^.

### Small-angle X-ray scattering

All SAXS data were collected at the 18-ID BioCAT Beamline (Biophysics Collaborative Access Team, Advanced Photon Source, Argonne National Laboratory) using the inline SEC-SAXS configuration, in which a flow cell was connected to a ÄKTApure FPLC system (GE Healthcare). To prevent potential aggregation, a stoichiometric amount of RbBP5 peptide (330–363) was added to the ASH2L samples as described above. About 200–500 μL of 1–2 mg/mL proteins were injected to a Superdex 200 column (10 × 300 mm, GE Healthcare) pre-equilibrated with 20 mM Tris (pH 7.5), 150 mM NaCl and 1 mM DTT. The flow rate was set to 0.7 mL/min during the data collection. The scattering data were collected every 2 s with 1 s exposure during the SEC elution between 5–24 ml. After data reduction, the strongest scattering data around the protein elution peak were selected for sample scattering. Several data points with minimal scattering near the elution peak were chosen for buffer-only scattering. PRIMUS^83^ was used for data processing, including averaging scattering data, background subtraction, and calculation of the radius of gyration, *R*_g_. and the Porod Volume. The molecular weight was estimated by dividing Porod Volume by 1.6. The pair distribution function was calculated by GNOM^84^ in the GUI version of PRIMUS. For EOM analysis, a pool of 10,000 structures of ASH2L with N-terminal PHD-WH and C-terminal SPRY domains connected by the Linker and Loop IDRs was generated by RANCH^56^. The sequence of RbBP5 (330–363) was not included in the EOM analysis given its small size, well-characterized interaction with the rigid SPRY domain^52^, as well as limitation of EOM for multiple polypeptide chains^56^. GAJOE was used to select an ensemble that best fit the experimental data using a generic algorithm^56^.

### Molecular modeling of ASH2L IDRs

Human ASH2L protein consists of two domains, PHD-WH domain, and SPRY domain, that have homologous PDB structures, 3S32 (A-chains), 3TOJ, respectively. The crystal structure of yeast Bre2 determined in the COMPASS complex (PDB: 6CHG) contains the Linker and Loop IDRs. The three-dimensional (3D) model for the full-length human ASH2L protein (including PHD-WH domain, Linker-IDR and Loop-IDR regions and SPRY domain) was built by C-I-TASSER^85^ using homologous PDB structures above. C-I-TASSER is a recently proposed protein structure prediction pipeline based on the classic I-TASSER protocol^86^ with newly developed residue-residue contact predictors^87,88^. LOMETS^89^ threading is performed to align the query sequence to template structures from PDB database to extract continuous fragments. These fragments are used as initial models to assemble into full-length structure by a replica-exchange Monte Carlo (REMC) simulation guided by a composite force field consisting of deep learning-predicted contacts, template-derived distance restraints, and knowledge-based energy terms calculated by statistics of PDB database. The REMC simulation produces a variety of “decoy” conformations, which are then clustered by pairwise structure similarity^90^. The centroid of the largest cluster is refined at the atomic level by FG-MD^91^ to obtain the final C-I-TASSER 3D model. The first model generated by C-I-TASSER was selected as the ASH2L model for the following analysis. The estimated TM-score of the entire model was 0.67 ± 0.13, indicating that it was a high-confidence model^92^. We removed the PHD-WH domain from the model during the cryo-EM fitting and refinement steps, since there is no density map collected for the PHD-WH domain.

### Cryo-EM sample preparation and data collection

The GraFix method^93^ was applied to the MLL1^RWSA^- NCP complex to prepare for the cryo-EM grid. In brief, 30 μM of MLL1^RWSA^ was incubated with 10 μM NCP and 0.5 mM *S*-adenosyl-L-homocysteine for 30 min at 4 °C in the GraFix buffer (50 mM HEPES, pH 7.5, 50 mM NaCl, 1 mM MgCl_2_, and 1 mM TCEP). The sample was centrifuged at 100,000 × *g* at 4 °C for 3 h after applying onto a centrifuge tube, which contained a gradient solution of 0–60% glycerol and 0–0.2% glutaraldehyde. After centrifugation, the crosslinked sample was quenched with 1 M Tris-HCl, pH 7.5. To remove glycerol from the GraFix buffer, we performed further buffer exchange using a centrifugal concentrator (Sartorius Vivaspin 500).

The sample at ~1 mg/ml was applied onto a glow discharged Quantifoil R1.2/1.3 grid (Electron Microscopy Sciences) at 4 °C with 100% humidity. The loaded grid was plunged-frozen in liquid ethane after 4 s blotting and 30 s waiting using a Mark IV Vitrobot (Thermo Fisher Scientific). The cryo-EM data were collected using Titan Krios (Thermo Fisher Scientific) operating at 300 keV with the K2 Summit direct electron detector. The movie data was recorded in a counting mode at a ×29,000 magnification and the pixel size of 1.01 Å/pixel, with a defocus range between −1.5 to −2.5 μm. A dose rate of 1.28 electrons/Å^2^/frame with a total 50 frames per 8 s was applied for data collection, resulting in a total dose of 64 electrons per Å^2^. A total of 6,242 movies were collected.

### Cryo-EM data processing and model refinement

Micrograph movies were aligned with whole-frame and local drift correction using MotionCorr2^94^, and CTF was estimated with CTFFIND4.1^95^. Micrographs with higher than 4.5 Å of the estimated resolution were further selected, which resulted in 6137 micrographs. A total of 1,287,771 particles were picked using Warp^96^. The particles were extracted in RELION^58^ and imported into cryoSPARC^57^ for 2D classification. After excluding bad particles, a total of 1,194,542 particles were subjected to the first round of ab initio 3D classification into five classes (Supplementary Fig. 4). Two of five classes were subjected to the second round of ab initio 3D classification into five subclasses, and the subsequent heterogeneous refinement was performed. Four of the five subclasses displayed a well-defined map of the MLL and nucleosome complex after the heterogeneous refinement. They were exported for 3D classification. The focused 3D classification was performed at the MLL1^RWSA^ region without alignment (35 cycles, *T* = 4, binary mask: 10 pixels/soft mask: 10 pixels). The Class03 was excluded because it displayed a structurally heterogeneous and unresolvable EM density even after the focused 3D classification. The best behaving class selected from Class01 (13,086 particles), Class02 (27,730 particles), and Class05 (23,236 particles) was subjected to the 3D auto refinement and further post-processed to a resolution of 6.9, 4.6, and 6.0 Å, respectively. Each final cryo-EM map was locally filtered to avoid over-estimation. The resolution of all structures was estimated by RELION with Fourier shell correlation (FSC) at the criteria of 0.143.

For the model building, the rigid-body fitting was performed for each class using Chimera^97^. The cryo-EM structure of MLL1^RWSAD^-NCP (PDB ID: 6PWV [10.2210/pdb6pwv/pdb])^98^ was used for the rigid-body fitting for each individual class. For the model refinement, each class was subjected to the real-space refinement using PHENIX^99^, and model validations were performed by MolProbity^100^. Statistics for data collection, refinement, and validation were summarized in Supplementary Table 2.

### ESC culture and transfection

E14tg2a (E14) (ACTT, #CRL-1821TM) were grown in the KnockOut™ DMEM medium containing 15% FBS, 2 mM glutamine, 1X non-essential amino acids, 0.1 mM 2-mercaptoethanol and 10^3^ U ml^−1^ LIF (Millipore, #ESG1107), unless otherwise indicated. E14 cells were routinely tested for negative mycoplasma contamination using the LookOut® Mycoplasma PCR Detection Kit (SIGMA ALDRICH, #MP0035) according to the manufacturer’s instructions. For expressing dCas9 fusion proteins, E14 ESCs were transfected with pcDNA3-dCas9-HA and pcDNA3-dCas9-DPY30-HA plasmids using Fugene 6 (Promega, Cat# E2691) for 2 days and then selected with G418 (400 µg/ml, Gibco, Cat# 10131-035) for 5 days. After selection, the cells were split and transfected with a pool of three pspgRNA-gRNAs for selected genomic loci. The pspgRNA-gRNAs were co-transfected with a pBase vector (1:10) that confers puromycin resistance. After 2 days of puromycin selection (1.5 µg/ml, Gibco, Cat# A11138-03), the cells were subject to ChIP using anti-HA antibody (Cell Signaling Technology, cat# 3724) and anti-H3K4me3 antibody (Millipore, Cat# 07-473), respectively. ChIP-qPCRs were performed to detect the enrichment of H3K4me3 and HA in each location.

### CUT&RUN

CUT&RUN was performed according to the protocol described previously^101^. HA-ASH2L E14 and the parental E14 (E14tg2a, ACTT, #CRL-1821TM) cell lines were cultured in presence of 1 μg/mL Doxycycline for 2 days. Biological duplicates were performed for HA-ASH2L and H3K4me3, respectively. For each experiment, 1 × 10^6^ cells were harvested, washed with wash buffer (20 mM HEPES pH7.5, 150 mM NaCl, 0.5 mM spermidine, 1× protease inhibitor cocktail), and incubated with Concanavalin A-coated beads (Bangs Laboratories, Inc. #BP531) for 15 min with rotation. Bead-bound cells were resuspended in solution (digitonin/wash buffer) and incubated with anti-HA (Cell Signaling, #3724) or anti-H3K4me3 (Millipore, #07-473) antibodies overnight at 4 °C. The beads were washed with digitonin/wash buffer three times before adding protein A-MNase (0.5 ng/μL) and incubating for 1 h at 4 °C. Following three washes, bound protein A-MNase was activated on ice for 30 min by the addition of 3 mM CaCl_2_. The reaction was quenched with equal volume of 2× stop buffer (340 mM NaCl, 20 mM EDTA, 4 mM EGTA, 0.02% Digitonin (EMD Millipore #300410), 50 μg/mL RNase A (QIAGEN #19101), 50 μg/mL glycogen (Roche #10901393001), 2 pg/mL Drosophila spike-in DNA) at 37 °C for 30 min. The proteins were removed by incubating with 0.1% SDS and 0.15 mg/mL Proteinase K (Roche 3115879001) at 65 °C for 2 h. DNA fragments were purified by phenol-chloroform and ethanol precipitation and subjected to library preparation. The sequencing was performed at the University of Michigan Advance DNA Sequencing Core.

### ChIP analysis and quantitative real-time PCR (qPCR)

E14 cells expressing dCas9 fusion proteins were transfected with or without pooled gRNAs (4~5 gRNAs for each selected region) (Supplementary Table 4) prior to the experiment. Cells were crosslinked with 1% paraformaldehyde at room temperature for 10 min and quenched by 250 mM glycine. After two washes with cold 1×PBS, cells were lysed, and the chromatin was sonicated for three times for 20 min each using Diagenode Bioruptor 300 for 3 rounds of 20 cycles with 30” on/off per cycle. The supernatant of the sonicated lysate was diluted with 5 volumes of ChIP dilution buffer (16.7 mM Tris-HCl pH 7.5, 12 mM EDTA, 1.1% Triton X-100, 167 mM NaCl, 0.01% SDS) and incubated with anti-H3K4me3 or anti-HA antibodies at 4 °C overnight. The immune complexes were purified on 30 µl of protein G magnetic beads (Invitrogen, Cat# 10003D) for 2 h at 4 °C, followed by three times of washes with low stringency buffer (50 mM HEPES pH 7.9, 5 mM EDTA pH 8.0, 1% NP-40, 0.2% DOC, 1×PBS) and high stringency buffer (50 mM HEPES pH 7.9, 5 mM EDTA pH 8.0, 1% NP-40, 0.7% DOC, 500 mM LiCl) as well as two times washes with Last Wash Buffer (5× TE pH 8.0, 0.3% NP-40). The beads were eluted twice with elution buffer (100 mM NaHCO3, 1% SDS) and reverse-crosslinked at 65 °C overnight. The samples were incubated with RNAse A at 37 °C for 30 min, followed by incubation with Proteinase K (20 mg/ml) at 45 °C for 1 h. DNA was recovered by phenol-chloroform extraction and ethanol precipitation. Real-time PCR was carried out using Radiant Green 2× QPCR mix (Alkali Scientific, Cat# QS1050) on Bio-Rad Real-time PCR machine. Primer information for real-time PCR is included in Supplementary Table 4.

### ChIP-seq data mapping and normalization

ChIP-seq dataset for DPY30 and MLL1 were downloaded from GEO GSE26136 and GEO GSE107406, respectively. Paired-end sequencing reads were trimmed with trim_galore to remove adaptor sequences. We kept reads that were 20 bp or longer after trimming and paired between the mates. All ChIP-seq data were mapped to the mouse mm10 genome by using Bowtie2 (v2-2.2.4)^102^ with parameters “-q --phred33 --very-sensitive -p 10”. Duplicated reads were removed using SAMtools (v1.5)^103^. The bigwig files for IP/input ratio were generated from BAM files by using deepTools3 (v3.2.1)^104^ with command “bamCompare -b1 ChIP-bam -b2 Input-bam --ignoreDuplicates --minMappingQuality 30 --normalizeUsing RPKM --binSize 1 --operation ratio --scaleFactorsMethod None -p 20”. BAM files for mapping results were merged using SAMtools and converted to BED format using BEDTools^105^. Peaks were called from bed files using MACS (v 1.4.2)^106^ with parameters “-w -S -p 0.00001 -g mm”. The input signal was used as the control for peak calling. Heatmap of ChIP-seq signals were visualized using deepTools3.

### CUT&RUN peak calling and visualization

HA or H3K4me3 CUT&RUN from two independent biological replicates were initially analyzed in parallel. Paired-end sequencing reads were processed as described above. The resulting alignments, recorded in BAM file, were sorted, indexed, and marked for duplicates with SAMtools^103^. The analysis showed a good correlation and signal-noise ratio from replicates. The BAM files for mapping results from the replicates were used for further analysis. The overlapping peaks were merged as the union of all using SAMtools and converted to BED format using BEDTools^105^. Fragments with size <120 bp were retained^107^ by using subcommand “alignmentSieve” in deepTools3^104^. Peaks were called from bed files using MACS (v 1.4.2)^106^ with parameters “-w -S -p 0.00001 -g mm”. The bigwig files for visualization were generated from MACS. Heatmap of CUT&RUN signals were visualized using subcommand “computeMatrix” and “plotHeatmap” in deepTools3.

### Statistical analysis and reproducibility

Statistical analysis was performed by two-tailed Student’s *t*-test using GraphPad Prism 7.0 software. Data were presented as the standard error of the mean (SEM). *p* value of <0.05 was considered statistically significant; *p < 0.05, **p < 0.01, ***p < 0.001. For all in vitro HMT experiments shown Figs. 1–3 as well as Supplementary Figs. 1, 2, and 11, a minimum of three independent experiments were performed and consistent results were obtained.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding author upon reasonable request. ChIP-seq datasets for HA-ASH2L and H3K4me3 generated in this study are accessible at GEO with accession code GSE146933. DPY30 and MLL1 datasets were downloaded from GEO GSE26136 and GEO GSE107406, respectively. Cryo-EM structures for the 4-MLL1-NCP reported in this study are available with accession numbers: Class01 – PDB 6W5I [10.2210/pdb6w5i/pdb] and EMDB EMD-21542; Class02 – PDB 6W5M: [10.2210/pdb6w5m/pdb] and EMDB: EMD-21543; Class05 – PDB 6W5N: [10.2210/pdb6w5n/pdb] and EMDB: EMD-21544. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Mechanism for DPY30 and ASH2L intrinsically disordered regions to modulate the MLL/SET1 activity on chromatin
**Source:** Nat Commun. 2021 May 19;12:2953. doi: 10.1038/s41467-021-23268-9
**Supplement:** Supplementary file 1 — Supplementary Information

**SUPPLEMENTARY INFORMATION**

**Mechanism for DPY30 and ASH2L Intrinsically Disordered Regions to Modulate MLL/SET1 Activity on Chromatin**

Young-Tae Lee, Alex Ayoub, Sang-Ho Park, Liang Sha, Jing Xu, Fengbiao Mao, Wei Zheng, Yang Zhang, Uhn-Soo Cho, and Yali Dou

**SUPPLEMENTARY FIGURES**

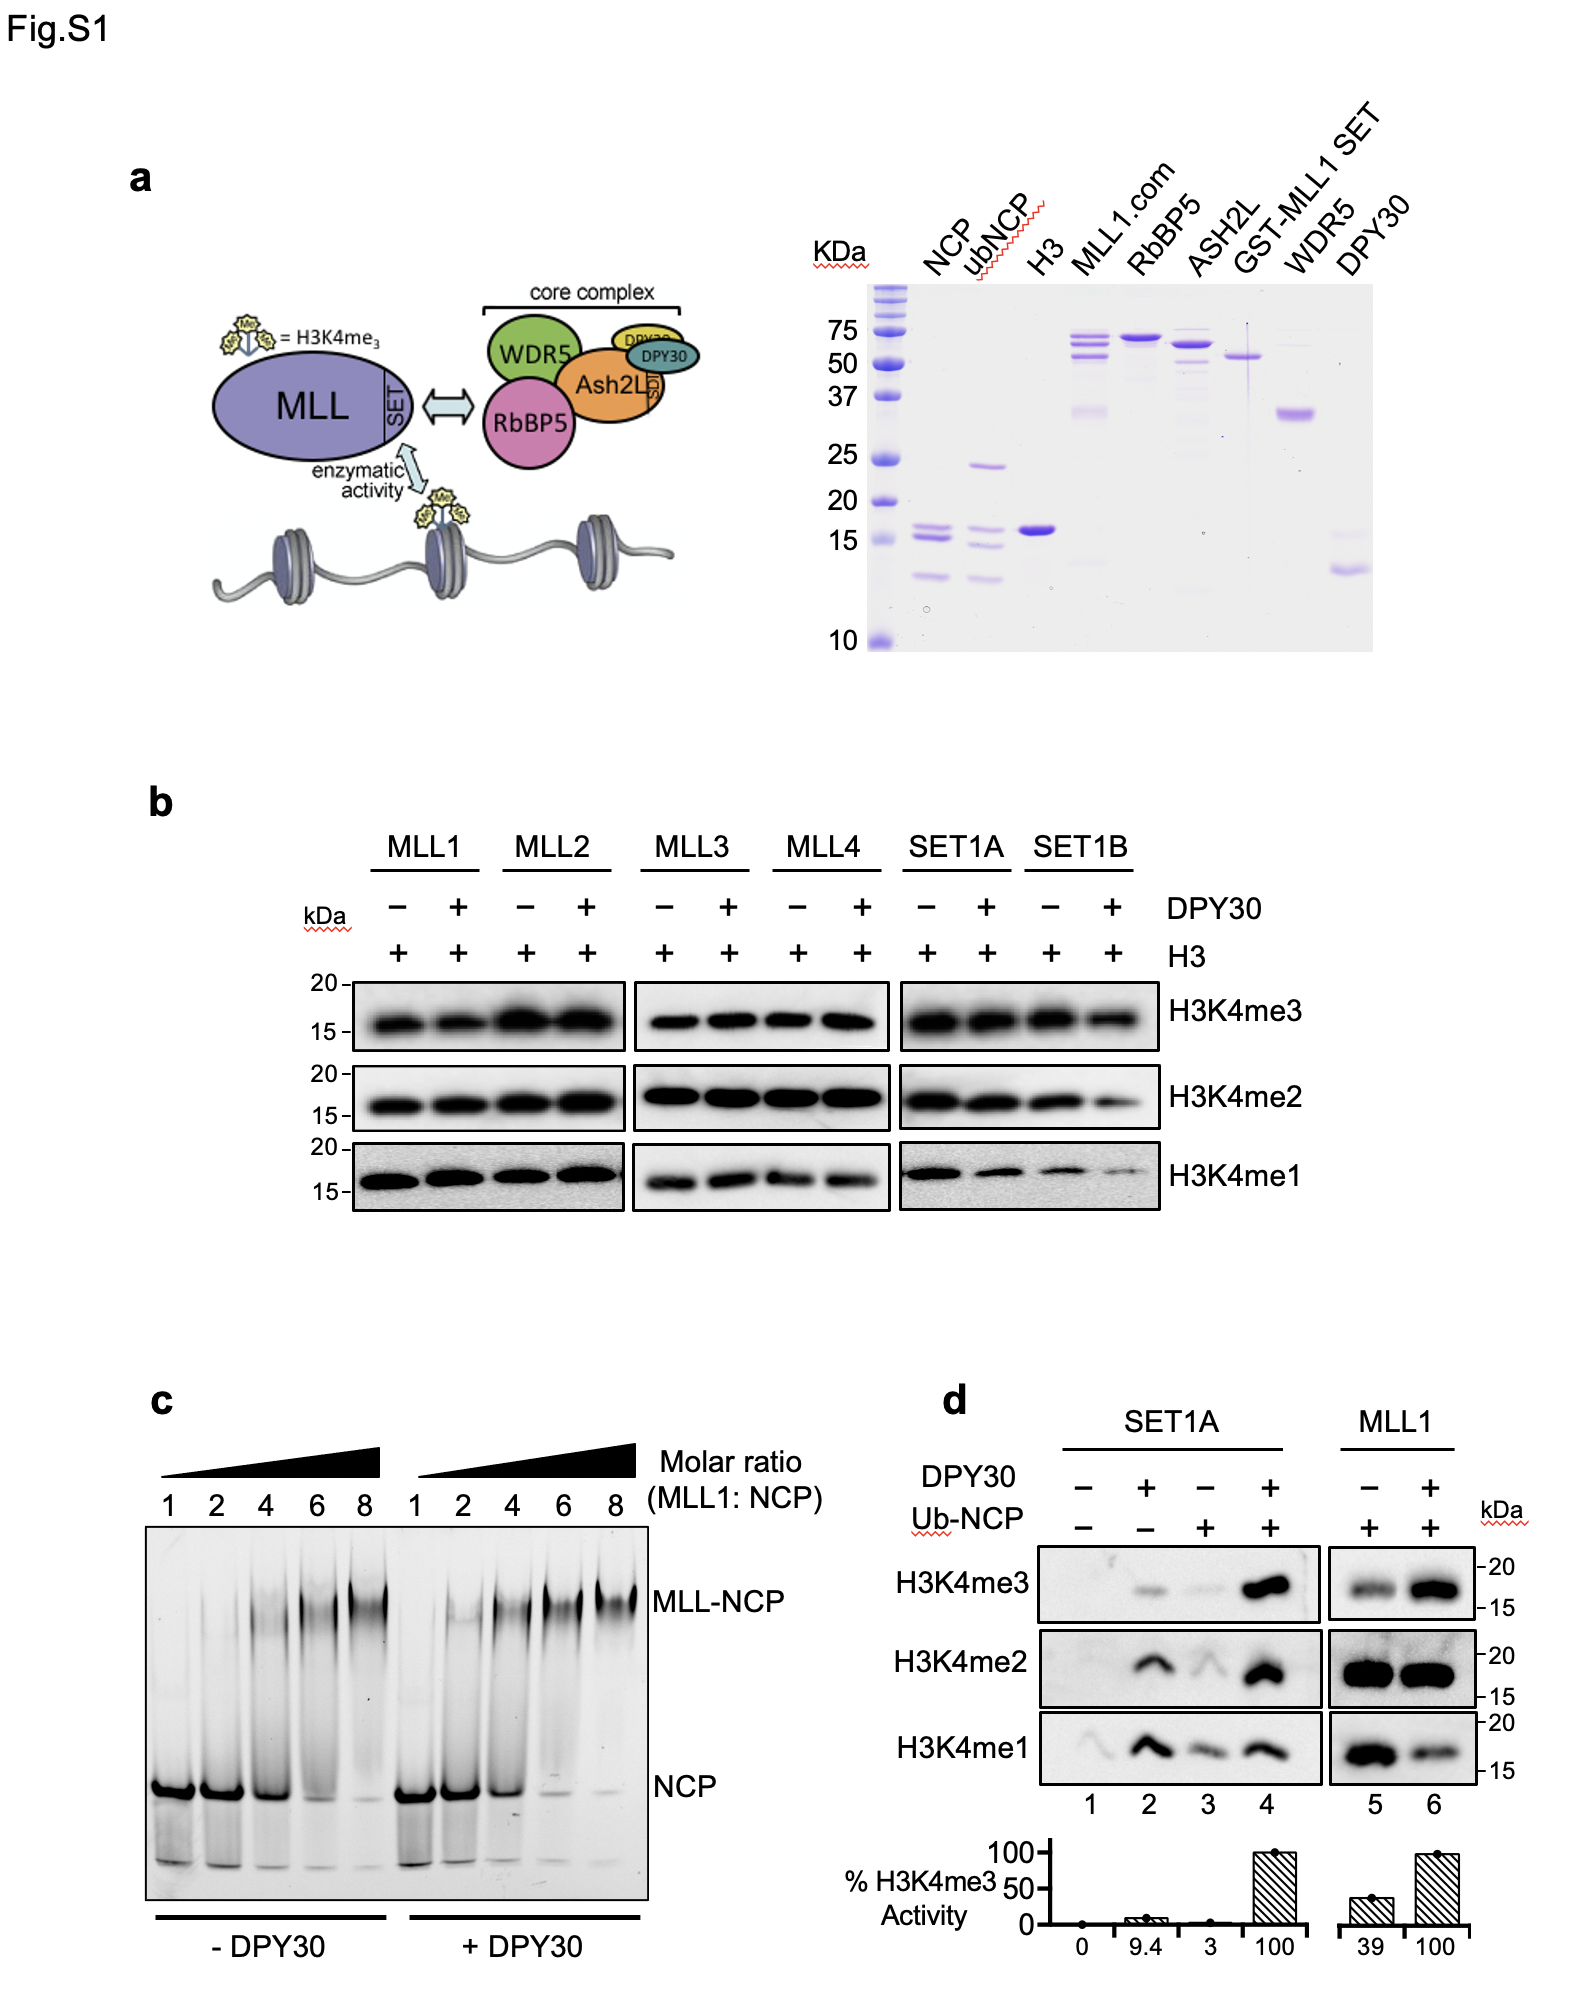

**Supplementary Figure 1 | DPY30 stimulates MLL1/SET1 activity on the NCP.** This figure is related to main Figure 1. **a**, Left, cartoon model of the subunits that comprise the MLL core complex. Full-length components are represented here and used in experiments with the exception of MLL1 protein, where only the SET is used in the HMT assay. Right, Coomassie brilliant blue staining of recombinant proteins used in this study including the NCP, the H2BK120ub-containing NCP, recombinant histone H3, the MLL1 core complex and individual components of the MLL1 core complex as indicated on top. **b**, DPY30 does not affect MLL1 activity on recombinant H3. *In vitro* HMT assay for the MLL/SET1 family histone methyltransferases using recombinant H3 as the substrate. The reactions were carried out for longer time than those on the NCP and the immunoblots were subject to a longer exposure due to weaker enzymatic activity of these enzymes on recombinant histone H3. Antibodies used for immunoblots were indicated on right. **c**, DPY30 does not affect binding of the MLL1 complex to the NCP. Electrophoretic mobility shift assay of the MLL1 core complex binding to nucleosome in the presence or absence of DPY30. Molar ratio of the MLL1 complex to NCP was indicated on top. NCP concentration was 0.4 µM. **d**, DPY30 and H2BK120ub stimulate SET1 and MLL1 activity through distinct mechanisms. *In vitro* HMT assay for the SET1A and the MLL1 core complexes on unmodified NCP (denoted as ‘-‘) or H2BK120ub-NCP (‘+’) substrates as indicated on top. Quantification of H3K4me3 was done using ImageJ ^1^ and presented as relative %activity to that of lane 4 and lane 6, respectively.

**
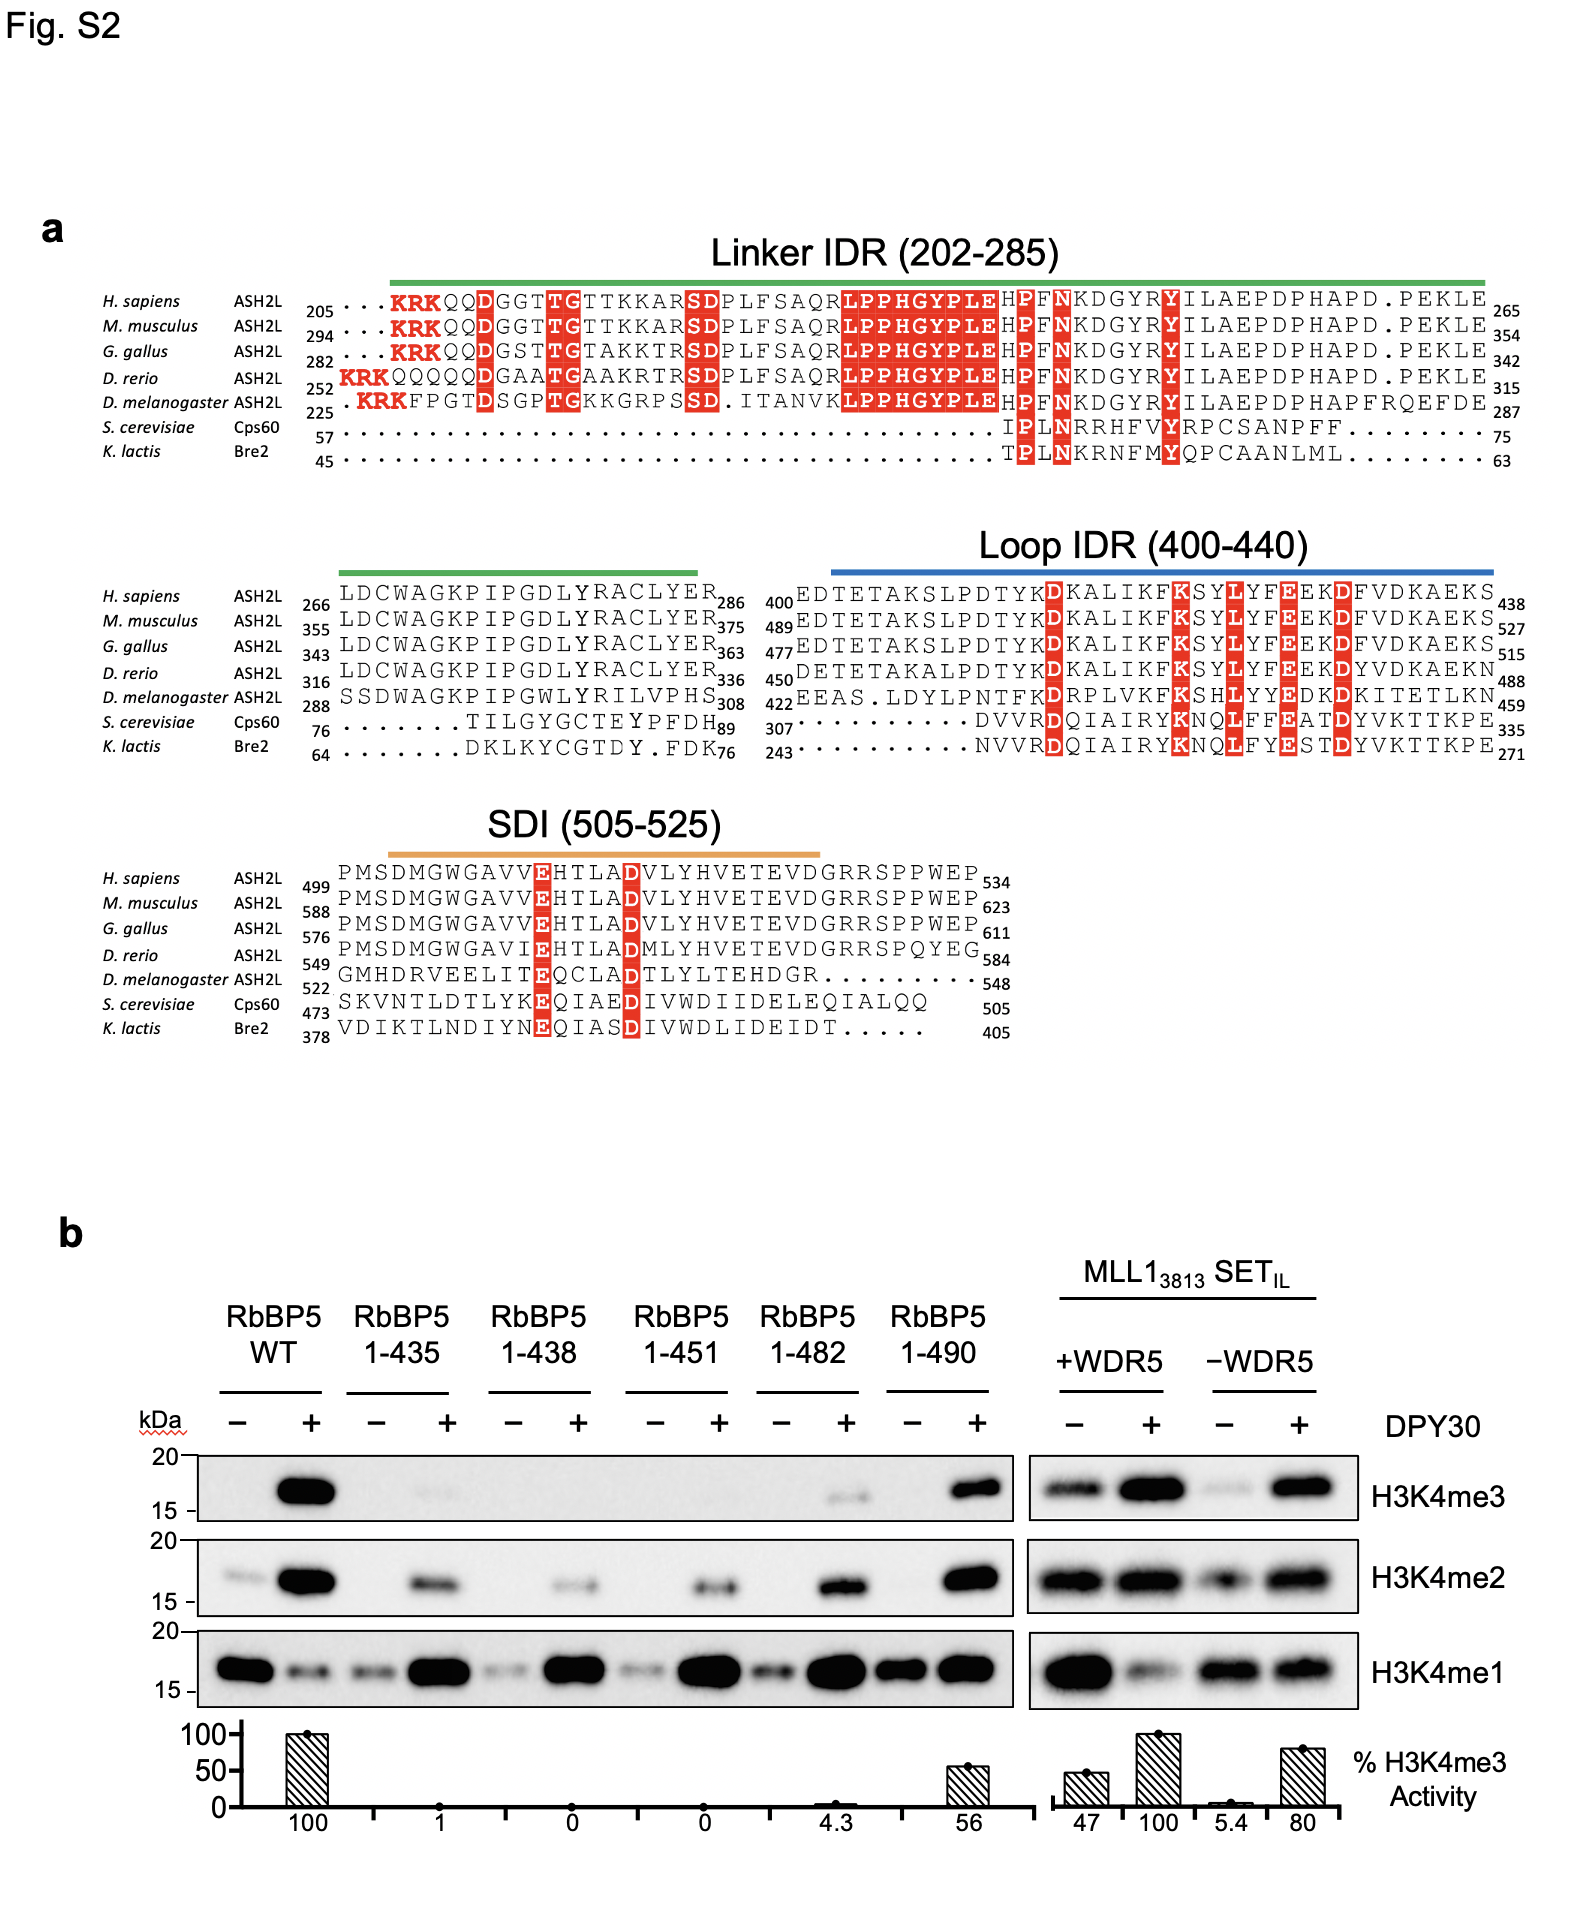
Supplementary Figure 2 | IDRs in RbBP5 and MLL1^SET^ are not essential for DPY30-dependent regulation.** This figure is related to main Figure 2 and Figure 3. **a**, Sequence alignment for eukaryotic ASH2L and ASH2L homologs. Highly conserved sequences are highlighted in red. IDR regions of interest (i.e., Linker, Loop, and SDI) are annotated. **b**, *In vitro* HMT assay for the MLL1 complex containing RbBP5 truncation fragments (left) or the MLL13813^SET N3861I/Q3867L^ (MLL^SETIL^) with or without WDR5 (right) as indicated on top. RbBP5 has an N-terminal WD40 repeat (1-381aa) and a C-terminal IDR (382-538aa). We serially deleted RbBP5 from C-terminus to gradually removed C-terminal IDRs. The assays were performed in the presence or absence of DPY30. Antibodies used in the immunoblots were indicated on right. Quantification of H3K4me3 for reaction containing DPY30 was done using ImageJ ^1^ and presented as relative %activity to that of MLL1 complex with wild type RbBP5.

**
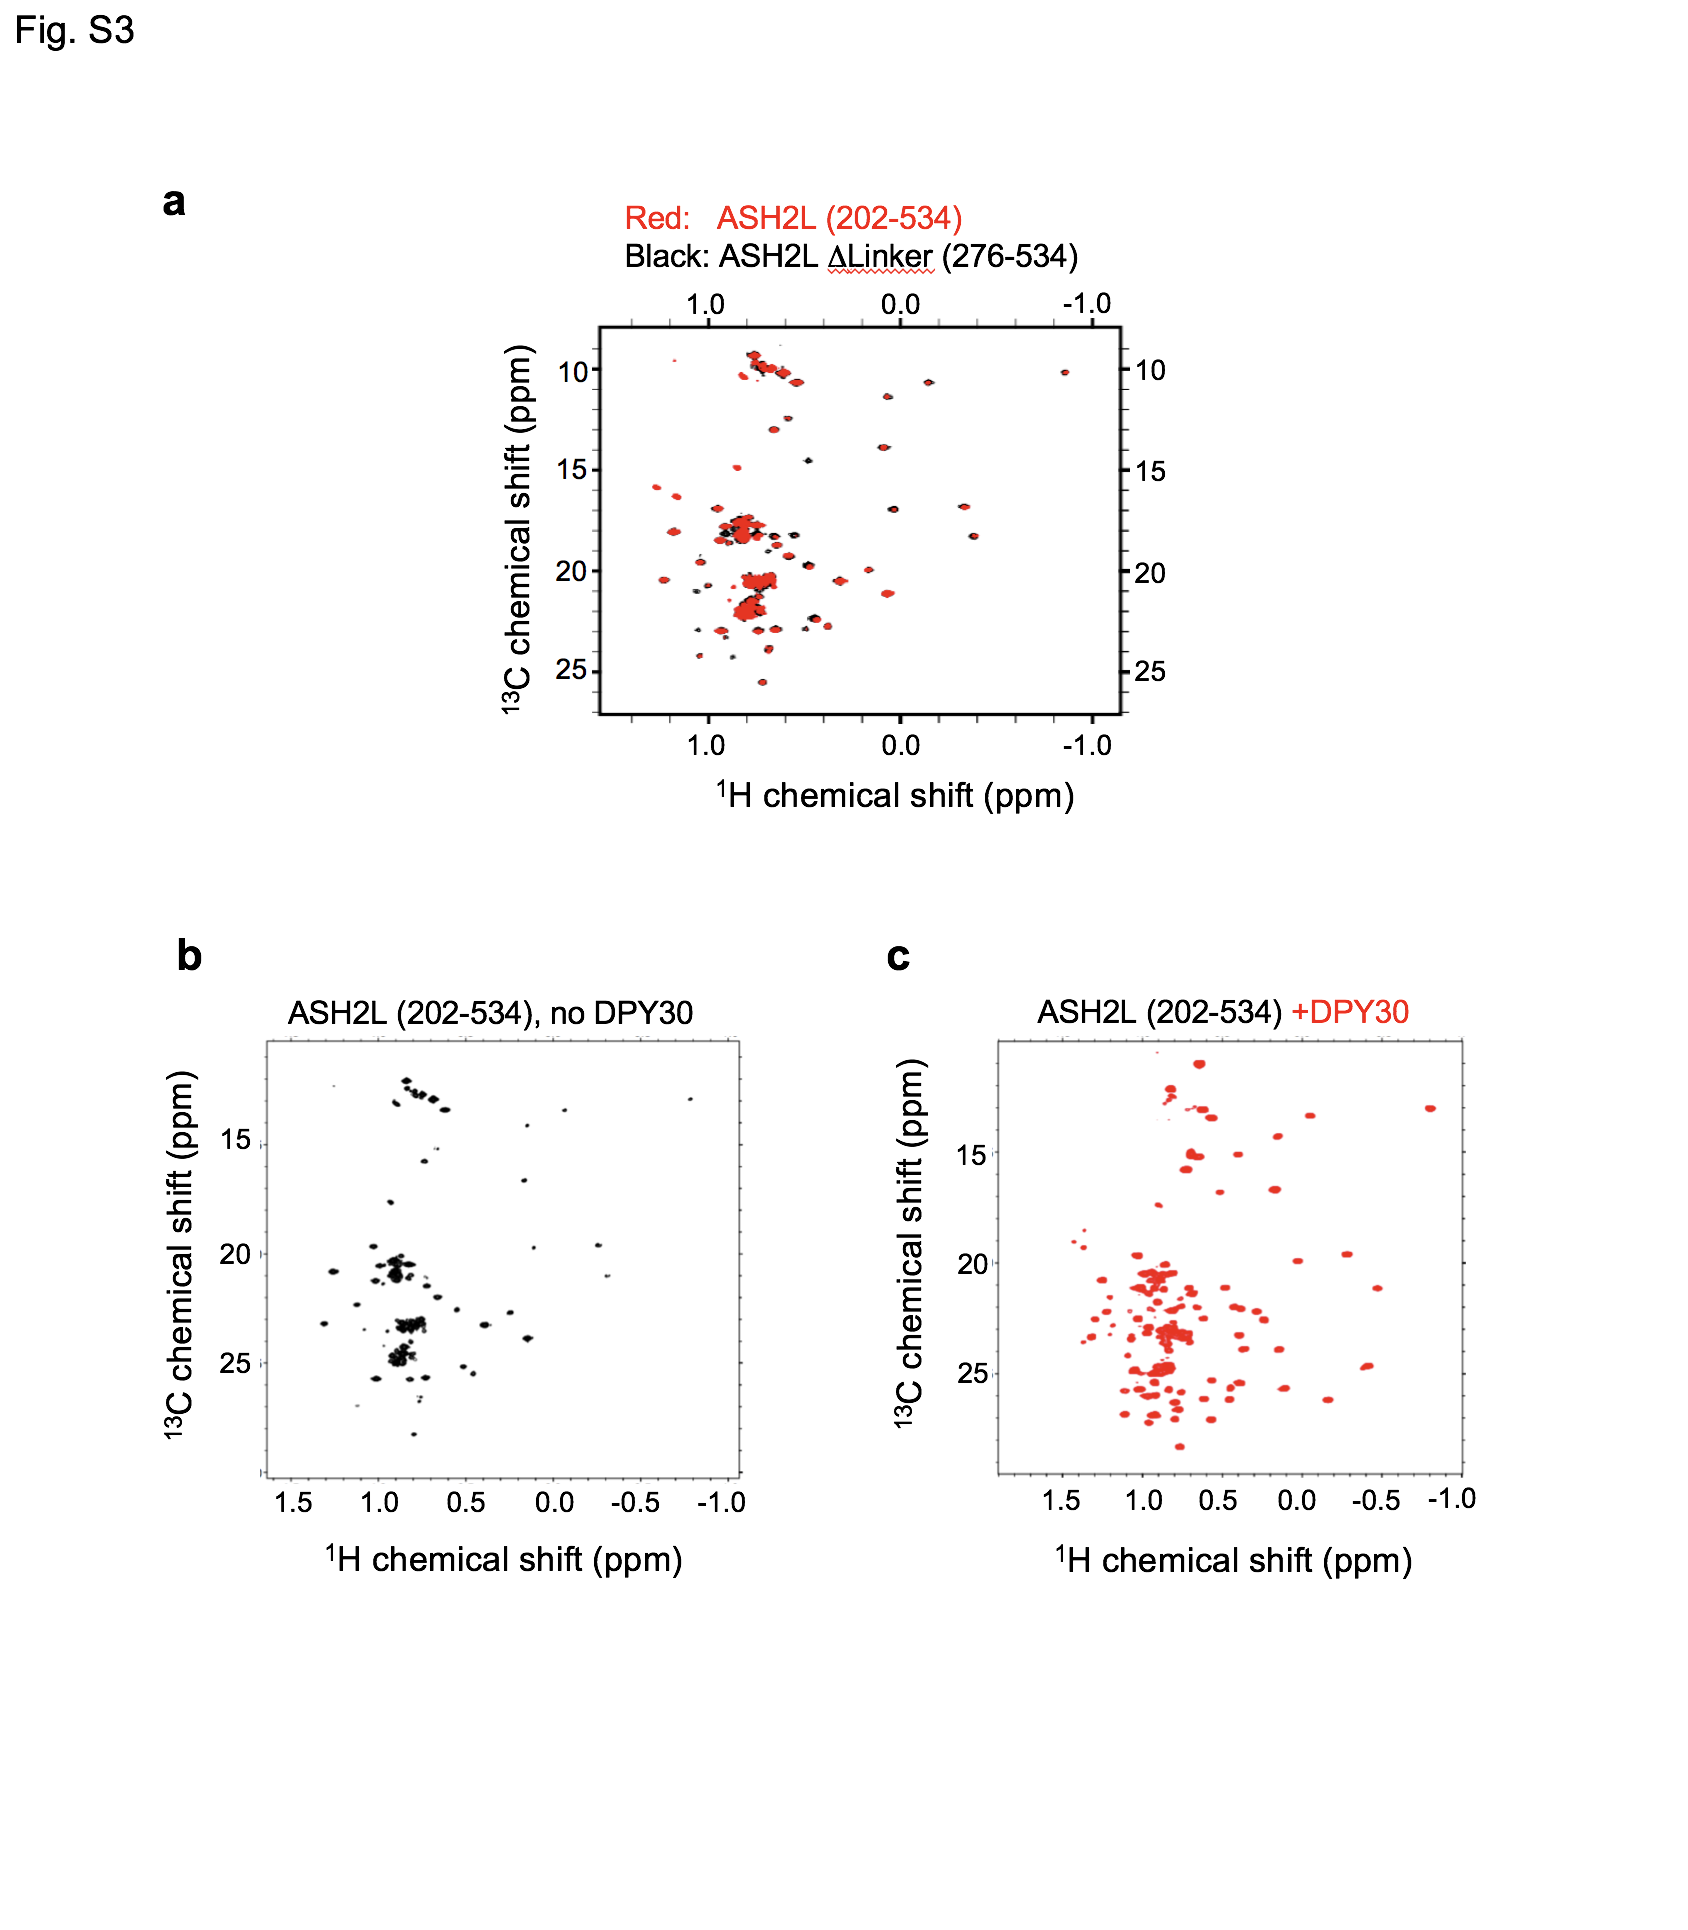
**

**Supplementary Figure 3 | NMR spectra for ASH2L.** This figure is related to main Figure 4a. **a**, Linker IDR does not have NMR spectra in the apo-state of full length ASH2L. Methyl-TROSY spectra of [^2^H, ^13^CH_3_-ILV] ASH2L^202-534^ (red) and [^2^H, ^13^CH_3_-ILV] ASH2L^ΔLinker,276-534^ (black) were superimposed. **b-c**, ASH2L spectra undergo drastic changes upon addition of DPY30. **b**, Methyl-TROSY spectrum of [^2^H, ^13^CH_3_-ILV] ASH2L^202-534^ in the absence of DPY30. **c**, Methyl-TROSY spectrum of [^2^H, ^13^CH_3_-ILV] ASH2L^202-534^ in complex with DPY30. Stoichiometric ratio between ASH2L and homodimeric DPY30 was 1:1.2.

**
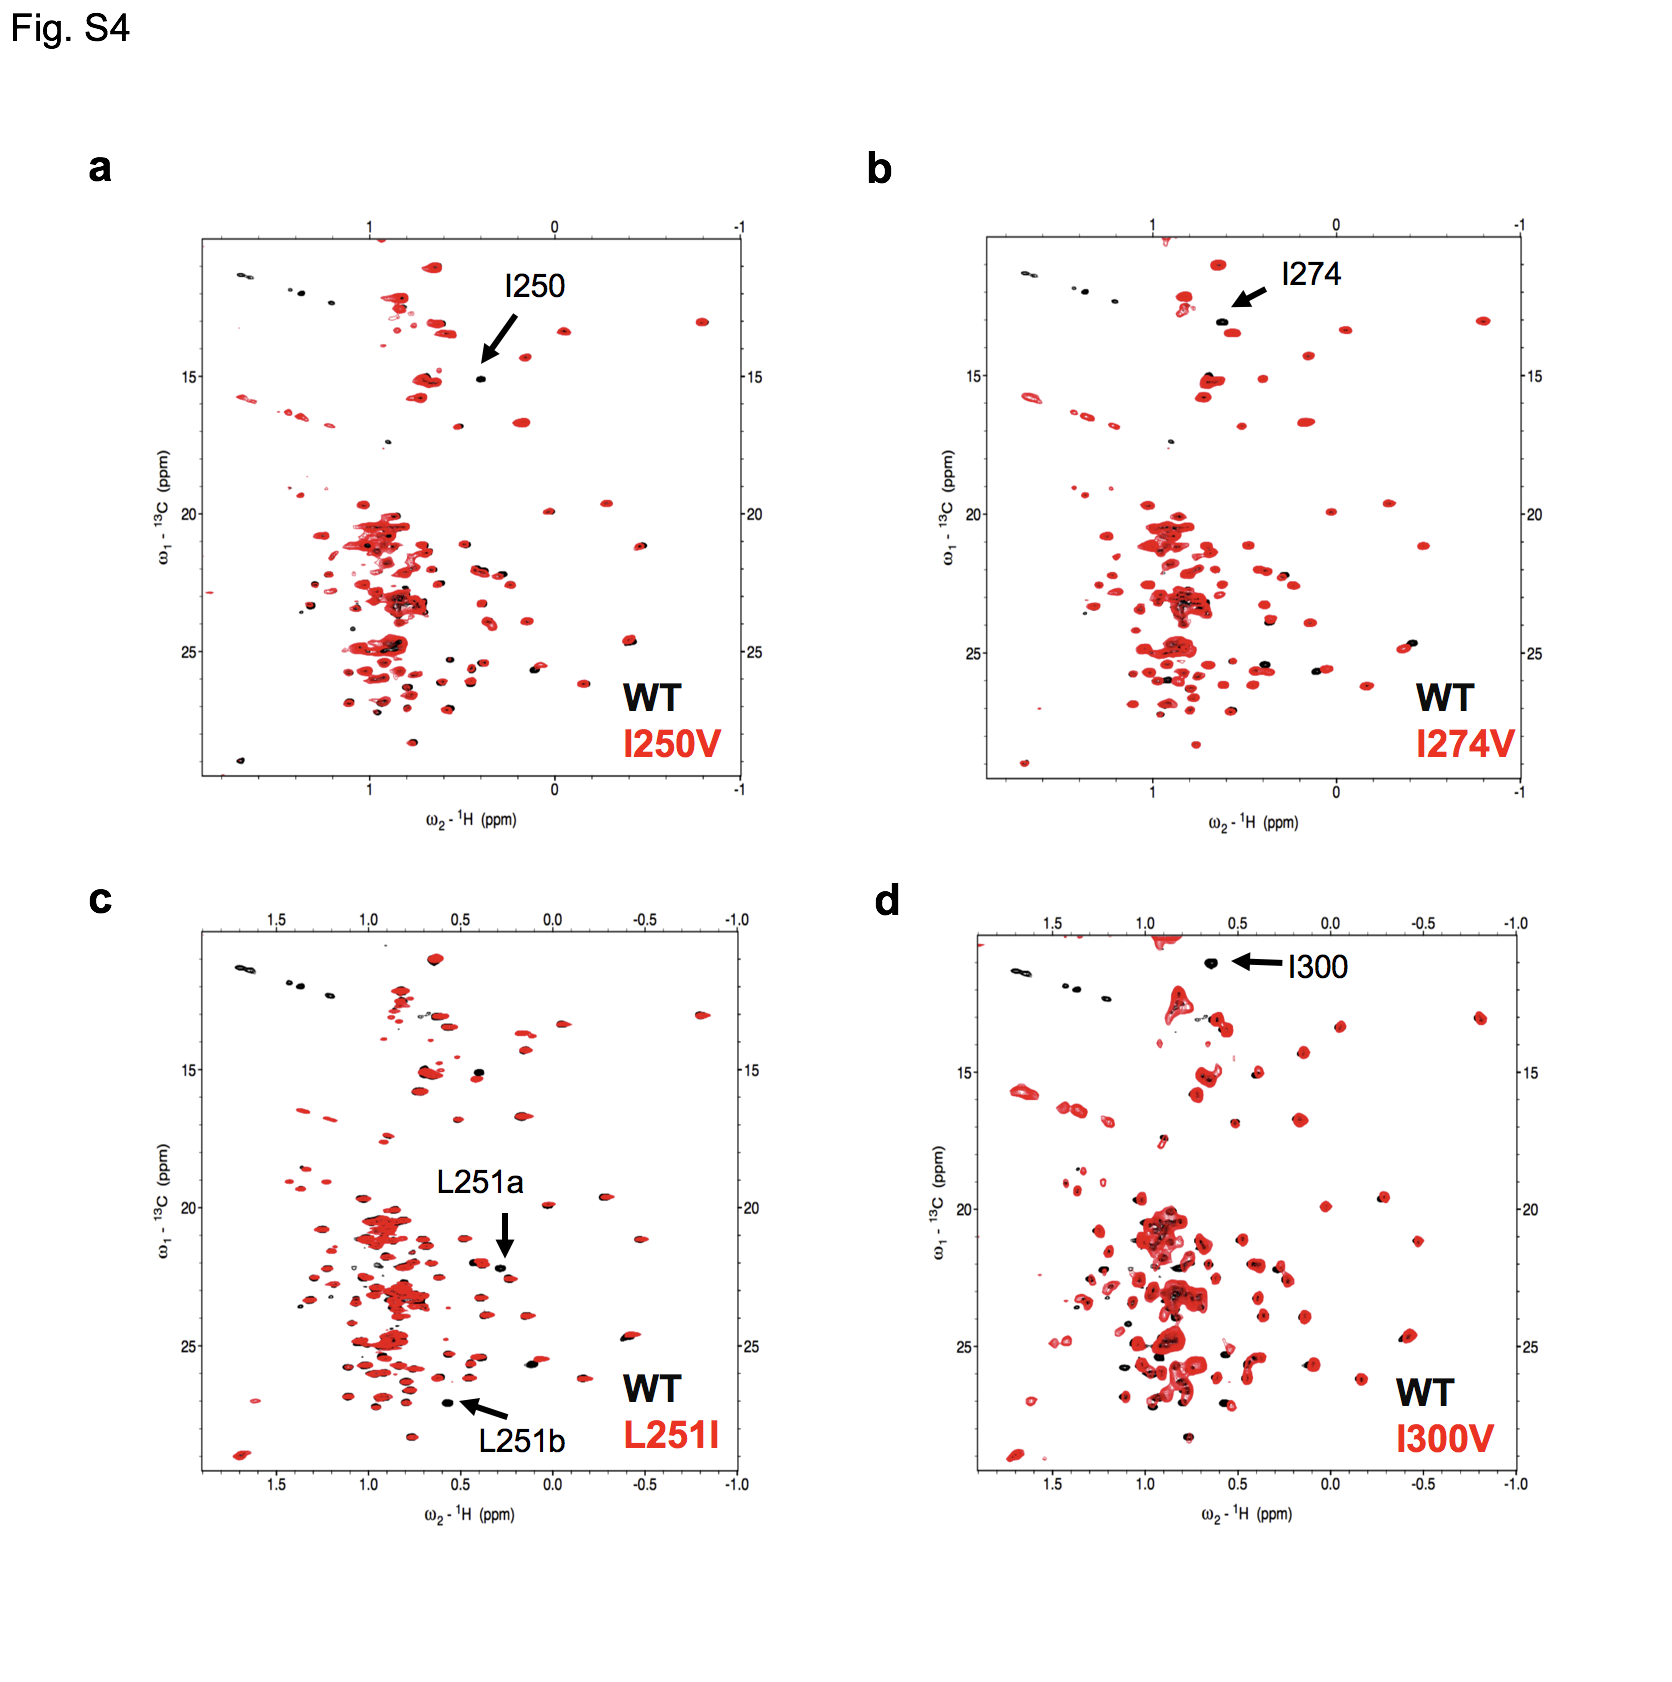
**

**Supplementary Figure 4 | Examples for the residue-specific mutagenesis assignment by methyl-TROSY approach.** This figure is related to main Figure 4a. **a**, Superimposed methyl-TROSY spectra of DPY30-bound [^2^H, ^13^CH_3_-ILV] wild-type ASH2L^202-534^ (black) and single residue mutant ASH2L^202-534, I250V^ constructs (red). Disappeared peak was assigned to the mutated residue. **b**, I274V, **c**, L251I and **d**, I300V were examined for residue-specific mutagenesis assignment by methyl-TROSY. Using this approach, 65% of peaks were assigned without ambiguity.

**
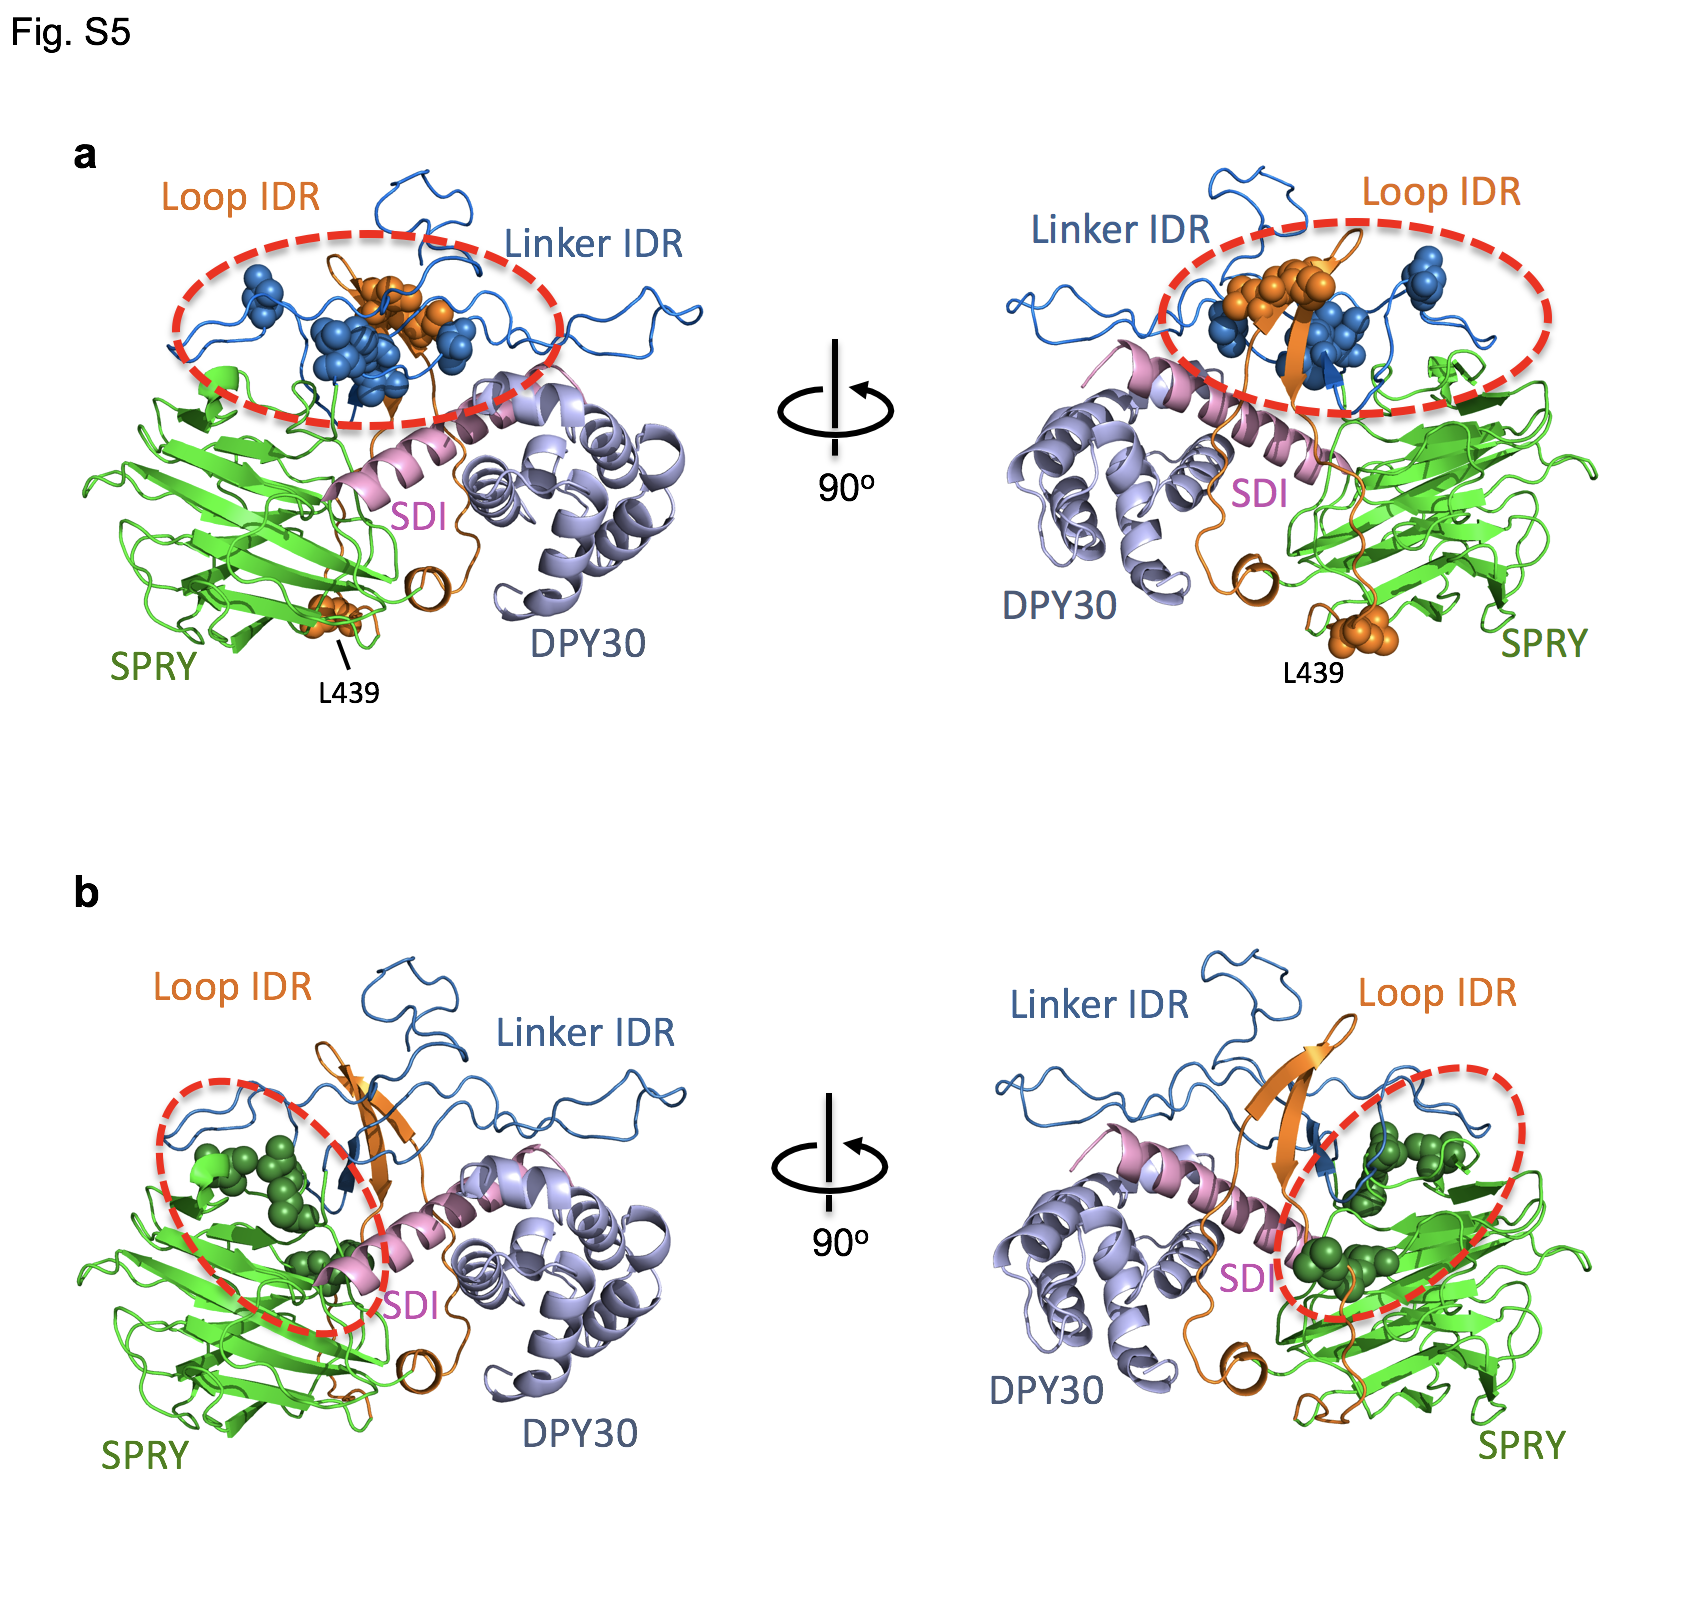
**

**Supplementary Figure 5 | Detailed molecular models that highlight ASH2L IDRs and SPRY regions that undergo DPY30-induced changes in NMR spectra.** This figure is related to main Figure 4b. Newly appeared peaks are highlight by sphere representation in the ASH2L-DPY30 structural model. SPRY, green; Linker IDRs, blue; Loop IDRs, orange; SDI, pink. Different viewpoints for **a**, IDR residues and **b**, SPRY residues are shown.

**
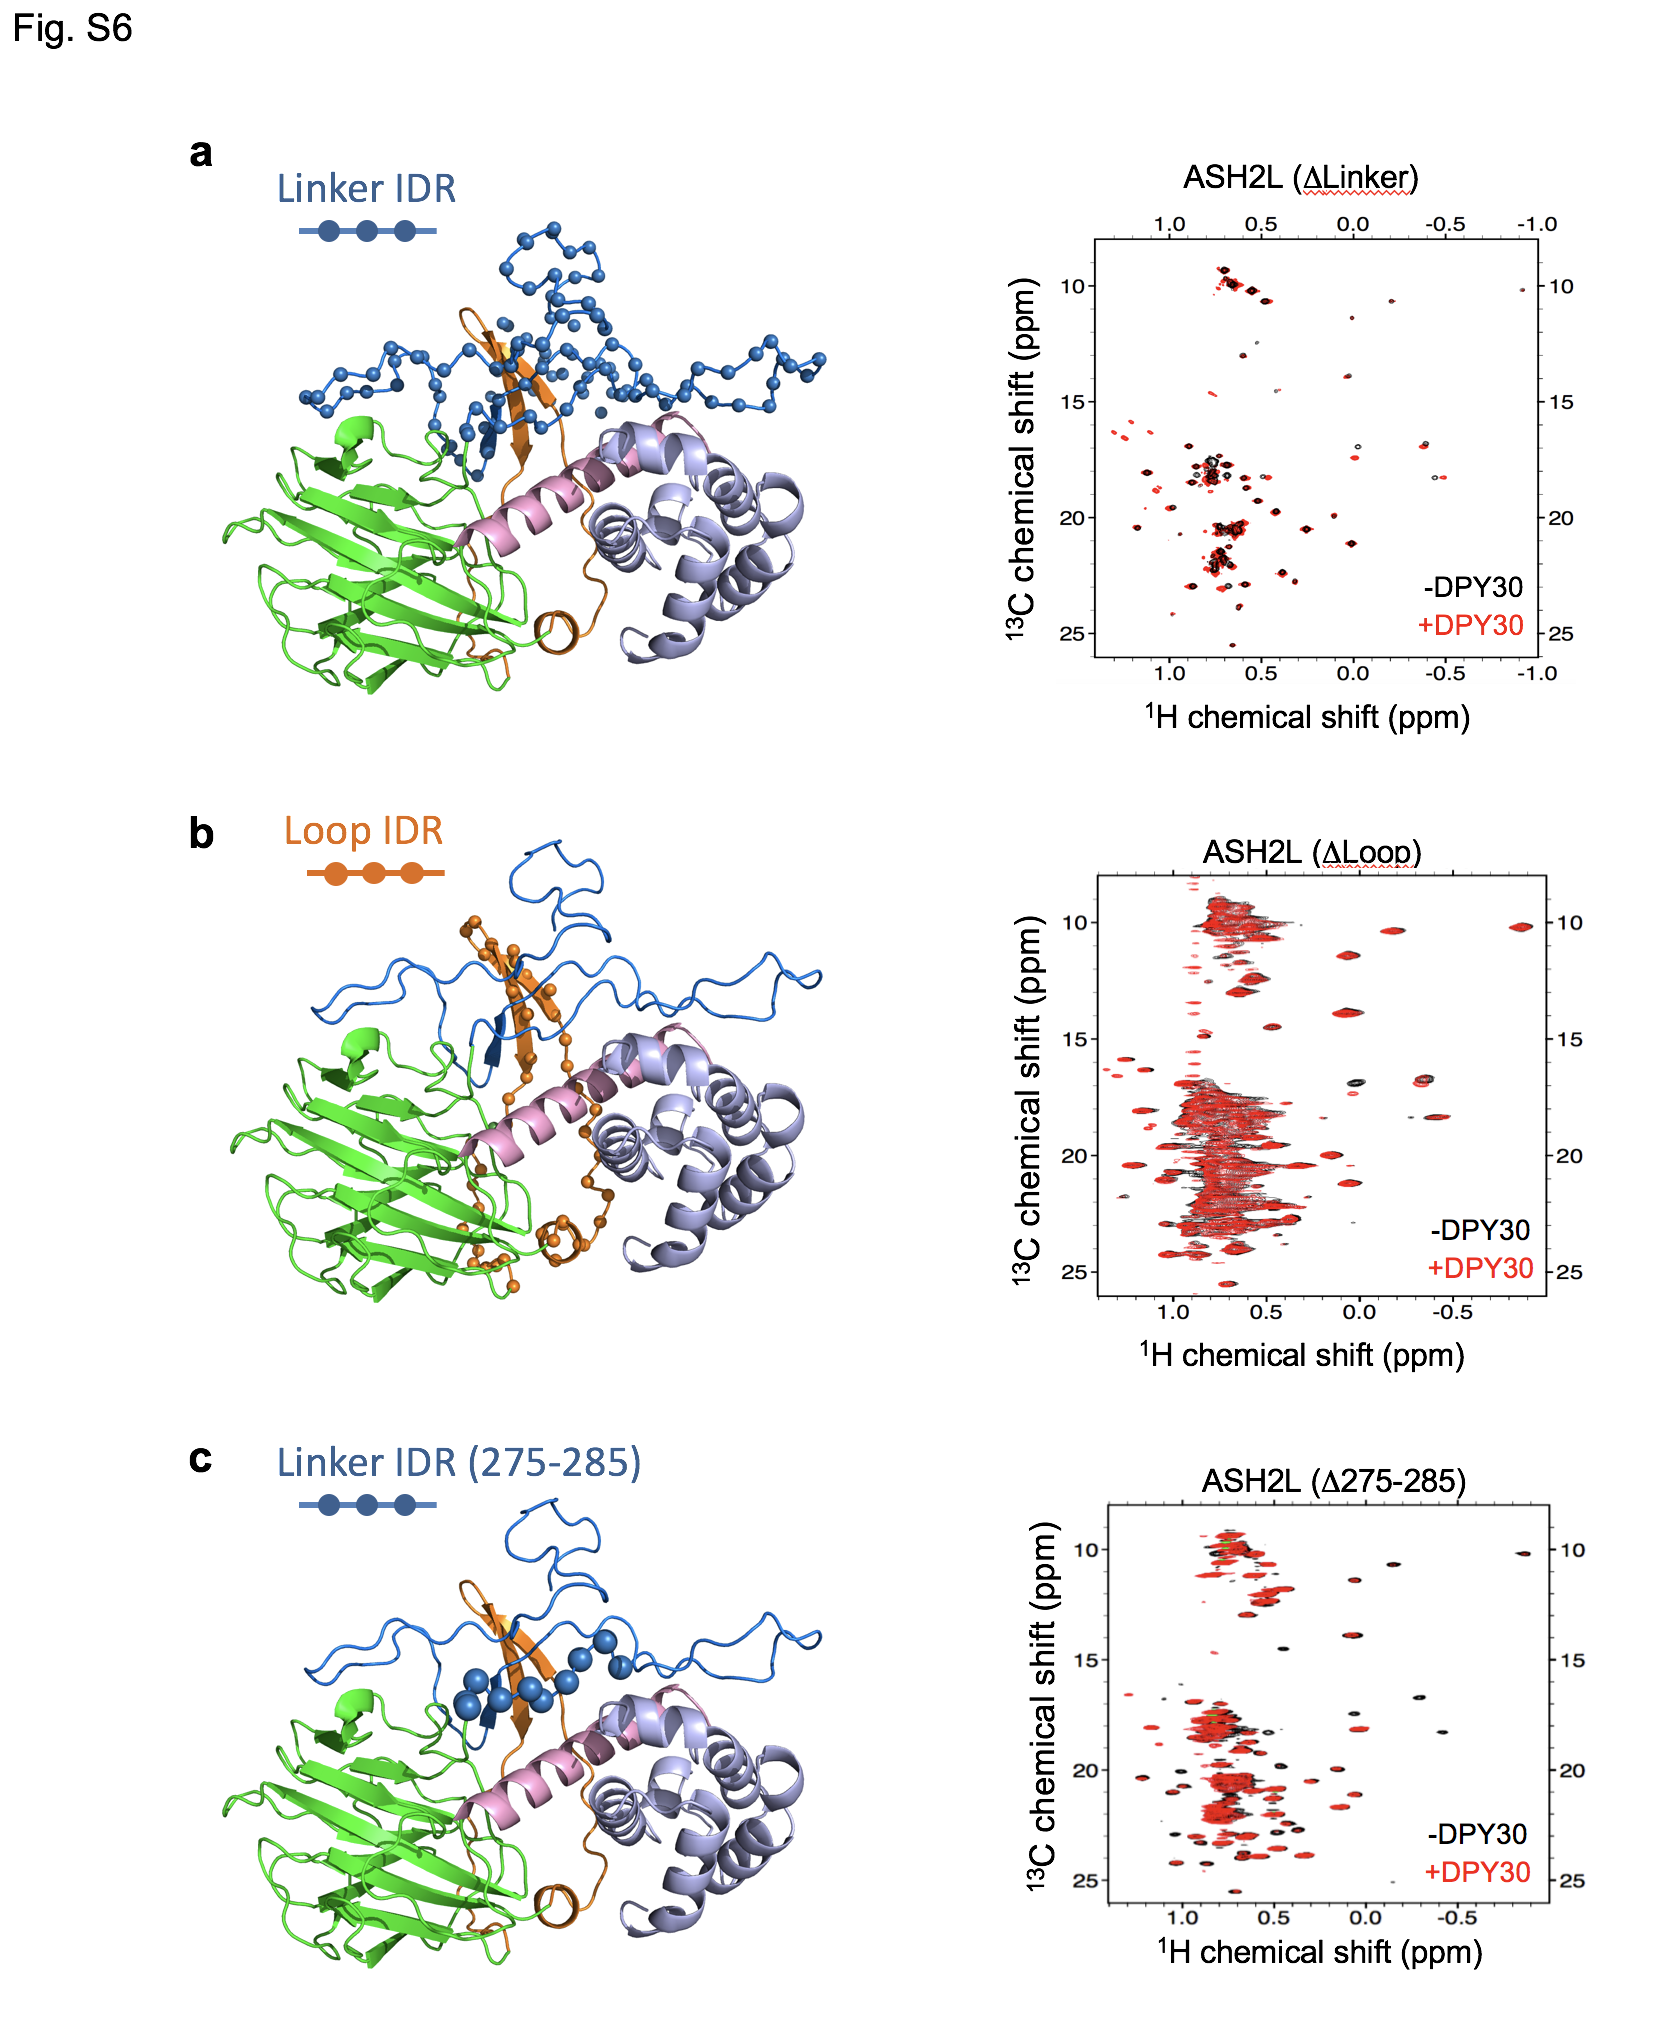
**

**Supplementary Figure 6 | Deletion of ASH2L IDR segments abolished DPY30-induced changes in NMR spectra.** This figure is related to main Figure 4. **a-c**, Left, computational models that highlight specific ASH2L IDRs in a spherical representation. **a.** Link IDR; **b.** Loop IDR; **c.** residues 275-285 in Linker IDR. Right, superimposed Methyl-TROSY NMR spectra of [^2^H, ^13^CH_3_-ILV] ASH2L^202-534^ with a designated deletion (indicated on top) in absence (black) or presence of homodimeric DPY30 (red). Compared to wild type ASH2L^202-534^, most DPY30-induced changes were abolished in the ASH2L mutants. SPRY, green; Linker IDRs, blue; Loop IDRs, orange; SDI, pink.

**
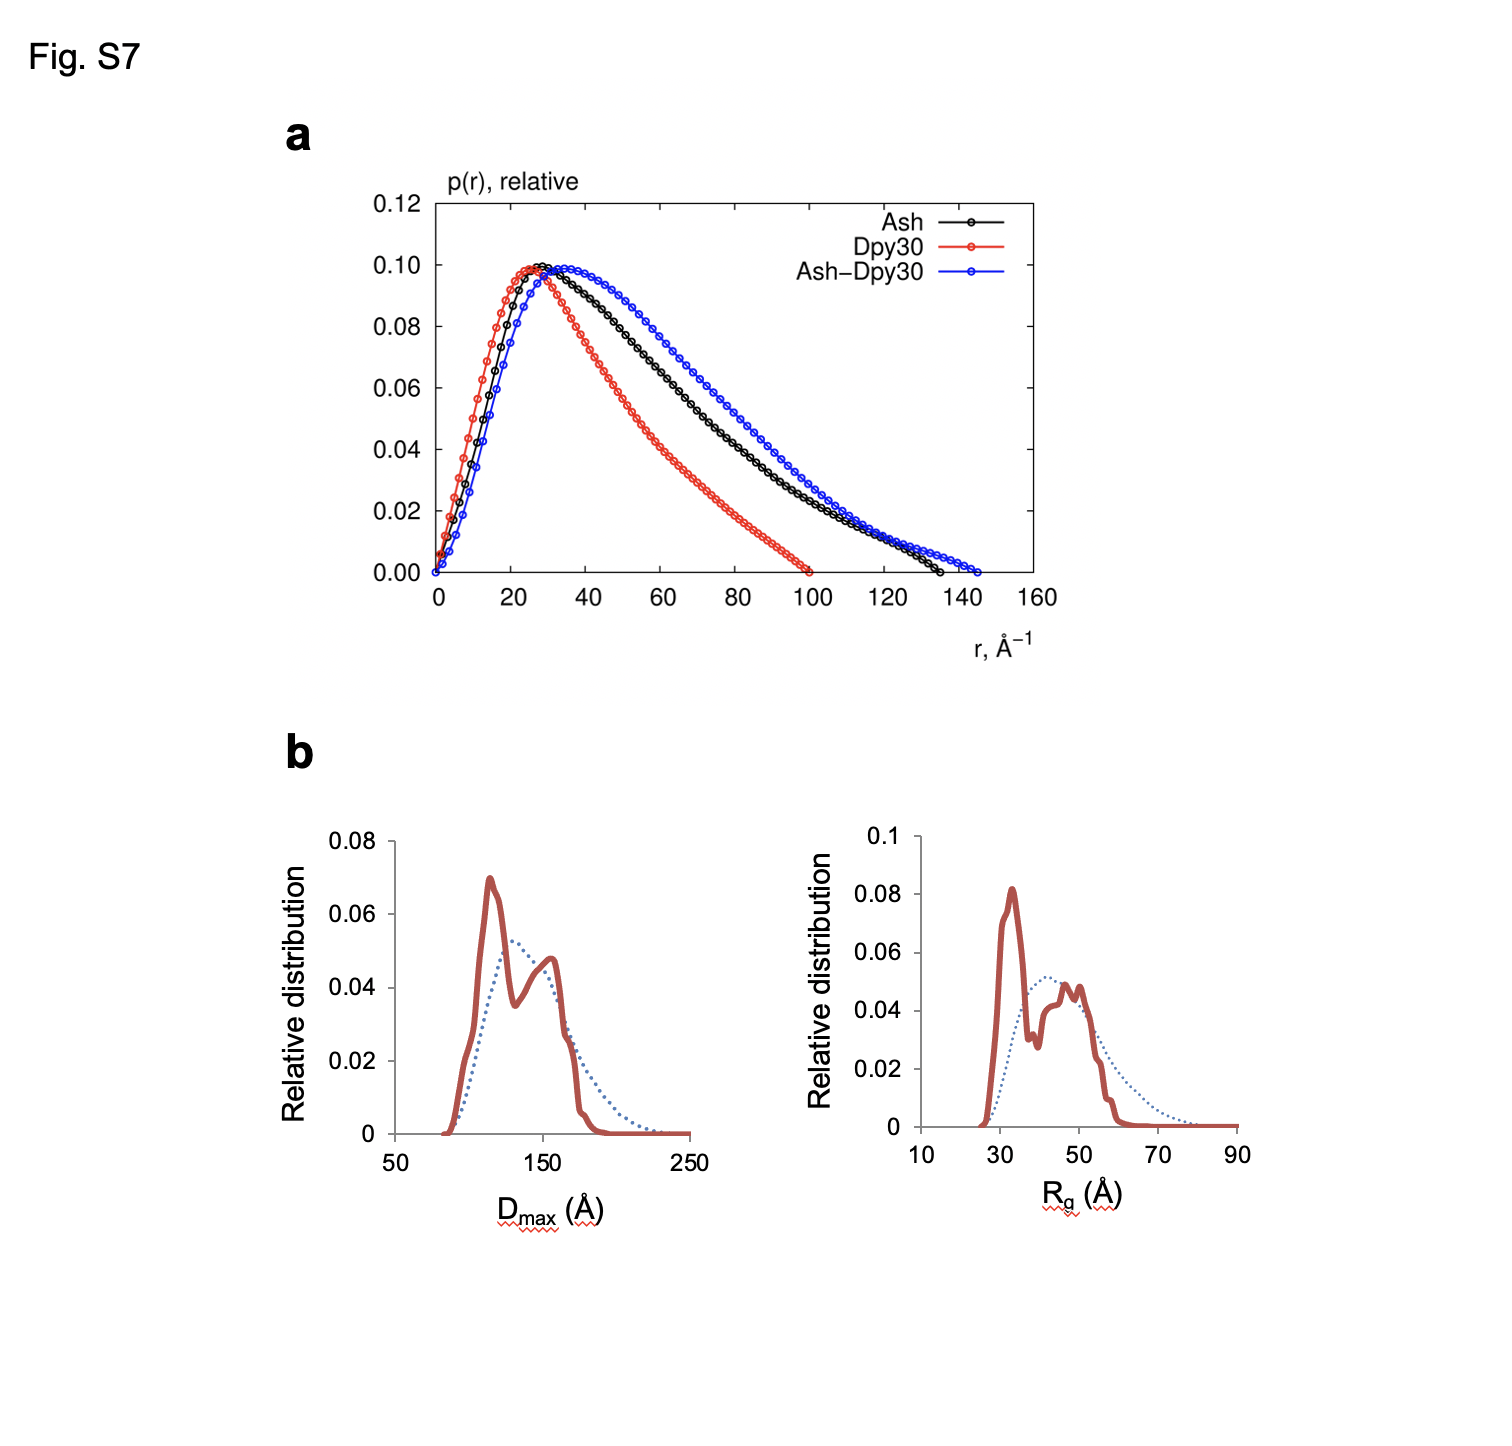
**

**Supplementary Figure 7 | SAXS studies on the free ASH2L, DPY30 and DPY30/ASH2L**. This figure is related to main Figure 4. **a,** Pair distance distribution P(r) functions of ASH2L, DPY30 and the ASH2L-DPY30 complex. **b,** Ensemble Optimized Method (EOM) analyses for free ASH2L. Distribution of a pool of 10,000 structures (blue) and optimally fit ensemble (red) are plotted against D_max_ (left) and R_g_ (right).

**
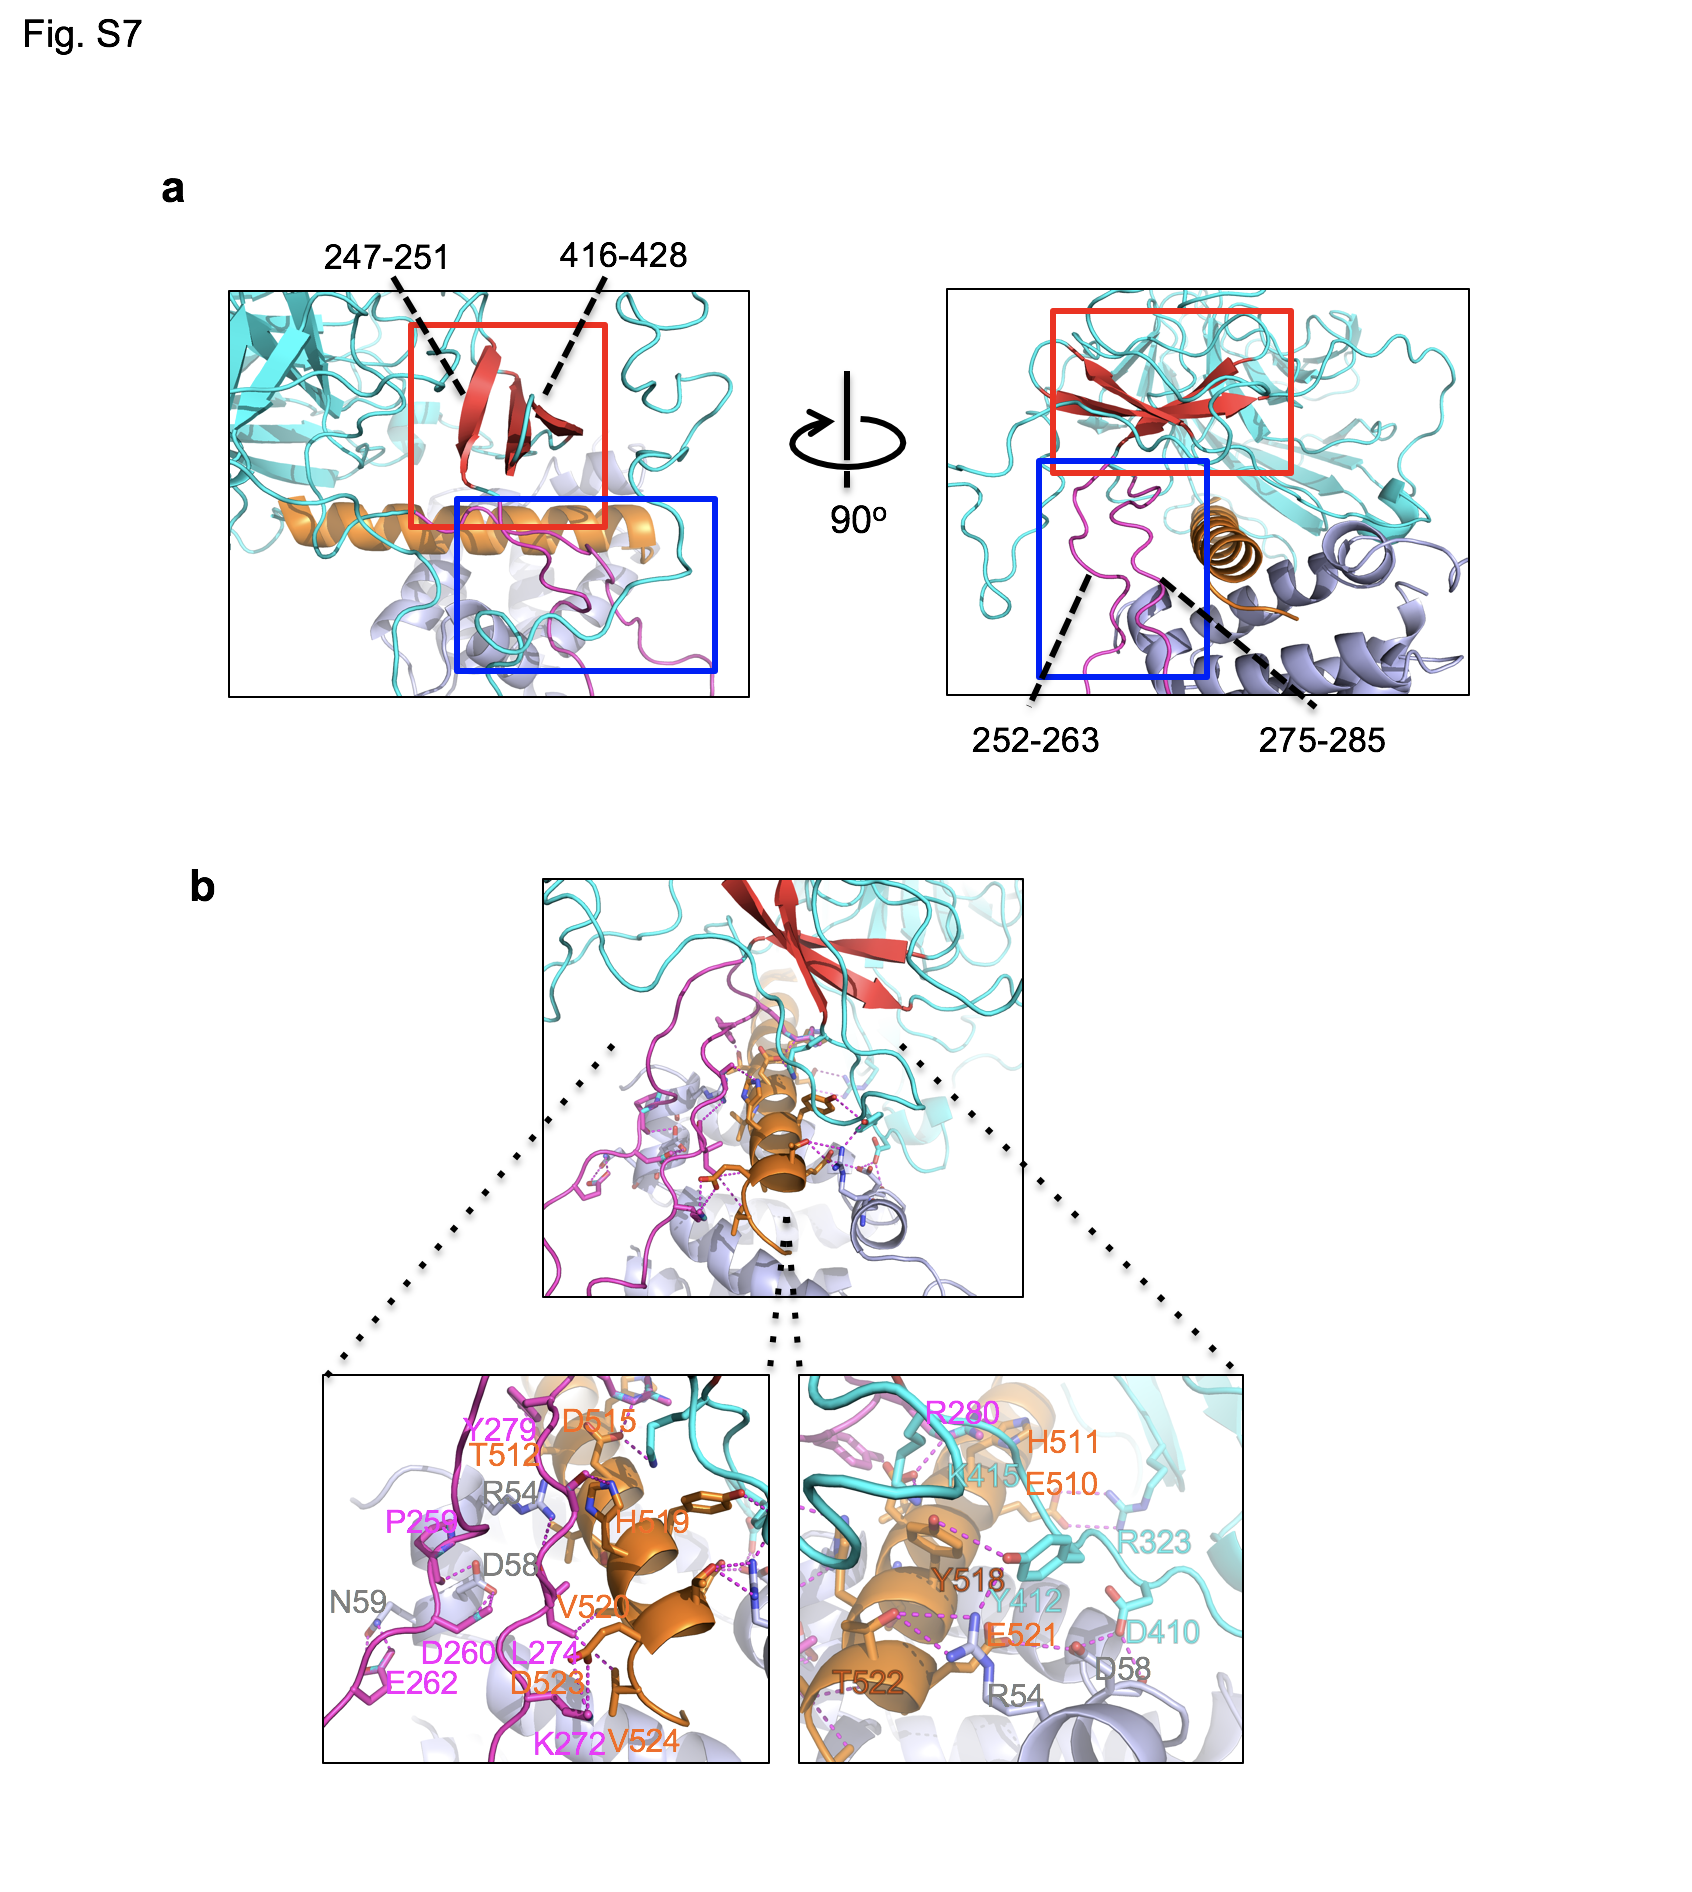
**

**Supplementary Figure 8 | The computational model for ASH2L IDR residues that are important for *in vitro* HMTs activities.** This figure is related to main Figure 1-4. **a**, The computational model shows that ASH2L Linker and Loop IDRs likely form a three-strand β-sheet (left) and a β-like structures upon DPY30 interaction. The β-sheet, β-like structure, SPRY domain, SDI of ASH2L as well as DPY30 were labeled in red, pink, cyan, orange and purple, respectively. **b**, The computational model shows likely interactions among residues in ASH2L IDRs and the α-helical ASH2L SDI. The enlarged interaction interface was shown on bottom. Characteristic secondary structures of ASH2L (β-sheet and β-like, α-helical ASH2L SDI) were shown in red, pink and orange, respectively. Residues that make potential direct contacts in the model were highlighted. Notably, some of the highlighted ASH2L residues were tested for MLL1 methyltransferase activity on the NCP in main Figure 1-3.

**
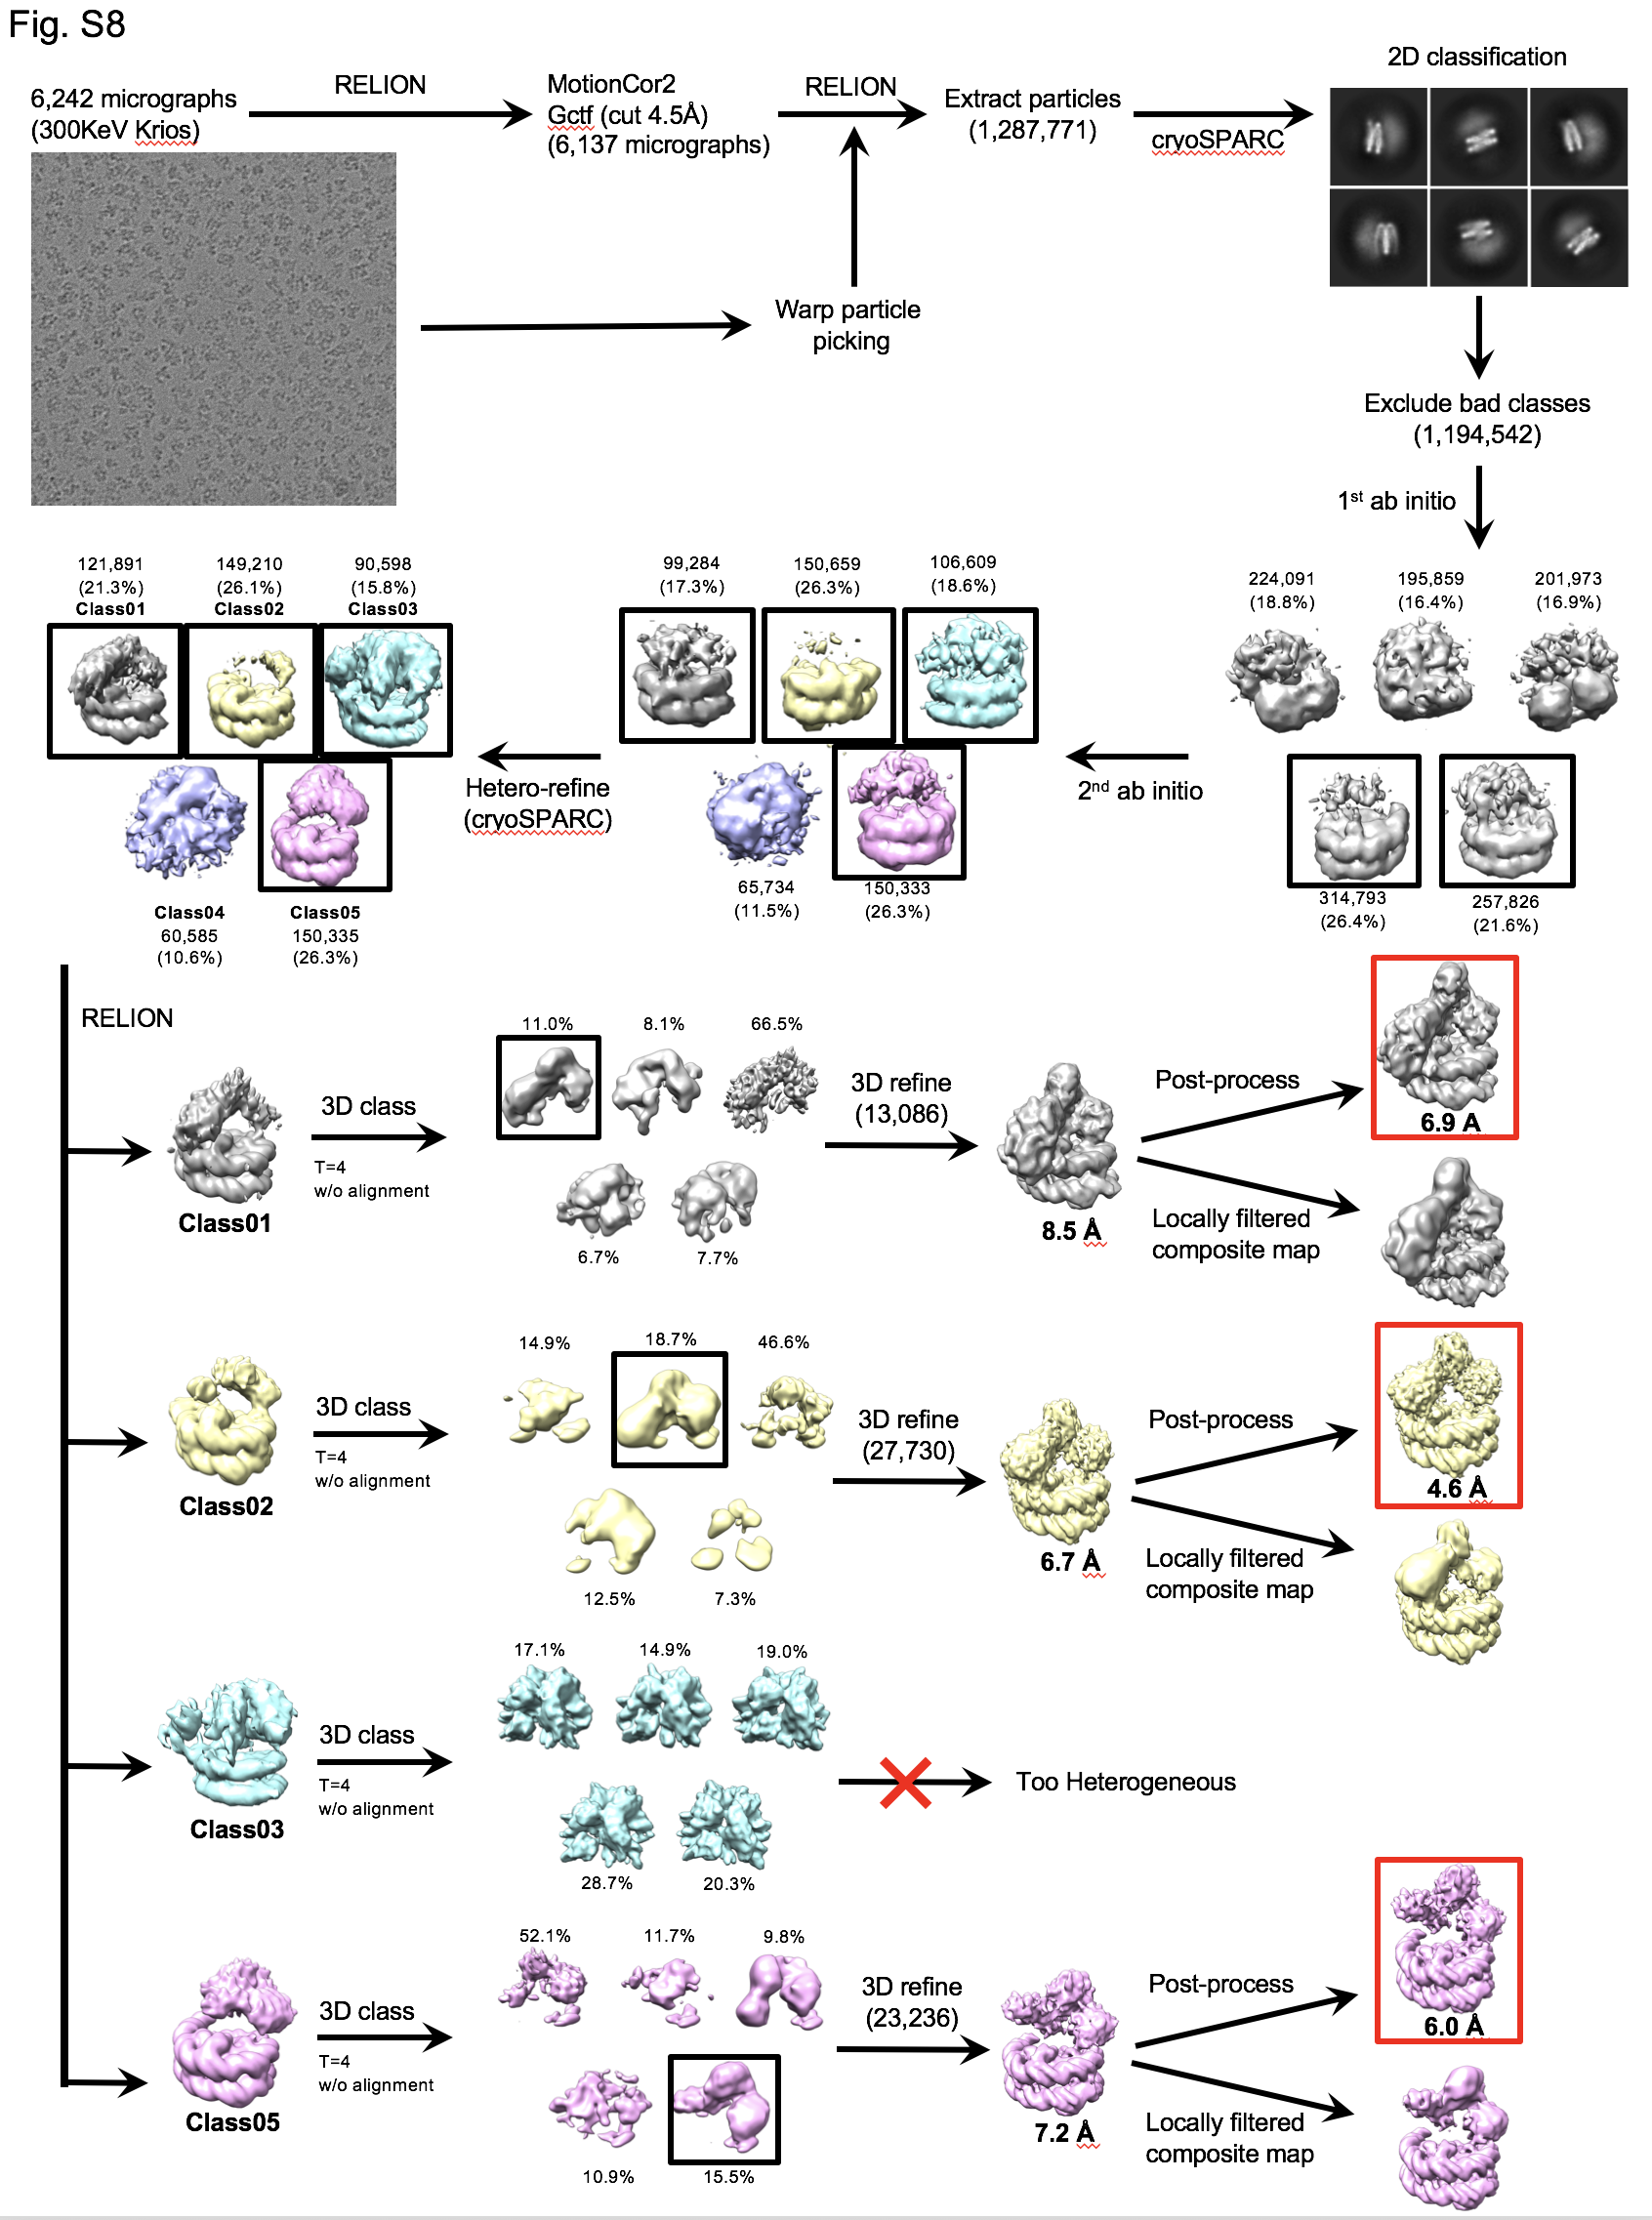
**

**Supplementary Figure 9 | Cryo-EM data processed for 4-MLL1-NCP complex.** This figure is related to main Figure 6. Representative micrograph image (Titan Krios 300 KeV) and 2D classifications of the 4-MLL1-NCP complex. The number of particles for each classification and an estimated resolution for overall and selected subcomplexes (red box) were provided. Additional data processing information can be found in the Methods.

**
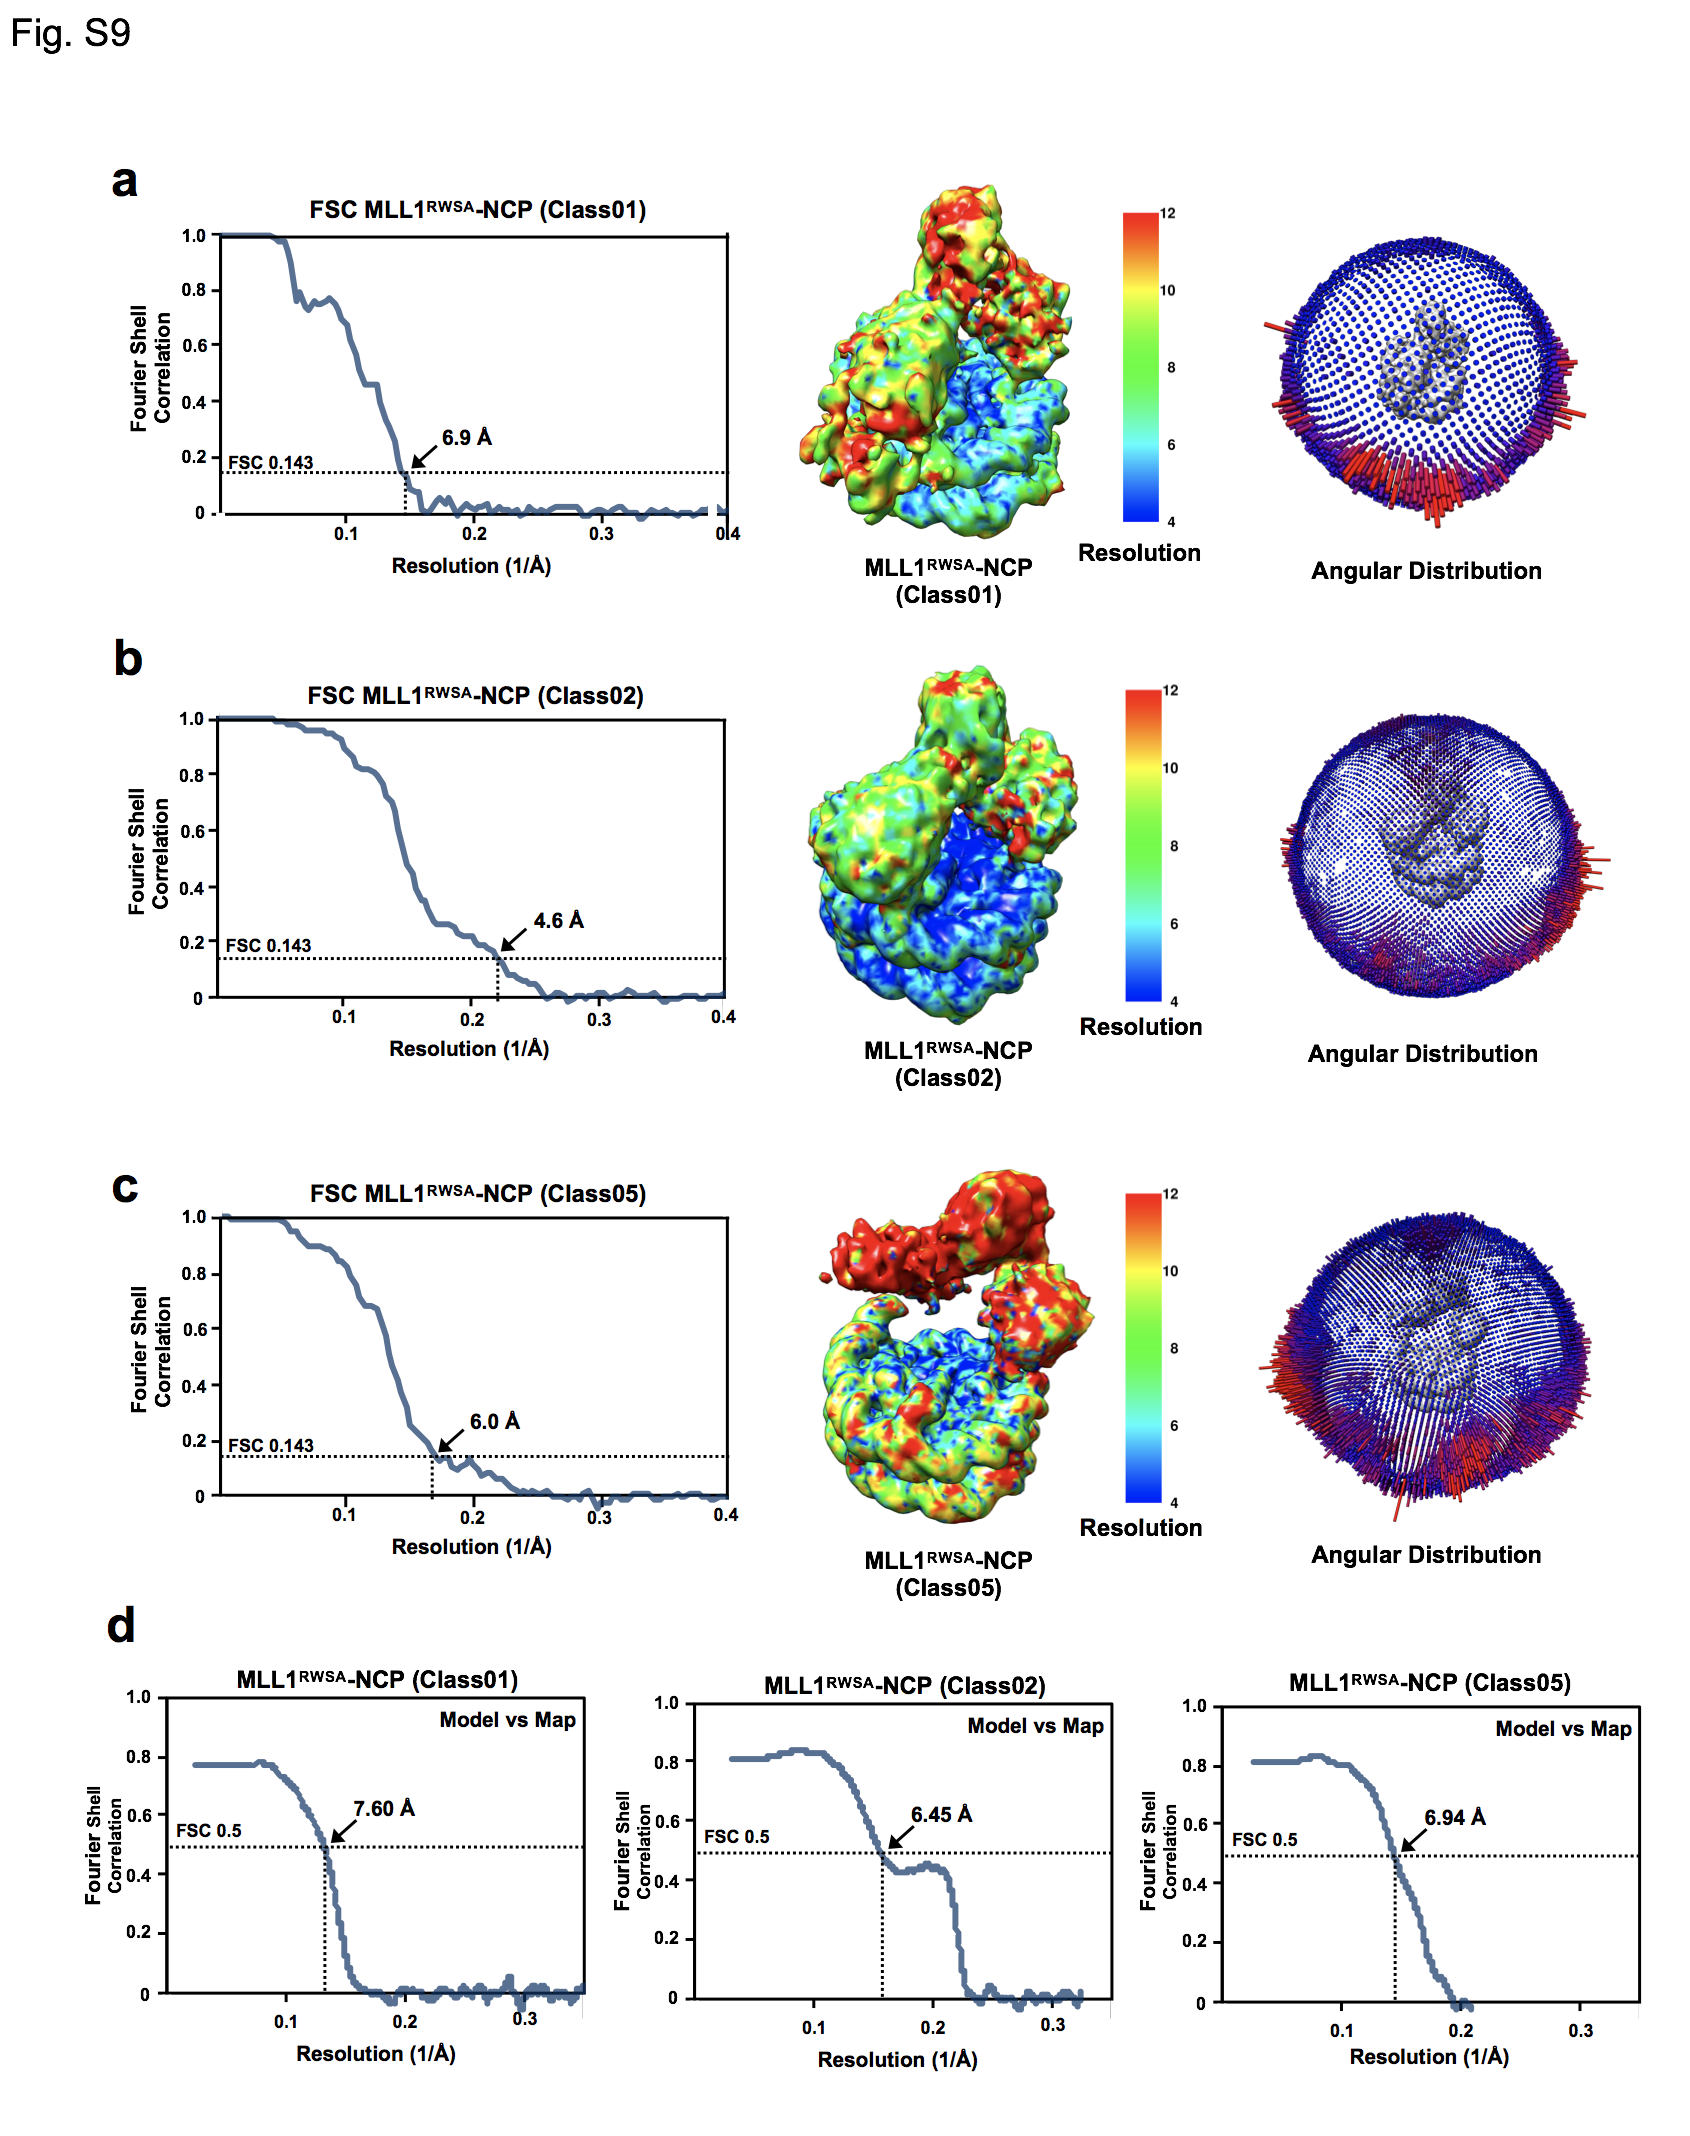
**

**Supplementary Figure 10 | Cryo-EM map validation of 4-MLL1-NCP classifications.** This figure is related to main Figure 6. Fourier Shell Correlation (FSC) curves (left), the corresponding local resolution assessment by RESMAP (middle) ^2^, and angular distribution plots (right) for the 4-MLL1-NCP **a** (Class01), **b** (Class02), and **c** (Class05) particles. The final resolution was determined using FSC = 0.143 criterion, represented by an arrow on each FSC curve. **d**, Model-map FSC curves for 4-MLL1-NCP Class01, 02 and 05 were calculated using phenix.mtriage ^3^. The resolution was found using FSC = 0.5 criterion as indicated by an arrow on each FSC curve.

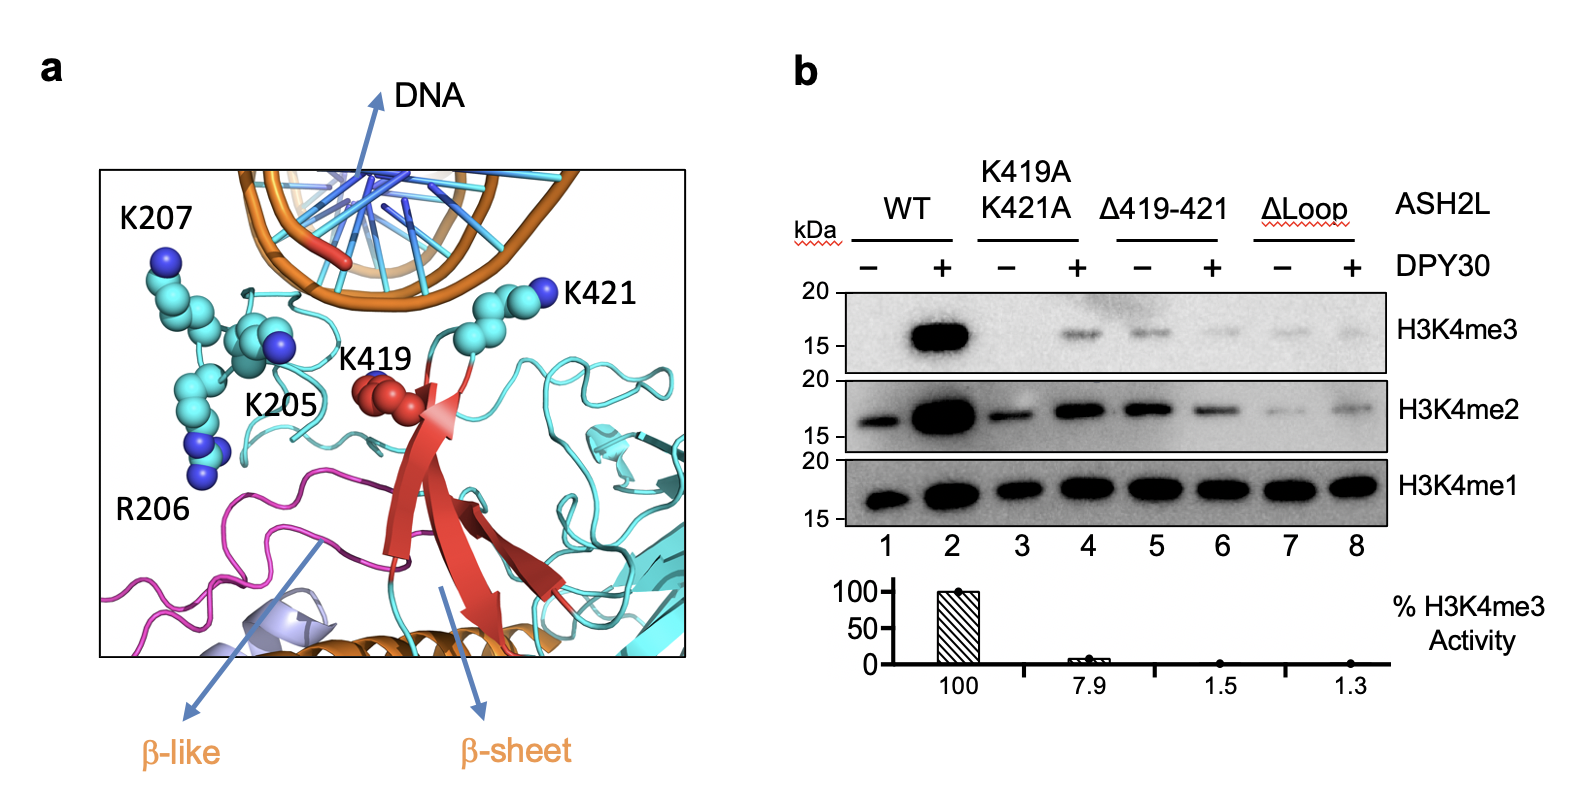

**Supplementary Figure 11 | Computational model predicts new contacts between ASH2L IDRs and the NCP.** This figure is related to main Figure 5. **a**, Molecular modeling shows that DPY30-induced conformational change in ASH2L IDRs may enable a short loop (_419_-KFK-_421_) in the Loop IDR to interact with nucleosomal DNA. Cryo-EM structure of the 5-MLL-NCP structure (PDB ID: 6PWV and EMDB: EMD-20512) ^4^ was used for the modeling. Red, DPY30-induced β-sheet structure from ASH2L Linker and Loop IDR; pink, β-like structure from ASH2L Linker IDR; orange, DNA (top). In this model, basic ASH2L residues K419 and K421 are positioned near nuclear DNA. **b**, *In vitro* HMT assay for the MLL1 core complex containing wildtype (WT) or mutant ASH2L proteins as indicated on top. The assays were performed in the presence or absence of DPY30. Antibodies for detection of the methylation products were indicated on right. Mutation or deletion of basic residues in Loop IDR, predicted by the model, drastically reduced MLL1 activity on H3K4me3. Quantification for samples containing DPY30 was performed using ImageJ ^1^ and presented as relative %activity to that of WT ASH2L.

**
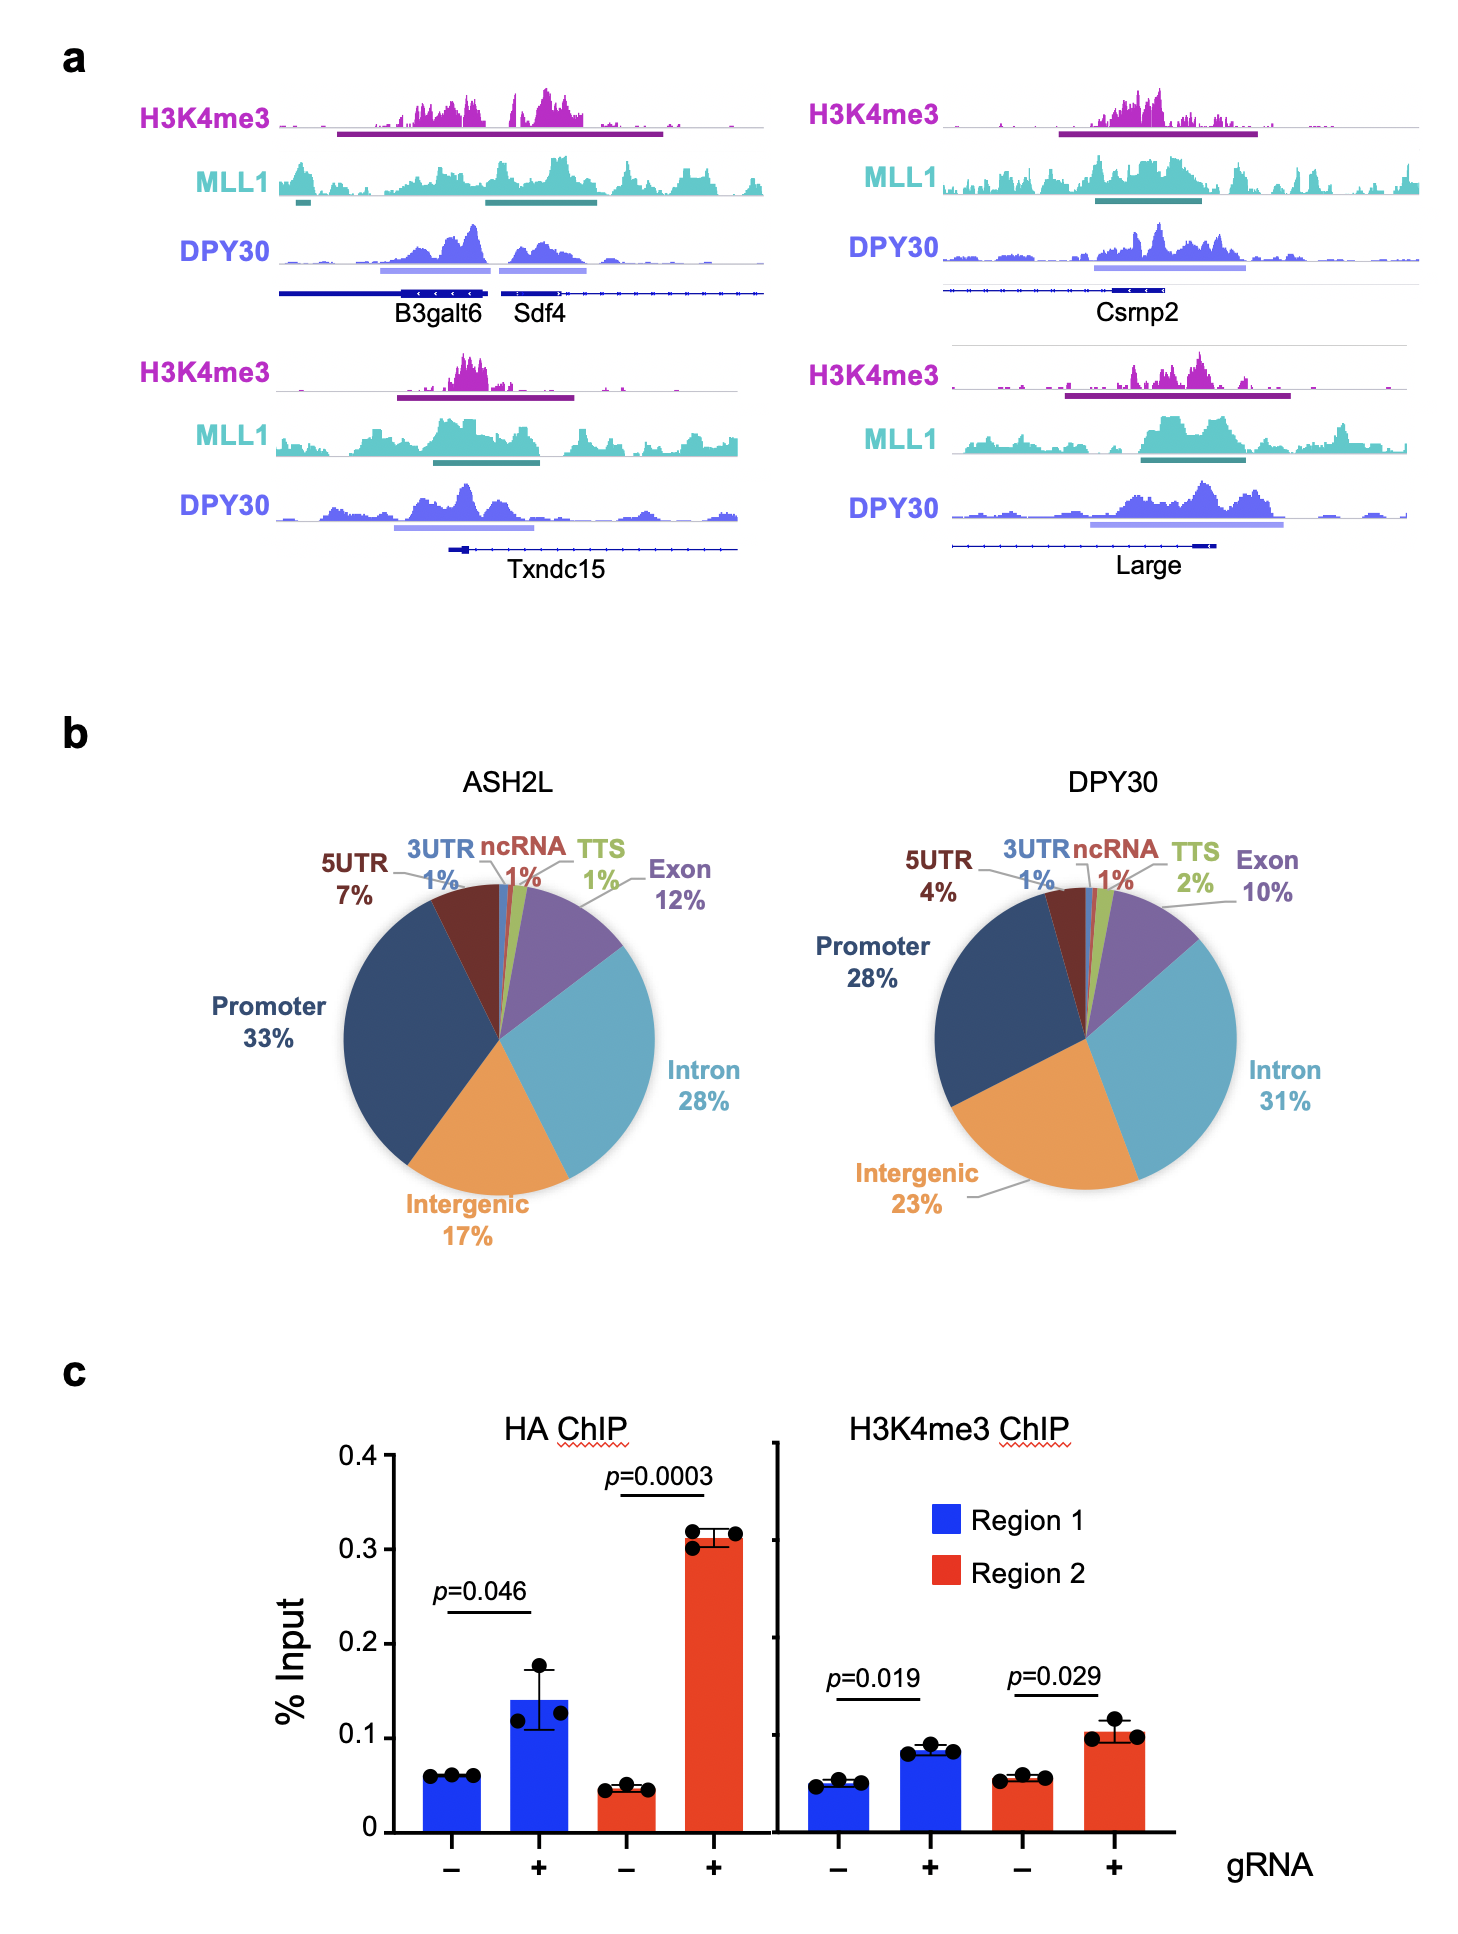
**

**Supplementary Figure 12 | *In vivo* analysis of DPY30 and ASH2L binding and H3K4me3.** This figure is related to main Figure 6. **a**, UCSC browser views of H3K4me3, MLL1 and DPY30 tracks at two randomly selected genomic loci. Peaks called by MACS2 were highlighted on bottom. **b**, Pie charts for distribution of ASH2L (left) and DPY30 (right) binding sites relative to annotated gene structures. **c**, The ChIP assay for HA (left) or H3K4me3 (right) in HA-dCas9 cells transfected with or without the pooled gRNAs. This experiment serves as the control for Figure 6b. ChIP signals were normalized against input and presented as %Input. Means and standard deviations (error bars) from at least three independent experiments were presented. Two-sided student *t* test was performed to calculate *p*-value.

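Each ASH2L peak was assigned to 1 category by its midpoint, with promoters taken first and then, in this order, transcription termination sites (TTS, from 100 bp upstream to 1000 bp downstream), coding exons, 5′ UTRs, 3′ UTRs, exons of noncoding RNAs, introns and intergenic sequence. Besides the promoter peaks, 560 peaks were in introns (22.7%, interval 21.1% to 24.4%) and 289 were intergenic (11.7%, 10.5% to 13.1%). Coding exons held 196 peaks (7.95%, 6.95% to 9.09%), and TTS held 106 (4.30%, 3.57% to 5.18%). Another 80 peaks were in 5′ UTRs (3.25%), 41 in noncoding RNA exons (1.66%) and 14 in 3′ UTRs (0.568%). Of the 4 alternatives for this assignment, those with other transcripts moved each share most. With the RefSeq transcripts of the same assembly, which were chosen after seeing the data, the promoter share was 34.0%, the intron share 26.7%, the intergenic share 17.0% and the TTS share 1.01%. DPY30 peaks were not analysed here.

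**Figure D4:**
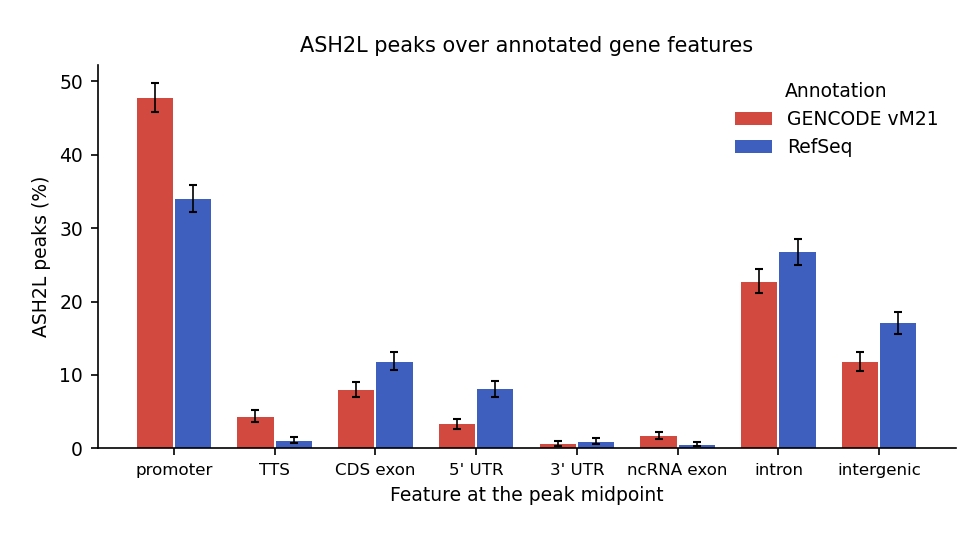
Share of ASH2L peaks in each category of annotated gene features, in percent, by the position of the peak midpoint. Red bars use GENCODE vM21 and blue bars RefSeq transcripts, with 95% Wilson intervals as error bars, and the promoter share is 47.8% with the former and 34.0% with the latter.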

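ChIP-qPCR signals can be followed from the Ct values in the paper's Source Data, where each group has 3 pairs of an IP Ct and an input Ct. The signal of each pair was computed as 100 × 2 to the power of input Ct minus IP Ct. The text gives no dilution of the input, so the values are not corrected for one and some lie above 100. They are used here only as ratios between groups. In HA-dCas9 cells, the H3K4me3 signal at region 1 was 8.45 ± 0.520 (SD, n = 3) with gRNAs and 5.05 ± 0.365 without, a ratio of 1.67. At region 2 it was 10.3 ± 1.13 with and 5.59 ± 0.329 without gRNAs, a ratio of 1.85. The ratio of the HA signal with to without gRNAs in these cells was 2.32 at region 1 and 6.62 at region 2. At region 1, the IP Ct for HA was 2.97 cycles higher with gRNAs and the input Ct 4.16 cycles higher, so that the IP itself gave less signal with gRNAs and the ratio rests on the lower input. In the other 7 comparisons of the 8, the IP Ct was lower with gRNAs. In HA-dCas9-DPY30 cells, the H3K4me3 signal was 78.1 ± 5.26 with and 18.7 ± 0.563 without gRNAs at region 1, a ratio of 4.17. At region 2 it was 107 ± 13.2 with and 9.92 ± 1.00 without, a ratio of 10.8. The HA signal in these cells rose 20.3-fold and 26.2-fold. In each of the 8 comparisons, all values with gRNAs exceeded all values without (two-sided exact permutation test, p = 0.1, also 0.1 after Benjamini-Hochberg adjustment), and 0.1 is the smallest p that 3 values against 3 allow. The difference between the ratios of HA-dCas9 and HA-dCas9-DPY30 cells was not tested. The legends of Fig. 6b and Supplementary Fig. 12 give at least 3 independent experiments. The Source Data do not say whether the 3 values are those experiments.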

**
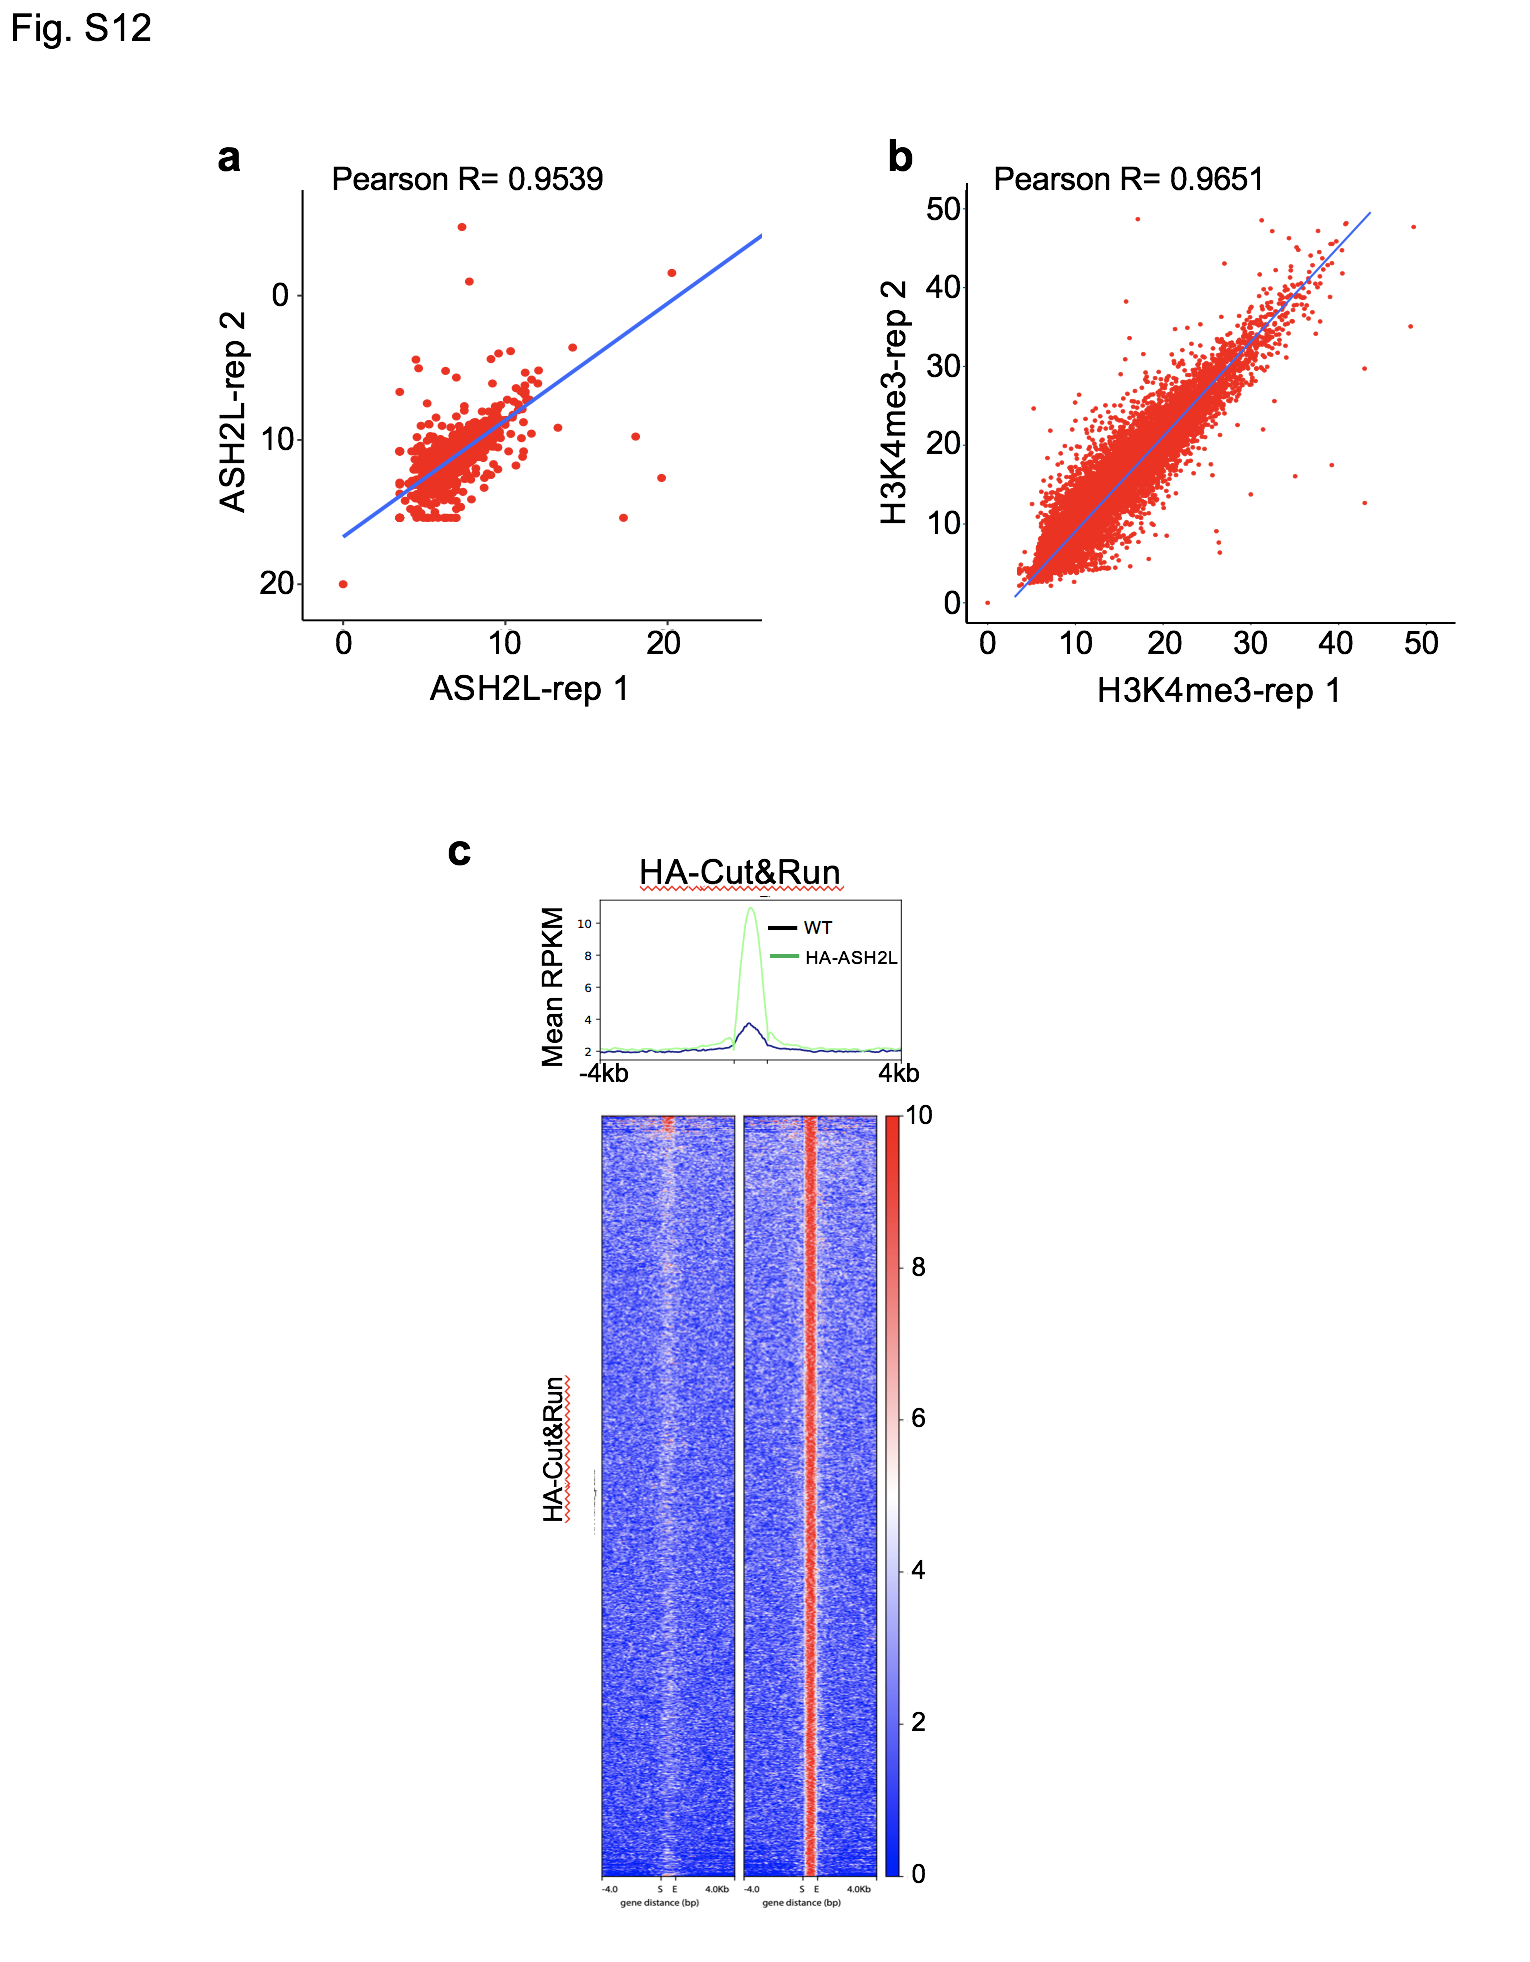
**

**Supplementary Figure 13 | Biological duplicates for ASH2L and H3K4me3 CUT&RUN show good correlation and signal-to-noise ratio.** This figure is related to main Figure 6. **a,b**, Scatter plots for peaks in two independent biological replicates of HA (a) or H3K4me3 (b) CUT&RUN. Pearson correlation coefficient for two samples were shown on top. **c**, Heatmap for HA peaks in the control E14 parental cell line and the HA-ASH2L cell line. Merged signals from biological duplicates were shown, with the heat map key at right.

**SUPPLEMENTARY TABLES**

**Supplementary Table 1.** Methyl Chemical Shift of ASH2L^202-534^ bound to DPY30. This is related to Figure 4.

| **Residue** | **CM1^a^** | **QM1^a^** | **CM2^a^** | **QM2^a^** |  | **Residue** | **CM1^a^** | **QM1^a^** | **CM2^a^** | **QM2^a^** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| L225 | 20.459 | 0.661 | 21.885 | 0.75 |  | V391 | 18.047 | 1.171 | n.d. | n.d. |
| L231 | 20.948 | 0.767 | 22.188 | 0.832 |  | L392 | 19.826 | 0.163 | n.d. | n.d. |
| L238 | 19.794 | 0.947 | 22.092 | 0.966 |  | I396 | 10.303 | -0.874 |  |  |
| I250 | 12.364 | 0.322 |  |  |  | L398 | 23.874 | 0.697 | n.d. | n.d. |
| L251 | 19.437 | 0.207 | 24.297 | 0.489 |  | L408 | n.d. | n.d. | n.d. | n.d. |
| L264 | n.d.^b^ | n.d. | n.d. | n.d. |  | L417 | 21.913 | -0.492 | 22.938 | 0.03 |
| L266 | n.d. | n.d. | n.d. | n.d. |  | I418 | 12.245 | 0.618 |  |  |
| I274 | 10.333 | 0.549 |  |  |  | L424 | 21.157 | 0.297 | 22.659 | 0.324 |
| L278 | 20.459 | 0.636 | 23.211 | 0.845 |  | V432 | 20.154 | 0.877 | n.d. | n.d. |
| L283 | 19.257 | 0.351 | 23.385 | 0.539 |  | L439 | 19.779 | 0.54 | 23.441 | -0.238 |
| V287 | 16.882 | -0.355 | 17.179 | -0.049 |  | I447 | 11.562 | 0.077 |  |  |
| L288 | 19.461 | 1.142 | 24.123 | 0.855 |  | I448 | 10.728 | 0.485 |  |  |
| L289 | n.d. | n.d. | n.d. | n.d. |  | V454 | 17.723 | 0.734 | n.d. | n.d. |
| L291 | 20.615 | 0.654 | 22.66 | 0.844 |  | V458 | 18.456 | 0.79 | 18.659 | 0.612 |
| L298 | n.d. | n.d. | n.d. | n.d. |  | I463 | 10.616 | -0.123 |  |  |
| I300 | 8.308 | 0.564 |  |  |  | V467 | n.d. | n.d. | n.d. | n.d. |
| L305 | 20.588 | 1.238 | 22.974 | 0.938 |  | I472 | 12.475 | 0.57 |  |  |
| V307 | n.d. | n.d. | n.d. | n.d. |  | L474 | n.d. | n.d. | n.d. | n.d. |
| V308 | 16.942 | 0.951 | 17.776 | 0.905 |  | V480 | n.d. | n.d. | n.d. | n.d. |
| V316 | 17.723 | 0.734 | 21.441 | 1.012 |  | I482 | 13.957 | 0.094 |  |  |
| V322 | 18.408 | -0.545 | n.d. | n.d. |  | L495 | 20.52 | 0.316 | 21.173 | 0.069 |
| I331 | 13.053 | 0.645 |  |  |  | V508 | 19.812 | 1.213 | n.d. | n.d. |
| V333 | n.d. | n.d. | n.d. | n.d. |  | V509 | n.d. | n.d. | n.d. | n.d. |
| L344 | 22.929 | 0.373 | 23.052 | 1.032 |  | L513 | n.d. | n.d. | n.d. | n.d. |
| L350 | 19.329 | 0.304 | 23.416 | 0.378 |  | V516 | n.d. | n.d. | n.d. | n.d. |
| L353 | 19.284 | 0.581 | n.d. | n.d. |  | L517 | n.d. | n.d. | n.d. | n.d. |
| L357 | n.d. | n.d. | n.d. | n.d. |  | V520 | n.d. | n.d. | n.d. | n.d. |
| I378 | 9.422 | 0.744 |  |  |  | V524 | 19.023 | 0.822 | n.d. | n.d. |

^a^Methyl resonances are arbitrarily listed without stereospecific assignment for Leu and Val. For Ile, CM1 and QM1 are equivalent to CD1 and QD1, respectively.

^b^Not determined due to strong ambiguity.

**Supplementary Table 2.** Cryo-EM Data Collection, Refinement, and Validation Statistics. This is related to Figure 6, S4 and S5.

|  | **4-MLL1-NCP,**  **Class01**  **(EMD-21542)**  **(PDB: 6W5I)** | **4-MLL1-NCP,**  **Class02**  **(EMD-21543)**  **(PDB: 6W5M)** | **4-MLL1-NCP,**  **Class05**  **(EMD-21544)**  **(PDB: 6W5N)** |
| --- | --- | --- | --- |
| **Data Collection and Processing** | | | |
| Magnification | 29,000 |  | |
| Voltage (kV) | 300 |  |  |
| Electron exposure (e-/Å^2^) | 64 |  |  |
| Defocus range (μm) | -1.5 to -2.5 |  |  |
| Pixel size (Å) | 1.00 |  |  |
| Symmetry imposed | C1 |  |  |
| Initial particle images (no.) | 1,287,711 |  |  |
| Final particle images (no.) | 13,086 | 27,730 | 23,236 |
| Map resolution (Å) | 6.9 | 4.6 | 6.0 |
| FSC threshold | 0.143 | 0.143 | 0.143 |
| **Refinement** | | | |
| Initial model used (PDB code) | 6PWV | 6PWV | 6PWV |
| Model resolution (Å) | 7.6 | 6.5 | 6.9 |
| FSC threshold | 0.5 | 0.5 | 0.5 |
| Map sharpening *B* factor (Å^2^) | -442.70 | -177.74 | -199.18 |
| **Model composition** | | | |
| Non-hydrogen atoms | 19,672 | 19,574 | 19,667 |
| Protein residues | 1,741 | 1,729 | 1,740 |
| Nucleotides | 292 | 292 | 292 |
| Ligands | - | - | - |
| ***B* factor (Å^2^)** | | | |
| Protein | 214.20 | 195.04 | 221.62 |
| Nucleotide | 50.98 | 31.39 | 51.78 |
| Ligand | - | - | - |
| **Rmsds** | | | |
| Bond lengths (Å) | 0.005 | 0.005 | 0.005 |
| Bond angles (°) | 0.674 | 0.673 | 0.671 |
| **Validation** | | | |
| MolProbity score | 2.68 | 2.59 | 2.69 |
| Clashscore | 44.52 | 36.36 | 44.38 |
| Poor rotamers (%) | 1.63 | 1.58 | 1.63 |
| **Ramachandran plot** | | | |
| Favored (%) | 94.21 | 94.06 | 94.09 |
|  |  |  |  |
| Allowed (%) | 5.79 | 5.94 | 5.91 |
| Disallowed (%) | 0 | 0 | 0 |

**Supplementary Table 3.** Survey of IDR content in histone methyltransferases. This is related to Figure 2a.

**
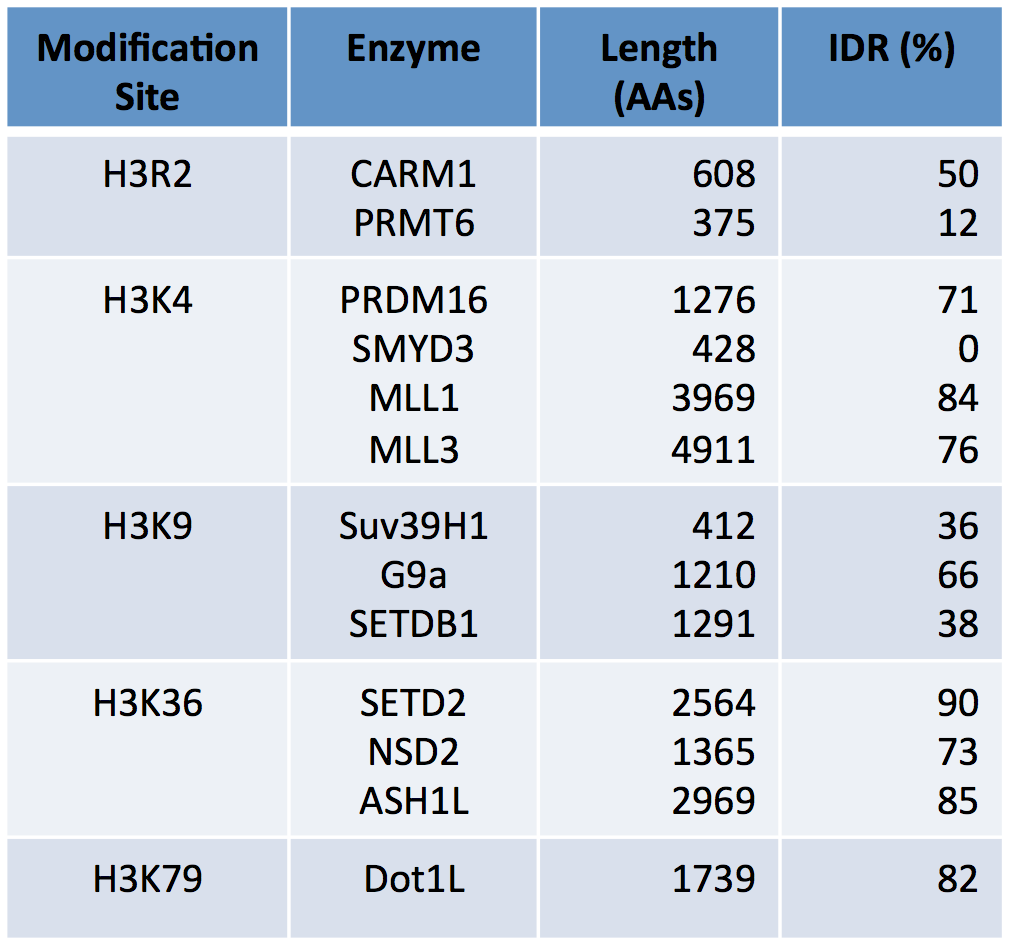
**

**Supplementary Table 4.** gRNA and primer sequence information. This is related to Figure 6c.

**gRNAs:**

| gRNA1-1 sense | CACCGCCCTCTGATCTGTAGCGCAG |
| --- | --- |
| gRNA1-1 antisense | AAACCTGCGCTACAGATCAGAGGGC |
| gRNA1-2 sense | CACCGAGCTGGGTGGTGGACAATGC |
| gRNA1-2 antisense | AAACGCATTGTCCACCACCCAGCTC |
| gRNA1-3 sense | CACCGAAGTGCCCAGGGATGATTGA |
| gRNA1-3 antisense | AAACTCAATCATCCCTGGGCACTTC |
| gRNA2-1 sense | CACCGTCCTGTGAGGTCCTGCGAAA |
| gRNA2-1 antisense | AAACTTTCGCAGGACCTCACAGGAC |
| gRNA2-2 sense | CACCGTGAGGCTAAGGTAATTCAGC |
| gRNA2-2 antisense | AAACGCTGAATTACCTTAGCCTCAC |
| gRNA2-3 sense | CACCGcatctctgcgtatagaccac |
| gRNA2-3 antisense | AAACgtggtctatacgcagagatgC |

**Primers:**

| CHIP-region 1-F | AGGTCTAACTCAGGCTCCCG |
| --- | --- |
| CHIP-region 1-R | ACTGAAGTGACATGTGCGTGTG |
|  |  |
| CHIP-region 2-F | TGCTGCATTGCCTGTCTTGCT |
| CHIP-region 2-R | GGTTGCTTACACCTGCCTGTAAC |

**SUPPLEMENTARY REFERNCES**

1. Schneider, C.A., W.S. Rasband, and K.W. Eliceiri, *NIH Image to ImageJ: 25 years of image analysis.* Nat Methods, 2012. **9**(7): p. 671-5.

2. Kucukelbir, A., F.J. Sigworth, and H.D. Tagare, *Quantifying the local resolution of cryo-EM density maps.* Nature Methods, 2014. **11**(1): p. 63-65.

3. Afonine, P.V., et al., *New tools for the analysis and validation of cryo-EM maps and atomic models.* Acta Crystallogr D Struct Biol, 2018. **74**(Pt 9): p. 814-840.

4. Rubin, A.J., et al., *Coupled Single-Cell CRISPR Screening and Epigenomic Profiling Reveals Causal Gene Regulatory Networks.* Cell, 2019. **176**(1-2): p. 361-376 e17.

How the deposited data were processed for this re-analysis (not part of the article)

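CUT&RUN data came from 6 samples of mouse E14 embryonic stem cells. HA-ASH2L E14 cells were profiled with anti-HA and with anti-H3K4me3, and parental E14 cells with anti-HA, in biological duplicates. The authors merged the duplicates before peak calling and deposited 2 peak lists, for HA-ASH2L and for H3K4me3. The HA signal of the parental cells was not analysed here. The headers of the lists name MACS 1.4.3, no control library and a p-value cutoff of 1e-05, with redundant tags at a position kept once. The redundant rate was 0.03 for ASH2L and 0.31 for H3K4me3. The tag size in the headers is 151 bp for ASH2L and 142 bp for H3K4me3. Both are longer than the fragment size limit that the paper's methods give, so that it is not settled whether the lists count only tags of the short fragments.

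The deposited tag counts are the whole numbers of tags that the authors' merged libraries have in each peak, without normalization. The deposited fold enrichment is the ratio of tags at the summit to the background that the authors' peak caller modelled from the same library. The deposited p-value score is −log10 of the p-value of the authors' peak caller multiplied by 10, and it is 50 at the cutoff. Fold enrichments, scores and tag counts were used to describe, rank and filter peaks within each list. Without a control library, sequence that collects tags with any antibody is not removed by the peak calling. Both lists had similar numbers of tags after filtering, but the share of tags in peaks differed, so that tags per peak are not comparable between the lists.

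From the lists, the overlap of ASH2L and H3K4me3 peaks was computed with a minimum of 1 bp. Overlap and promoter shares were set against 1000 random placements of the peaks on their own chromosome, one-sided. Differences in median score and width across peaks were tested with 100000 permutations, two-sided, and differences in promoter share with Fisher's exact test. Peaks are not replicates, and these p-values describe the lists and not the spread between cultures. Promoters extended from 1000 bp upstream to 100 bp downstream of the start sites of GENCODE vM21 transcripts on GRCm38.p6, and the position of a peak was its midpoint. Stricter lists held the peaks with a fold enrichment at or above the median, 5.37 for ASH2L and 6.46 for H3K4me3. They are stricter in fold enrichment only. Wide peaks with many tags and a high p-value score can be left out, such as the H3K4me3 peak at B3galt6 and Sdf4. That peak had 971 tags, a p-value score of 491.03 and a fold enrichment of 4.46. The gRNA and primer sequences were matched to the genome on both strands. Shares have 95% Wilson intervals.

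Peaks and genes named in the text followed a rule: the genes drawn in Supplementary Fig. 12a, the 2 gRNA target regions, and the 3 peaks with the highest fold enrichment among ASH2L peaks with H3K4me3, among ASH2L peaks without it and in the H3K4me3 list, with the gene of the nearest start site. An item that this rule selects is not reported here. The tests, this rule and most alternatives were fixed before the data were examined. RefSeq transcripts, the number of tags as the score, the comparison of width and score differences with those from random placements, and both alternatives for the gRNA target regions were chosen after seeing the data. For 24 results, 133 alternative values were computed.

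ChIP-qPCR values came from Ct values in the paper's Source Data, with 3 pairs per group and 8 comparisons, tested with an exact permutation test. In 4 of 8 pairs of HA and H3K4me3 groups, both groups used the same input Ct values, so these are not independent.

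The procedures were tested on simulated data. In the last of 3 simulated pairs of lists, with 1000 peaks, an overlap share of 74% was recovered as 74%. Each simulated peak was redrawn until the same overlap test gave its planned state, so that this recovery was fixed in advance. It does not bear on the random placements. Of 200 simulated comparisons of 600 peaks without a difference, 4% gave a permutation p under 0.05, and of 200 with a shift of 1, 100% did. That shift is larger than the observed differences in median fold enrichment, −0.11 and −0.36. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, together with samtools 1.23.1.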

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

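The tests in this part were chosen only after the results were seen.

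The ASH2L list has 1 peak on the mitochondrial chromosome, from 1 to 6779, with 6272 tags, the highest number of any ASH2L peak. The peak is given here because the paper does not discuss mitochondrial signal, and the number was not set against a control library. The H3K4me3 list also has 1 peak there, from 1 to 6692, with 3890 tags. A candidate explanation is mitochondrial DNA that is cut and sequenced whatever the antibody. The limit set for this test was 1.5-fold in tags per 1000000 tags, and the values missed it, at 244 for ASH2L and 142 for H3K4me3, a ratio of 1.72. The test is void, however, because peaks hold 45.7% of the H3K4me3 tags and 0.398% of the ASH2L tags, so that equal background outside peaks would by itself give a ratio of 1.84. Relative to tags outside other peaks, a scaling chosen after the first values were seen, the numbers were 245 and 262 per 1000000, which is not an independent test. At most 1 tag per position was kept, which also limits how far the numbers can differ. The explanation is neither excluded nor established by these values, and the HA signal of the parental cells, which bears on it, was not analysed here. No biological explanation was tested.

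The ASH2L list has 23 peaks with a fold enrichment of 10 or more, a limit chosen after seeing the values, and the paper does not discuss them as a group. Strong binding at promoters as the cause is argued against by their promoter share of 17.4%, against 48.1% for the other ASH2L peaks (Fisher's exact test, p = 0.00302). A candidate explanation is tags that gather at repeated or extra-copy sequence whatever the antibody. H3K4me3 peaks overlapped 15 of the 23, and their median fold enrichment was 10.23, against 6.09 for H3K4me3 peaks at the other ASH2L peaks (permutation test across peaks, p = 1e-05, the smallest possible). Soft-masked repeats covered a median of 35.4% of the 23 peaks and 5.49% of the others. These values go with that explanation, but they do not separate repeats from extra copies of unique sequence, and a site with strong H3K4me3 of its own would also raise the fold enrichment. The rest of the 23 had no H3K4me3 peak, among them those with fold enrichments of 35.32, 18.43 and 15.64. For those named peaks the values point both ways. The missing H3K4me3 peaks go against tags that gather whatever the antibody, although signal without a called peak is not shown to be absent. Soft-masked repeats covered 26.9%, 96.5% and 96.8% of them in the same order, and the latter pair of values goes with repeated sequence. The share with H3K4me3 was also not above the 73.9% of all ASH2L peaks. No biological explanation was tested.

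At gRNA region 1, which the paper presents as having no prior H3K4me3, the H3K4me3 list has a peak of 35 tags. The listed gRNAs match chromosome 4, whereas the browser view of Fig. 6b names another chromosome. The site of this peak may therefore not be the one shown there. A candidate explanation is a peak near the threshold that a stricter list leaves out. Its fold enrichment of 5.70 is below the list median of 6.46, so that 0 of the 2 regions have an H3K4me3 peak in the stricter list. That alternative was chosen with this value known, and a peak below the median is an ordinary member of the list. The values do not show whether the peak is background or a low level of H3K4me3. The duplicates were merged, so that its presence in each of them was not examined.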

How the results depend on the processing

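In all, 133 alternative values were computed for 24 results, of which 108 kept the direction and side of the threshold or stayed within the spread, 15 moved beyond it, 9 reversed and 1 lost its side of the threshold. The 108 include 5 alternatives for each of the 8 ChIP-qPCR comparisons. These could not change sides of the threshold, since 3 values against 3 allow no p below 0.1, so that they bear only on direction and size. The RefSeq transcripts, tags as the score, differences beyond random placement and both alternatives for the gRNA regions were chosen after the data were seen.

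The overlap of ASH2L with H3K4me3 peaks stayed above random placement in all 8 alternatives, with shares from 32.5% to 80.4% and excesses from 3.83-fold to 15.6-fold. The width difference of H3K4me3 peaks was from 1102 to 1690 bp in 6 alternatives, but the part beyond random placement was 1035 bp for placement on the chromosome and 151 bp for placement near start sites (permutation p = 0.002 and 0.0919). The promoter share was from 34.0% to 71.5%, with excesses over random placement from 5.19-fold to 26.6-fold. The difference in promoter share by H3K4me3 was from 17.7 to 63.6 points.

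The comparisons of fold enrichment were the results that reversed. For ASH2L peaks with against without H3K4me3, the difference of −0.11 became 0.04 with stricter ASH2L peaks (permutation p = 0.701), 0.33 with stricter H3K4me3 peaks (p = 1e-05), 8.58 with the p-value score and 11 with tags as the score. For H3K4me3 peaks at ASH2L peaks against others, the difference of −0.36 became 0.17 with stricter ASH2L peaks (permutation p = 0.0716), 482.53 with the p-value score and 411 with tags as the score. Beyond random placement on the chromosome it was 0.10 (permutation p = 0.551) and near start sites 0.53 (p = 0.002), since overlap by chance alone favors peaks of lower fold enrichment. With the p-value score and with tags, a wide peak of modest fold enrichment can rank above a narrow one by construction. For the stricter lists, the cause was not tested.

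The feature shares depended on the annotation. With protein-coding transcripts, they were 38.9% for promoters, 2.48% for TTS, 10.6% for coding exons, 5.48% for 5′ UTRs, 0 for noncoding RNA exons, 25.1% for introns and 16.7% for intergenic sequence. With RefSeq transcripts, the values in the same order were 34.0%, 1.01%, 11.8%, 8.04%, 0.487%, 26.7% and 17.0%. The 0 follows from leaving out noncoding transcripts, and the cause of the other changes was not tested. With stricter H3K4me3 peaks, 0 instead of 1 of the gRNA regions had an H3K4me3 peak, because the peak there is below the median.

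For ChIP-qPCR in HA-dCas9 cells, leaving out each replicate in turn gave ratios with against without gRNAs from 2.03 to 2.48 and from 6.40 to 6.85 for HA at regions 1 and 2, and from 1.56 to 1.75 and from 1.68 to 1.98 for H3K4me3. In HA-dCas9-DPY30 cells, the ranges were 19.2 to 21.2 and 25.6 to 27.3 for HA, and 4.01 to 4.40 and 9.86 to 12.2 for H3K4me3. With equal-numbered Ct values as a replicate block, the ratios in the same order were 2.28, 6.63, 1.68, 1.85, 20.3, 26.2, 4.17 and 10.8 (exact paired permutation p = 0.25, the smallest possible). Equal-numbered values had correlations from −0.936 to 0.863, above 0.1 in 3 of 8 comparisons, so that they share only a number. No paired analysis was possible because of the merging of duplicates for CUT&RUN, and the planned comparison of single CUT&RUN samples was not run for the same reason.

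Few ASH2L tags fall in peaks, although 25677963 ASH2L and 27328071 H3K4me3 tags entered the peak calling. With 0.398% of tags in peaks and a median of 32 tags per peak, ASH2L binding without a called peak is not shown to be absent.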

Differences from the paper's values

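Feature shares of ASH2L peaks differ by more than 1.5-fold, with Wilson intervals that exclude the paper's values, in 5 of 8 categories from the pie chart of Supplementary Fig. 12b, whose values were read by eye. The intervals do not cover the error of this reading to whole percents, so that the count of 5 is approximate. The coding exon share is only just past the limit, and the 3′ UTR share of 0.568% would itself round to 1%. The TTS share was 4.30%, against the paper's about 1% in Supplementary Fig. 12b, and none of the alternatives set before the data were examined closed the gap. With RefSeq transcripts, chosen after seeing the values, it was 1.01%. The coding exon share was 7.95%, against the paper's about 12% in Supplementary Fig. 12b. It was 10.6% with protein-coding transcripts, which closed the gap, as did RefSeq transcripts at 11.8%, chosen after seeing the values, whereas the order of categories (7.79%) and the peak summit (7.10%) did not. The 5′ UTR share was 3.25%, against the paper's about 7% in Supplementary Fig. 12b. It was 5.48% with protein-coding transcripts, which closed the gap, and 8.04% with RefSeq transcripts, chosen after seeing the values, which also did, whereas the order of categories (3.41%) and the peak summit (3.69%) did not. The 3′ UTR share was 0.568%, against the paper's about 1% in Supplementary Fig. 12b. It was 0.649% with protein-coding transcripts and 0.893% with RefSeq transcripts, the latter chosen after seeing the values. The former is still more than 1.5-fold lower, but its interval of 0.400% to 1.05% includes the paper's value. The order of categories and the peak summit (0.528%) did not close the gap. The noncoding RNA exon share was 1.66%, against the paper's about 1% in Supplementary Fig. 12b, and no alternative closed the gap. The shares of the other 3 categories differ by less than 1.5-fold. These were 47.8% for promoters against the paper's about 33% in Supplementary Fig. 12b, 22.7% for introns against the paper's about 28% in Supplementary Fig. 12b, and 11.7% for intergenic sequence against the paper's about 17% in Supplementary Fig. 12b. The intervals of all 3 exclude the paper's values. With protein-coding transcripts they were 38.9%, 25.1% and 16.7%, and with RefSeq transcripts, chosen after seeing the values, 34.0%, 26.7% and 17.0%.

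The ASH2L list held 2464 peaks, against 2431 ASH2L binding sites in the paper, and the cause of this small difference is not known. The paper states that the gRNA regions lack prior H3K4me3, and the H3K4me3 list has a peak of 35 tags at region 1. With the stricter H3K4me3 peaks, chosen after seeing the values, no peak is left there. The browser views of Fig. 6b name other chromosomes than those where the gRNAs of Supplementary Table 4 match, which are chromosome 4 for region 1 and chromosome 2 for region 2. The H3K4me3 peak at region 1 may therefore not lie at the site shown there. The paper states that H3K4me3 did not increase in HA-dCas9 cells, and the Ct values of its Source Data give ratios with against without gRNAs of 1.67 at region 1 and 1.85 at region 2.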

Other observations

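Among the tests in this part, those of ASH2L peaks on chromosome X with a divided score and of further gRNA sites were set before their results were seen, and the others were chosen only after.

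Chromosome X has 7 ASH2L peaks, whereas 91.5 were expected from autosomal peaks per annotated start site. A candidate explanation is that a single copy of X in a male line lowers the tags, so that peaks near the threshold are lost. The sex of the E14 line is not stated in the paper. When the p-value score of the autosomal peaks was divided by 2, 9.18% stayed above the threshold and 8.39 peaks were expected on X, within the 95% Poisson limits of the observed number, 2.81 to 14.4. For H3K4me3, chromosome X has 1349 peaks (1278 to 1423), against 2185 expected and 1632 after the same division, which is outside the limits. The division of the score is an assumed stand-in for fewer tags, and the result depends on the background. When the tags of each autosomal peak were divided by 2 instead, 14.9 ASH2L and 1735 H3K4me3 peaks were expected if the background behind the p-value falls equally, 0.597 and 489 if it does not fall, and 3.21 and 1391 if it falls no lower than the genome-wide level. These values lie on both sides of the observed numbers, so that copy number alone is neither excluded nor established for either list. For both lists, fewer active promoters on X and lower mappability stay open and were not tested.

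The ASH2L peaks without H3K4me3 could be chance peaks near the threshold that fall without regard to genes. Their promoter share of 9.16% was above every one of 1000 random placements, which gave a mean of 3.67% and a highest share of 6.37% (one-sided permutation of positions, p = 0.001, the smallest possible). This argues against placement without regard to genes for the group as a whole, not for each peak. The random placements were uniform on the chromosome, so that background peaks with a preference for promoters are not excluded. Their median GC content was 47.8%, against 65.4% for ASH2L peaks with H3K4me3, and they had a median of 11.4 against 84.5 CpG per kb.

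Among 54087 promoter windows of protein-coding transcripts on the autosomes and X, 63.4% overlapped an H3K4me3 peak and 6.32% an ASH2L peak. Of the windows with ASH2L, 96.7% had H3K4me3, and of those with H3K4me3, 9.63% had ASH2L.

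To test whether the gRNAs have further sites on the chromosomes that Fig. 6b names, sites with an NGG PAM and at most 3 mismatches were searched there. The chromosome named for region 1 had 3 such sites, each with 3 mismatches, and the chromosome named for region 2 had 0. The number of sites within 1000 bp of a site of another gRNA of the same region was 0. This argues against target regions of the gRNAs of Supplementary Table 4 on those chromosomes. The paper's methods also mention a larger pool of gRNAs per region, and gRNAs that are not listed could not be searched.

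For the higher H3K4me3 ChIP signal with gRNAs in HA-dCas9 cells, a possible explanation is a lower input signal in the cells with gRNAs. The mean input Ct changed by −0.0797 at region 1 and by −1.54 at region 2, which argues against it, since a lower input signal has a higher Ct. Binding of dCas9 itself and differences between transfections stay open and were not tested. Without gRNAs, the H3K4me3 signal was 3.71-fold as high in HA-dCas9-DPY30 as in HA-dCas9 cells at region 1 and 1.78-fold at region 2 (exact permutation test, p = 0.1 each, the smallest possible). The HA signal in the same comparison was 0.765-fold at region 1 and 1.03-fold at region 2 (exact permutation test, p = 0.1 and 0.5). The higher H3K4me3 signal without gRNAs was thus not matched by a clearly higher HA signal.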
